# Genome-wide analysis of spatiotemporal expression patterns during rice leaf development

**DOI:** 10.1186/s12864-021-07494-5

**Published:** 2021-03-09

**Authors:** Masayuki Miya, Takanori Yoshikawa, Yutaka Sato, Jun-Ichi Itoh

**Keywords:** Rice, Leaf development, Leaf blade, Leaf sheath, Blade-sheath boundary, Transcriptome, In situ hybridization

## Abstract

**Background:**

Rice leaves consist of three distinct regions along a proximal-distal axis, namely the leaf blade, sheath, and blade-sheath boundary region. Each region has a unique morphology and function, but the genetic programs underlying the development of each region are poorly understood. To fully elucidate rice leaf development and discover genes with unique functions in rice and grasses, it is crucial to explore genome-wide transcriptional profiles during the development of the three regions.

**Results:**

In this study, we performed microarray analysis to profile the spatial and temporal patterns of gene expression in the rice leaf using dissected parts of leaves sampled in broad developmental stages. The dynamics in each region revealed that the transcriptomes changed dramatically throughout the progress of tissue differentiation, and those of the leaf blade and sheath differed greatly at the mature stage. Cluster analysis of expression patterns among leaf parts revealed groups of genes that may be involved in specific biological processes related to rice leaf development. Moreover, we found novel genes potentially involved in rice leaf development using a combination of transcriptome data and in situ hybridization, and analyzed their spatial expression patterns at high resolution. We successfully identified multiple genes that exhibit localized expression in tissues characteristic of rice or grass leaves.

**Conclusions:**

Although the genetic mechanisms of leaf development have been elucidated in several eudicots, direct application of that information to rice and grasses is not appropriate due to the morphological and developmental differences between them. Our analysis provides not only insights into the development of rice leaves but also expression profiles that serve as a valuable resource for gene discovery. The genes and gene clusters identified in this study may facilitate future research on the unique developmental mechanisms of rice leaves.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07494-5.

## Background

Leaves, which are the main site of photosynthesis in higher plants, are usually polarized along three axes: proximal-distal, adaxial-abaxial, and medial-lateral. Tissues arranged along these axes have characteristic morphologies and functions. As leaves are derived from immature cell populations protruding from the shoot apical meristems (SAM), their morphology and functions must be acquired during the course of development. Leaf development is a tightly orchestrated process incorporating multiple events crucial to organogenesis: axis determination, pattern formation, and identity establishment. Additionally, the growth of leaf primordia, which relies on cell proliferation and differentiation, is precisely regulated both temporally and spatially to produce typically shaped leaves.

The morphology of leaves varies greatly among species and developmental phases and environments, and this variation is driven by differences in leaf genetic programs among species. Hence, the mechanisms regulating leaf morphogenesis should be studied in a wide variety of species. Most information currently available has been obtained from analyses of the model eudicot plant *Arabidopsis*. A number of genes regulating leaf development have been identified in *Arabidopsis* [1], and the molecular mechanisms of leaf morphogenesis in various species have been elucidated based on information obtained from *Arabidopsis*.

Grasses belong to the monocot clade, and their leaf morphology is distinct from that of *Arabidopsis*. Although grass leaves are polarized along the same three axes as those of other plants, they are unique in that distinct regions with differing morphology and function are located along the proximal-distal axis (Fig. 1a). The leaf blade is the distal part of the leaf; it has a flat structure and is rich in mesophyll cells, in which photosynthesis occurs. The leaf sheath is located at the basal part of the leaf and has a thick structure that protects inner leaves and provides structural support to the blade. The boundary region between the blade and sheath comprises the lamina joint, ligule, and auricle. The lamina joint acts as a hinge that allows the blade to bend abaxially, thereby optimizing light capture by the blade. Each of the three regions undergoes different developmental processes. In addition, spatiotemporal coordination of tissue differentiation during development contributes to the final leaf morphology. As with *Arabidopsis*, tissue differentiation in grass leaves proceeds in the basipetal direction, suggesting that these processes are under precise spatial and temporal control by genetic mechanisms.

**Fig. 1:**
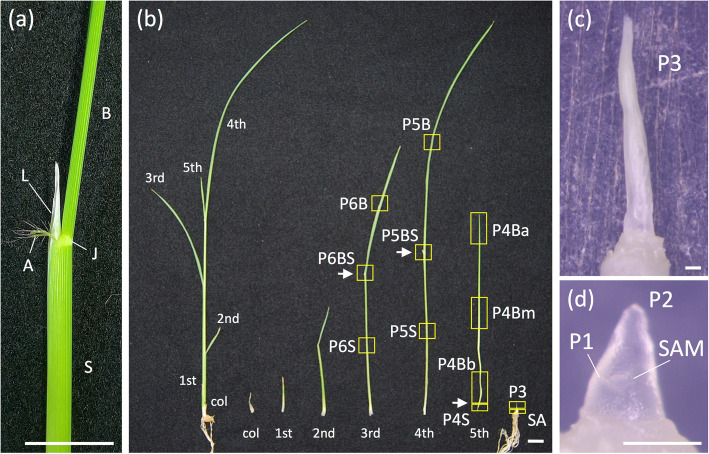
Overview of the samples used for microarray analysis. **a** Morphology of mature rice leaves. A, auricle; B, leaf blade; J, lamina joint; L, ligule; S, leaf sheath. **b** Samples used for microarray analysis. A seedling and the separated leaves of the seedling are shown. Yellow boxes indicate the 12 parts sampled for microarray analysis. Arrows show the boundaries between the leaf blade and sheath. See Table 1 for details. **c** Magnified view of the leaf primordium at stage P3. **d** Magnified view of the shoot apex containing the shoot apical meristem and P1 and P2 leaf primordia. Scale bars: 1 cm in (**a**), (**b**); 20 μm in (**c**), (**d**)

To date, several genes that are important for grass leaf morphology have been identified. Related to the organs and tissues that are differentiated along the proximal-distal axis, *LIGULELESS1*, a member of the *SQUAMOSA PROMOTER BINDING-LIKE* (*SPL*) gene family, is essential for the differentiation of organs in the blade-sheath boundary region [2–4]. Homologs of *Arabidopsis BLADE-ON-PETIOLE* genes in rice are important for sheath development [5]. Class I *KNOX* genes important for the maintenance of the SAM are believed to provide proximal cues for leaf primordia [6, 7]. Meanwhile, cell proliferation patterns have been reported to affect grass leaf morphology. Cell proliferation in immature tissues of leaf primordia is controlled by protein complexes encoded by two gene families, *GROWTH-REGULATING FACTORS* (*GRF*s) and *GRF-INTERACTING FACTORS* (*GIF*s) [8–11]. Changes in their protein complex composition reportedly serve as a switch for the transition from cell division to cell expansion [12]. However, few of the genes that play important roles in grass leaf development have been identified.

For elaboration of leaf development and morphology, gene expression should be precisely regulated both temporally and spatially. Thus, revealing the expression patterns of genes during development would contribute significantly to understanding the genetic mechanisms behind the process of leaf establishment. Transcriptome analysis is a powerful method for exploring gene expression dynamics at both the genome-wide and single-gene levels. To date, transcriptome analysis of leaf development has been performed in species including *Arabidopsis* [13, 14], maize [15–22], and rice [23–25]. In particular, transcriptome changes accompanied by tissue differentiation have been intensively studied in the developing leaf blade in maize. However, no study to date has reported the temporal transcriptomic changes occurring from leaf initiation to leaf maturation in rice. Furthermore, most transcriptome studies of grass leaves have been performed on tissues from only one of the regions along the longitudinal axis, making it difficult to draw direct comparisons among regions. Therefore, to fully elucidate gene expression profiles and characterize gene function, it is necessary to investigate spatiotemporal changes in leaf transcriptomes from each region along the longitudinal axis of the leaf.

In this study, we performed transcriptome analysis of rice leaf development using the Agilent rice 44 K microarray, which is compatible with the rice expression database RiceXPro [26, 27]. Our experimental design included a broad range of developmental stages and several distinct regions along the leaf longitudinal axis, which allowed us to capture overall transcriptome dynamics throughout leaf development. Our data analysis uncovered trends in the expression patterns of certain gene clusters during leaf development and revealed relationships between developmental events and those gene clusters. In addition, we performed in situ hybridization with 49 selected genes based on the data from our transcriptome analysis. As a result, we identified multiple genes with localized expression in tissues characteristic of grass leaves. The present work provides a foundation for future analyses of genes with novel functions in rice leaf development.

## Results

### Experimental design for microarray dataset

Rice leaf ontogeny, i.e., the developmental process from initiation to maturation, is described in Itoh et al. (2005) [28]. Briefly, according to the staging system based on plastochron numbers (Pn), the P1 leaf primordium protrudes from the SAM and then grows to surround the SAM at stage P2. During the P1 and P2 stages, the leaf primordium consists of undifferentiated cells with no morphological characters. During the P3 stage, the boundary between the blade and sheath is established, and the future blade and sheath parts can be distinguished. In addition, the ligule primordium is formed in the boundary region at this stage. Although most of the P3 leaf primordium is comprised of undifferentiated cells, the outermost cells on the distal side of the primordium begin to differentiate into epidermal cells. During stage P4, the leaf blade elongates rapidly, and the difference between the blade and sheath becomes more pronounced. The P4 leaf primordium exhibits a clear gradient of cell states along its longitudinal axis; cells in the proximal region remain undifferentiated, whereas those in the distal region are differentiated. During stage P5, the leaf sheath elongates rapidly, and the growth and maturation of the leaf are completed by the P6 stage, whereas bending of the lamina joint occurs between stages P5 and P6.

To obtain a comprehensive transcriptome of leaf development in rice, we sampled 12 leaf parts representing various stages and components along the longitudinal axis (Fig. 1b–d; Table 1). Rice seedlings at the four-leaf stage were dissected into 12 parts: shoot apex containing the SAM and P1 and P2 leaf primordia (Fig. 1d); entire P3 leaf primordium (Fig. 1c); apical, middle, and proximal parts of P4 leaf blade; P4 leaf sheath; and the leaf blade, sheath, and boundary region of P5 and P6 leaves. 

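Each of the 12 parts was measured on 3 arrays, 36 in all, and every array received one-color Cy3-labeled cRNA of a single replicate. The arrays lay on 10 slides, each of which carried 1 or 2 parts. Shared slides joined P3 with the 3 parts of the P4 blade, P4S with the P5 parts, and the P6 parts with each other, while SA lay on a slide of its own. Between these 4 sets, slide and part cannot be told apart. The authors corrected the raw signals for background with the scanner software. In the deposited values they had taken log2 of the processed signal intensity, subtracted the 75th percentile of each array and subtracted the median of each probe over all arrays. The same steps applied to the scanner values gave every deposited value to within 0.000464 (log2). The 75th percentile of the arrays lay between 11.18 and 12.67 (log2), with a median of 12.14. The share of gene spots well above background by the scanner software was 74.5 to 86.4% per array, with a median of 79.9%, and no gene spot was saturated. From the scanner values, 1417 control spots and 590 spots with built-in control names were left out, and 389 values of gene spots that the scanner software marked as outliers were treated as missing. The remaining signals were scaled to the 75th percentile on the log2 scale, and spots of the same probe were averaged, which left 42418 probes. Parts were compared with limma in one fit with a mean for each part. Probes counted as differing between parts had a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1 in size. The number of arrays, 3 per part, limits the precision of each value. Neither slide nor replicate number was a term of this fit, and both were tried as alternatives.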

Three biological replicates were prepared for each part, and their RNA was hybridized to a 44 K rice microarray (Agilent Technologies, Santa Clara, CA) [26, 29, 30]. 

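The array carried 43144 gene spots for 29864 loci. With the processed signal averaged over the spots of a probe, 39079 probes of 27318 genes exceeded 50 on at least 1 of the 36 arrays. A minimum of 25 gave 40454 probes of 28362 genes, and a minimum of 100 gave 37423 probes of 26011 genes. The software's call of signal well above background on at least 1 array gave 40264 probes of 28282 genes. Without background subtraction, the mean signal of all 42418 probes exceeded 50. Requiring a signal above 50 on all 3 arrays of a part, a rule tried only after the counts were seen, gave 36974 probes of 25591 genes.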

Out of 43,144 probes corresponding to 29,864 genes on the rice 44 K microarray platform, 31,996 probes corresponding to 24,022 genes were expressed in at least one sample. Normalized expression levels of these 31,996 probes corresponding to 24,022 genes were used in this study. 

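In the deposited values, the median over all spots of an array, control spots included, ranged from -0.15 for P5S replicate 2 to 0.23 for P3 replicate 3 (log2). The median over probes of the SD between the 3 arrays of a part was smallest for P4S, at 0.16, and largest for P5S, at 0.24 (log2).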

Distribution of the normalized expression levels of those probes for each sample roughly exhibited the normal distribution centered at zero (Supplemental Figure 1). 

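Over the 39079 expressed probes, Pearson's r of the normalized values was calculated for the 36 pairs of arrays from the same part and the 594 pairs of arrays from different parts. These correlations run across probes, which are not independent replicates. Within parts, r ranged from 0.806 in P4Ba to 0.972 in P4S, with a median of 0.911. Between parts, the highest r was 0.921, for an array of P3 and one of P4S, and the median was -0.0966. All 36 arrays correlated best with an array of their own part. Without the subtraction of each probe's median, r within parts was 0.971 or higher and the highest r between parts rose to 0.975. With Spearman's correlation the lowest value within a part was 0.721.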

Pearson correlation analysis showed strong correlations among the three replicates, indicating that our dataset was highly reproducible (Supplemental Figure 2). Furthermore, we verified expression profiles of six genes in P4 stage by real-time RT-PCR analysis (Supplemental Figure 3). The expression patterns of all the genes were consistent with the patterns from microarray analysis. This suggests that our expression data of microarray is considerably accurate and reliable.

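The array values of the 6 genes in the RNA used for the real-time RT-PCR differed among P4S, P4Bb, P4Bm and P4Ba (moderated F over the 4 parts, n = 3 arrays each, limma adjusted p between 3.0e-22 and 1.1e-12). The normalized expression of OsCYCD4;1 (Os09g0466100) fell from 6.53 ± 0.17 (SD, n = 3) in P4S and 5.17 ± 0.70 in P4Bb to -0.23 ± 0.27 in P4Bm and 0.17 ± 0.39 in P4Ba (log2). OsBOP1 (Os01g0948900) stood at 2.37 ± 0.41 in P4S and between -2.62 and -1.68 in the 3 blade parts. The peroxidase gene prx45 (Os03g0368900) reached 10.55 ± 0.23 in P4Bm and 5.50 ± 0.72 in P4Ba, and was well above background on none of the arrays of P4S and P4Bb. OsSUT1 (Os03g0170900) rose from -7.19 ± 0.45 in P4S to 0.68 ± 0.10 in P4Ba. OsPsbR3 (Os08g0200300) rose over the same parts from -3.33 ± 0.57 to 1.70 ± 0.08. For OsLOX2;2 (Os12g0559200) the change from P4S to P4Ba was from -6.90 ± 0.75, with 2 of 3 arrays well above background, to 4.57 ± 0.66. The reference gene OsRAD6 (Os03g0791800) lay between -0.10 and 0.34 in the 4 parts (adjusted p = 0.0079 from the same test of 3 arrays per part with limma), and without replicate 3 its adjusted p was 0.18. The real-time RT-PCR measurements were not analysed here.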

**Table 1:** Description of samples used for microarray analysis

Sample	Stage	Tissue	Abbreviation
Shoot Apex	P0, P1, P2	Shoot apex containing SAM and P1 and P2 leaf primordia	SA
P3	P3	Whole P3 leaf primordia	P3
P4Sheath	P4	Leaf sheath	P4S
P4Blade_basal	P4	Basal part of leaf blade	P4Bb
P4Blade_middle	P4	Middle part of leaf blade	P4Bm
P4Blade_apical	P4	Apical part of leaf blade	P4Ba
P5Sheath	P5	Leaf sheath	P5S
P5Boundary	P5	Boundary region between leaf blade and sheath	P5BS
P5Blade	P5	Leaf blade	P5B
P6Sheath	P6	Leaf sheath	P6S
P6Boundary	P6	Boundary region between leaf blade and sheath	P6BS
P6Blade	P6	Leaf blade	P6B

### Transcriptome dynamics during rice leaf development

To elucidate the transcriptome dynamics that occur during leaf development, principal component analysis (PCA) was performed using all samples. The first, second, and third principal components (PC1, PC2, and PC3) explained 60.9, 13.2, and 8.1% of the total variance among samples, respectively (Supplemental Figure 4; Additional file 3). 

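PCA on the covariance matrix of the 39079 expressed probes placed 59.6, 13.5 and 8.17% of the variance among the 36 arrays on PC1, PC2 and PC3. Their SD over fits to the arrays of single replicate numbers was 1.13 percentage points for PC1. Scaling each probe to unit variance moved the shares most, to 42.6, 18.9 and 9.97%.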

Plotting the samples within the three-dimensional space defined by PC1, PC2, and PC3 allowed the relationships among the samples to be visualized, reflecting the two properties of tissue differentiation state and tissue identity (Supplemental Figure 4a; Additional file 3). However, these properties were poorly represented by each principal component (Supplemental Figure 4b and c) due to the fact that PC2 was excessively attracted toward P4Bm, which was located distant from the other samples. Generally, PCA is not robust to outliers, and principal components tend to be attracted toward them, interfering with the detection of the overall dataset structure. To avoid excessive attraction of PC2 toward the outlier P4Bm, we modified PC1, PC2, and PC3 while retaining positional relationships between the samples, as follows. PC1, PC2, and PC3 scores were treated as variables, and PCA was again applied using all samples except P4Bm, resulting in modified principal components (mPC1, mPC2, and mPC3) that were not excessively affected by P4Bm. 

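The second PCA was run on the PC1 to PC3 scores of the 33 arrays other than P4Bm, and all 36 arrays were then projected on its axes. Over all 36 arrays, the axes carried 59.6, 12.2 and 9.53% of the total variance, and mPC1 to mPC3 are numbered here in that order. Over the 33 arrays alone, the same axes carried 65.9, 5.23 and 9.73%, so the axis named mPC2 here ranks behind mPC3 among the arrays from which it was calculated. The order by all 36 arrays was chosen after these shares had been seen.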

Altogether, mPC1, mPC2, and mPC3 explained 60.9, 11.9, and 9.5% of the total variance among samples, respectively, and successfully captured the characteristic patterns of the dataset (Fig. 2; Additional file 4).

**Fig. 2:**
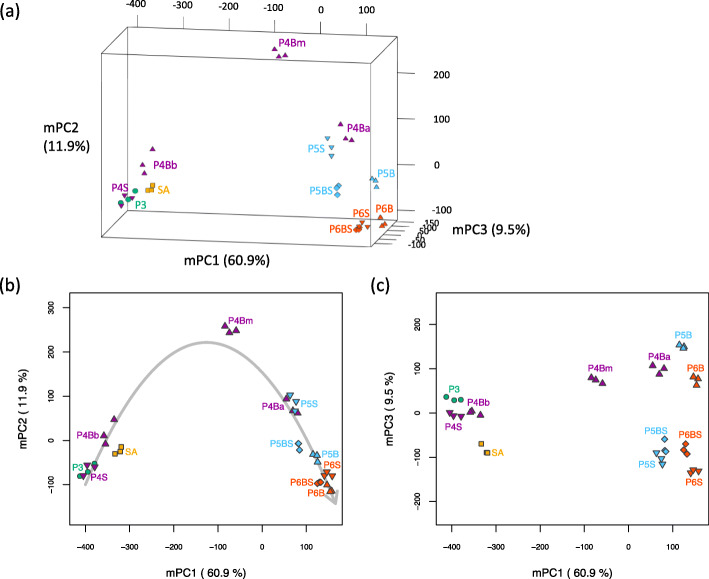
Principal component analysis (PCA) score plot of samples based on modified principal components. **a** The space defined by mPC1, mPC2, and mPC3. A three-dimensional model allowing interactive rotation is available in additional file 4. See Supplemental Figure 4 for the PCA score plot based on the original principal components. **b** The space defined by mPC1 and mPC2. The gray arrow represents the regression curve for the distribution of samples in this space. **c** The space defined by mPC1 and mPC3. The proportions of the total variance explained by mPC1, mPC2, and mPC3 are shown in parentheses. Samples collected at the same stage are shown in the same color. Samples with different tissue identities are indicated by different symbols: shoot apex, square; P3 leaf, circle; blade, triangle; blade-sheath boundary, diamond; sheath, inverted triangle

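The mean mPC1 scores of SA, P3, P4S and P4Bb lay between -357.9 and -284.7. Those of P4Ba and of the 6 parts of the P5 and P6 leaves lay between 145.8 and 230.1, and P4Bm stood between both groups at -11.5. The means of the 4 and 7 parts differed by 514.7. Since the paper read these groups from the same axis, a permutation of the parts is no independent test of this difference, and no p is given. The SD of the 3 arrays of a part on mPC1 was between 1.27 and 18.0. Between the mean of the 7 parts and the mean of the 4, 20755 of 39079 probes differed, of which 11003 were higher and 9752 lower in the 7 parts. With quantile normalization the balance turned, to 10030 higher and 10911 lower.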

Two groups were separated by mPC1, namely, immature tissues represented by SA, P3, P4S, and P4Bb, mature tissues represented by P4Ba, and samples derived from P5 and P6 stage leaves. This result suggests that mPC1 represented the differences between immature and mature tissues (Fig. 2b). Conversely, mPC2 characterized samples with intermediate tissue differentiation, most notably P4Bm, suggesting that mPC2 represented the transient state of the transcriptome during tissue differentiation (Fig. 2b). Thus, an arrow fitting the distribution of the samples in the space defined by mPC1 and mPC2 would represent the change in transcriptome dynamics associated with tissue differentiation from the immature state through the transient state to the mature state. Collectively, mPC1 and mPC2 explained 72.8% of the total variance among samples, suggesting that tissue differentiation state has profound effects on the leaf transcriptome. Moreover, samples derived from the P4 leaf exhibited large transcriptomic variations, whereas all P4-stage leaf samples including sheath samples were aligned along the arrow. This result indicates that the shift in the transcriptome associated with leaf maturation is found throughout the leaf during P4, coinciding with intensive basipetal tissue differentiation at stage P4 [31].

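On mPC2, P4Bm had a mean score of 305.5 ± 9.36 (SD, n = 3 arrays). P5S followed at 129.2 ± 21.7 and P4Ba at 111.7 ± 18.1, while P6B was lowest at -92.4 ± 8.55. The gap of 176.3 between P4Bm and P5S was 0.443 of the range of the 12 parts. With the axes in the order of their variance over the 33 arrays, mPC2 and mPC3 trade places and P4Bm is no longer highest on the second axis (gap -0.254 of the range). In a PCA of all expressed probes of the 33 arrays, with P4Bm projected afterwards, the gap was -0.212 of the range. Against P4Bb or P4Ba, its neighbors in the blade, P4Bm differed in 23028 probes, and 19.0% of them lay outside both, 2606 above and 1774 below.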

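A quadratic curve of mPC2 on mPC1 fitted to the 36 arrays by nls, as in the paper's methods, had a quadratic coefficient of -0.00418 and an r2 of 0.870. Mean residuals were largest for SA, at -83.9, and smallest in size for P6B, at -2.97. With the second axis of the other order, the same curve had an r2 of 0.0098.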

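Together mPC1 and mPC2 carried 71.7% of the variance among the 36 arrays. The sum was 57.3% when each probe was scaled to unit variance, 75.7% when the 3 arrays of a part were replaced by their mean, and 69.1% with mPC2 and mPC3 in the order of the 33 arrays. From the sum of both shares, the paper proposes that the state of tissue differentiation acts strongly on the transcriptome of the leaf.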

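The mean residuals of P4S, P4Bb, P4Bm and P4Ba from the curve were 20.6, 14.5, 35.8 and 22.9, against scores on mPC2 that spanned 398 over all parts. From P4Bb to P4Bm, 17989 of 39079 probes differed, 9204 higher and 8785 lower in P4Bm (8839 and 9041 with quantile normalization). From P4Bm to P4Ba, 12563 probes differed, of which 7047 were higher and 5516 lower in P4Ba (6052 and 6254 with quantile normalization).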

In addition, mPC3 separated samples of the leaf blade—P4Bm, P4Ba, P5B, and P6B—from those of the leaf sheath and blade-sheath boundary region—P5S, P6S, P5BS, and P6BS, indicating that mPC3 represented differences between the leaf blade and sheath (Fig. 2c). On the other hand, only slight differences were observed among immature leaf samples such as P3, P4S, and P4Bb, suggesting that the transcriptomic difference between the leaf blade and sheath becomes more pronounced during maturation.

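Mean mPC3 scores were 95.9, 123.8, 173.8 and 88.8 for P4Bm, P4Ba, P5B and P6B, and -95.7, -133.0, -69.1 and -79.7 for P5S, P6S, P5BS and P6BS. The SD between the 3 arrays of these parts was at most 17.0. The group means differed by 214.9. P4S and P4Bb are left out of this comparison, as in the paper, which had seen the place of the parts on the axis. A permutation of the parts is therefore no independent test here, and no p is given. If the axes follow the variance of the 33 arrays, the separation falls on the second axis, and on the third the difference was smaller in size (-71.5), as on the third component of a PCA of all expressed probes of the 33 arrays (-28.7). These signs carry no direction, since which end of an axis is positive is arbitrary.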

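The score of P4Bb on mPC3 exceeded that of P4S by 5.87, whereas blade exceeded sheath by 269.4 at P5 and by 221.8 at P6. Over all expressed probes, the root mean square difference between blade and sheath was 1.1 at P4, 1.69 at P5 and 1.33 at P6 (log2). The blade of P4 is here its basal part, P4Bb. P4Bm and P4Ba lay further from P4S, at 2.6 and 2.84, than blade from sheath at P5 or P6. The smaller difference at P4 therefore holds for the basal part alone. Between P4Bb and P4S, 7644 of 39079 probes (19.6%) differed, 4036 higher and 3608 lower in P4Bb. The number of differing probes was 13097 between P5B and P5S, with 5517 higher and 7580 lower in the blade, and 10215 between P6B and P6S, with 4796 higher and 5419 lower. The balance of directions depended on the scaling: with quantile normalization, the numbers higher and lower in the blade were 3579 and 3813 at P4, 7243 and 6685 at P5, and 5235 and 5145 at P6. Without the minimum difference, an adjusted p under 0.05 was reached by 17822, 23798 and 19932 probes at P4, P5 and P6. Among immature parts, P4S differed from P3 in 4231 probes and P4Bb in 9489. Tested as a difference between stages, the blade-sheath difference at P5 departed from that at P4 in 16605 probes, and its size was larger at P5 for 67.2% of them (60.8% of all expressed probes). At P6 the departure from P4 was found in 13453 probes, of which 59.3% had the larger difference at P6 (53.8% of all expressed probes). P4Bb and P4S lay on different slides that no other part joined, so slide and tissue cannot be told apart at P4. With slide as a fixed block, which the arrays of P5 and P6 allow, 9648 probes differed between P5B and P5S and 5415 between P6B and P6S.

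**Figure D1:**
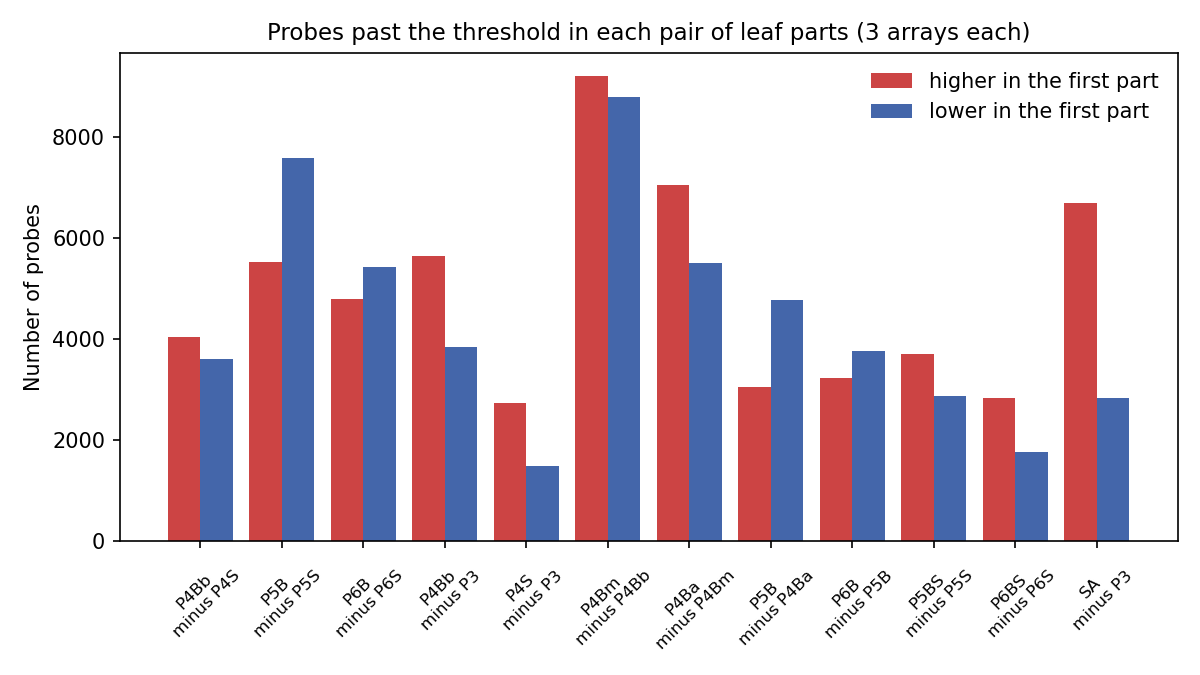
Number of probes that differed between 2 leaf parts with 3 arrays each, shown as those higher (red) and lower (blue) in the first part named. P5B and P5S differed in 5517 and 7580 probes, P4Bb and P4S in 4036 and 3608, and with quantile normalization in 7243 and 6685 and in 3579 and 3813, so that both majorities turn.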

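Genes with the largest differences between blade and sheath were taken among probes whose 3 arrays of one part all lay on one side of the 3 of the other. Most of them were not well above background on every array of the lower part, so their differences are lower bounds. These bounds allow for dim signal and not for the spread between arrays, so the true differences can be smaller. For Os01g0124000, the fitted difference between P5B and P5S was 10.97 (log2) with a standard error of 0.957. In P5B, Os01g0124000 (Bowman Birk trypsin inhibitor) was at least 1740-fold, Os12g0569500 (thaumatin family) at least 991-fold and Os03g0843800 (methyl chloride transferase) at least 713-fold higher than in P5S. In P5S, Os11g0170900 (conserved hypothetical protein) was at least 2890-fold, Os01g0348900 (jacalin-related lectin) at least 1730-fold and Os09g0399800 (probable mannitol dehydrogenase) at least 1040-fold higher than in P5B. Os01g0124000 and Os03g0843800 were also among the highest in P6B, at least 861-fold and 323-fold above P6S, with Os12g0458100 (transferase family) at least 94.0-fold. In P6S the largest were Os09g0399800, at least 3030-fold, Os09g0472900 (expansin-related), at least 2760-fold, and Os09g0400400 (cinnamyl alcohol dehydrogenase), at least 829-fold. In P4Bb, Os02g0308400 (fasciclin domain) was at least 406-fold and Os01g0124400 (Bowman-Birk family) at least 327-fold higher than in P4S, and Os05g0190500 (acid phosphatase), above background on all 6 arrays, was higher by 8.62 (log2, standard error 1.28, adjusted p = 6.0e-06 from limma). In P4S, Os04g0516200 and Os02g0166800 (both annotated as ribulose bisphosphate carboxylase large chain) were at least 140-fold and 55.1-fold and Os03g0617500 (cyclin) at least 50.5-fold higher than in P4Bb.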

Overall, our results suggest that the transcriptome of each part of the leaf changes with the progression of tissue differentiation and the acquisition of tissue identity.

### Gene expression patterns during leaf development and their associations with gene function and transcriptional regulation

To uncover the major gene expression patterns during rice leaf development, we conducted cluster analysis of genes based on their expression patterns. Prior to cluster analysis, analysis of variance (ANOVA) was applied to detect differentially expressed genes among different parts of the leaf. 

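A moderated F test in limma over the 12 parts, with an adjusted p under 0.001, was passed by 36949 of 39079 probes, which represent 25673 genes. The one-way ANOVA of the paper's methods with Benjamini-Hochberg adjustment was passed by 36824 probes of 25575 genes. Leaving out 1 replicate number in turn gave between 33862 and 34378 probes.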

Of 31,996 probes corresponding to 24,022 genes, 31,043 probes corresponding to 23,350 genes were extracted (*p*-value = 0.001 when adjusted for the false discovery rate [FDR]). K-means clustering was performed on these probes, and 28 clusters with distinct expression patterns were obtained (Supplemental Figure 5; Supplemental Table 1). 

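K-means with 28 centers, Euclidean distance, 20 random starts and a fixed seed was run in R on the 36 normalized values of the 36833 probes that passed the F test and had no missing value. These probes represent 25615 genes. The clusters held 217 to 5481 probes. Since the membership of most of the paper's clusters was not used here, a counterpart was taken for each of Clusters 1, 2, 7, 9, 12 and 15. It was the cluster whose mean over the 12 parts correlated best with a pattern of 1 in the parts that the paper names as high and 0 elsewhere. The 6 counterparts were distinct clusters. Another 4 seeds also gave 6 distinct counterparts, and 20 centers gave 5.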

For some of the clusters, there were large differences in expression levels among samples and characteristic expression patterns, suggesting that some groups of genes undergo similar changes in gene expression, and that such changes are associated with events during leaf development.

To evaluate how the gene expression patterns and dynamics of these gene clusters are related to the functions of the genes, we conducted Gene Ontology (GO) enrichment analysis on each cluster (Supplemental Figure 6). In addition, given the importance of transcriptional regulation to development, transcription factors and transcriptional regulators were extracted from each cluster (Supplemental Figure 7). These analyses identified the characteristic functions of genes within each cluster, including several genes that may be involved in specific processes during rice leaf development (Fig. 3; Table 2).

**Fig. 3:**
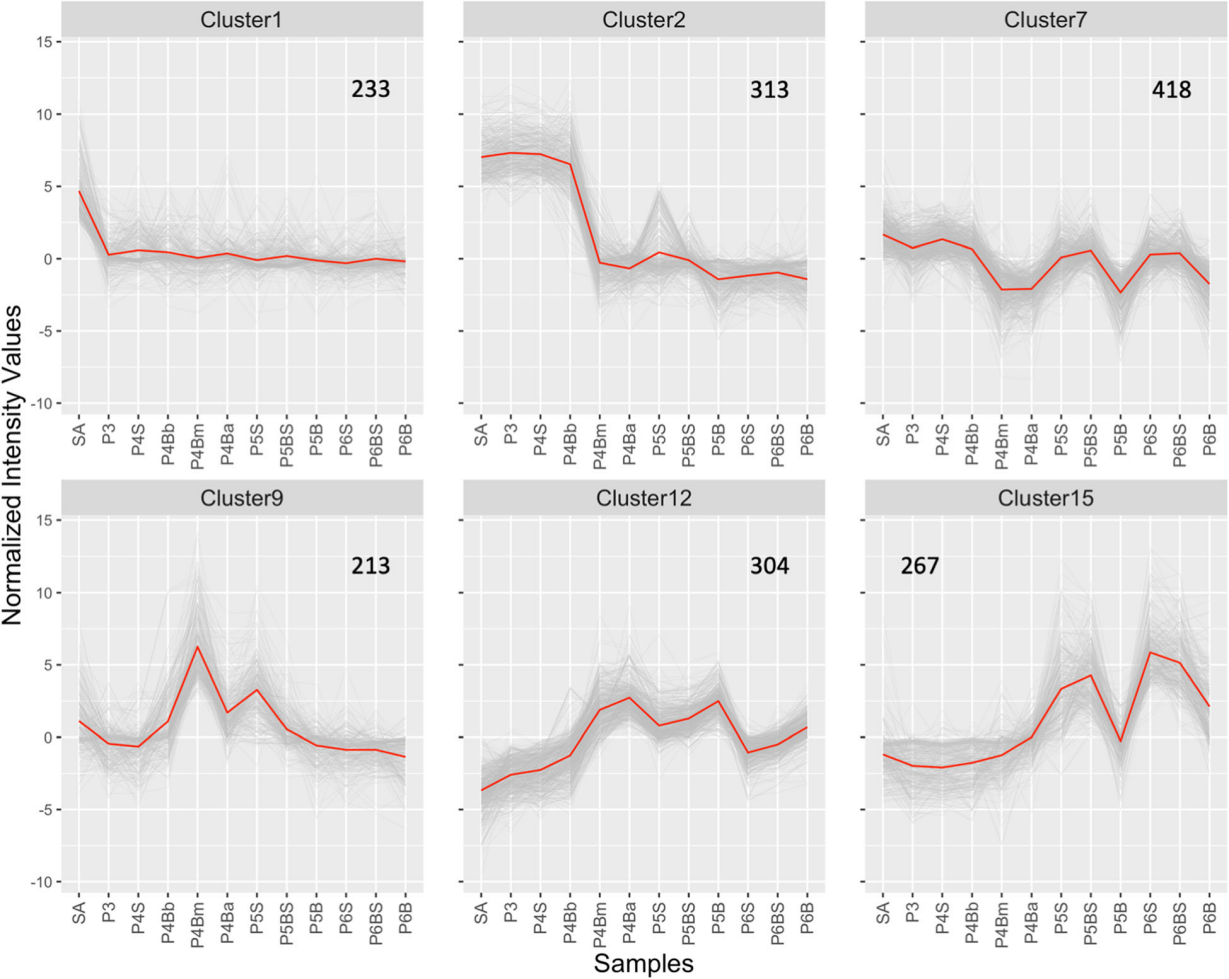
Six clusters showing expression patterns supposedly associated with events during leaf development. Grey lines indicate the expression profiles of probes in each cluster. Red lines indicate the mean of all probes in each cluster. Three biological replicates are summarized by median. The number of genes in each cluster is indicated in the upper right of each panel. See Supplemental Figure 5 for all 28 clusters obtained through K-means clustering

**Table 2:** Enriched GO terms, transcription factors, and transcriptional regulators in the six clusters in Fig. 3. See Supplemental Figures 6 and 7 for enriched GO terms and TF/TRs in all 28 clusters obtained through K-means clustering, respectively

Cluster	Enriched GO terms	TF/TRs
Cluster1	regulation of transcription, *p* = 4.8e-07	*OSH1/6/15/71* (ClassI *KNOX*), *OsNAM/OsCUC3*, *OsPLT2/3/4/5/6* (*BBM* clade *PLETHORA*), *OsTB1*
Cluster2	microtubule-based movement, *p* = 8.6e-05	*OsPLT1/7/8/9* (*ANT* clade *PLETHORA*), *OsGRF1/6/7/9/10*, *OsGIF1/MKB3*
Cluster7	main pathways of carbohydrate metabolism, *p* = 3.7e-05	*OsBOP1/2/3*
Cluster9	response to oxidative stress, *p* = 4.2e-07	
Cluster12	photosynthesis, *p* = 7.9e-21	*OsBBX8/10/12/17* (*C2C2-CO-like*), *OsPIL12/13* (*PIF*)
	carbon utilization by fixation of carbon dioxide, *p* = 8.5e-10	
	electron transport, *p* = 3.3e-07	
Cluster15	protein amino acid phosphorylation, *p* = 6.2e-05	

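The counterpart of Cluster 1 held 327 probes of 268 genes, and its mean correlated with the pattern of high values in SA alone at r = 0.987. The mean over its probes was 4.58 ± 1.85 (SD over probes) in SA and between -0.20 and 0.42 in the other 11 parts (log2). Of 266 clustered probes that the paper's Supplemental Table 1 lists for Cluster 1, 252 (94.7%) fell in this counterpart. All 267 listed probes were higher in SA than in the mean of the other 11 parts, by a median of 4.22 and by 2.39 to 10.34 (log2). As the paper formed Cluster 1 on the same arrays, this is not independent evidence. Gene descriptions with the words homeobox or transcription factor stood in for the GO term. They were found for 11 of 268 genes (4.10%) against 302 of all 25615 clustered genes (1.18%), an odds ratio of 3.69 (one-sided Fisher's exact test, p = 8.5e-04 after Benjamini-Hochberg adjustment over the 7 word searches). With 20 centers no cluster followed the pattern of SA closely. The best match (r = 0.484) was the cluster of 707 probes that also matched Cluster 7. It held 11.3% of the 327 probes, and its odds ratio of 1.94 (Fisher's exact test, adjusted p = 0.065) concerns another set of genes.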

Cluster 1, a group of genes that was specifically expressed in the shoot apex, was enriched in genes involved in transcriptional regulation (regulation of transcription, *p* = 4.8e-07). Within this cluster were class I *KNOX* genes, which are important for SAM maintenance [32], and *OsNAM/OsCUC3* genes, which may be involved in organ boundary formation [33]. Thus, Cluster 1 was predicted to include genes related to SAM function and leaf initiation. This cluster also included genes in the *BBM* clade of the *PLETHORA* family [34], which are expressed in crown root primordia [35], and *OsTB1*, which is expressed in axillary buds [36]. 

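All 4 KNOX genes with a locus in the files were highest in SA. OSH1 (Os03g0727000) had a normalized expression of 8.04 ± 0.05 (SD, n = 3) in SA and exceeded the mean of the other 11 parts by 8.22 (log2, standard error 0.21, limma adjusted p = 1.4e-21). The other genes were not well above background on every array of the remaining parts, so their differences are bounds. OSH15 (Os07g0129700) was at least 621-fold higher in SA than in the mean of the other parts, OSH6 (Os01g0302500) at least 246-fold and OSH71 (Os05g0129700) at least 158-fold. The bounds were 54.3-fold for OsCUC3 (Os08g0511200) and 47.6-fold for OsNAM (Os06g0344900). Outside SA, OsNAM reached 3.18 ± 0.16 in P4S and 3.11 ± 0.75 in P3, where 2 of 3 arrays were well above background. OSH71 reached 3.10 ± 0.23 in P6BS and 2.53 ± 0.05 in P6S. In P4S, OSH6 reached 3.15 ± 0.37, OSH15 3.04 ± 0.54 and OsCUC3 2.67 ± 0.47, each well above background on all 3 arrays. The arrays of P6B varied widely for OSH15, with an SD of 4.14. As these genes were named from a cluster formed on the same arrays, the p of OSH1 is not independent evidence.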

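Of the PLETHORA genes, 3 could be paired with a locus. OsPLT2 (Os06g0657500) was at least 81.5-fold, OsPLT3 (Os02g0614300) at least 53.3-fold and OsPLT5 (Os01g0899800) at least 5.91-fold higher in SA than in the mean of the other 11 parts. OsPLT3 and OsPLT5 were well above background on the 3 arrays of SA and on none of the other 33. OsTB1 (Os03g0706500) was at least 45.3-fold higher in SA and was well above background on 7 of the other 33 arrays. Its normalized expression was 7.74 ± 0.22 (SD, n = 3) in SA, 4.235 ± 0.305 in P3 and 3.27 ± 0.62 in P4S. All 3 arrays of P3 and of P4S were well above background for it. The limma adjusted p of these 4 genes was 6.4e-18 or smaller over all expressed probes. Adjusted over the list alone it was 9.5e-20 or smaller, and since the paper chose the list on these samples this is not independent evidence.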

Because the shoot apex tissue used in this study contained stem tissue as well as the SAM and leaf primordia, the presence of root- and axillary bud-related genes in this cluster was not surprising.

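The counterpart of Cluster 2 held 366 probes of 308 genes and correlated at r = 0.987 with the pattern of high values in SA, P3, P4S and P4Bb, against 0.985 for the next cluster. Mean normalized expression over its probes was 7.33 ± 1.29 (SD over probes) in P3, 7.32 ± 1.23 in P4S, 6.93 ± 1.37 in SA and 6.52 ± 1.69 in P4Bb. The highest mean among the remaining parts was 0.44 ± 1.90, in P5S. Of 351 clustered probes listed for Cluster 2 in Supplemental Table 1, 322 (91.7%) belonged to this counterpart. In 348 of the 352 listed probes the lowest of the 4 immature parts was above the highest of the other 8. The median difference between the means of both groups of parts was 7.52, with a range of 5.62 to 10.76 (log2). As Cluster 2 was formed on the same arrays, these values of its listed probes are not independent evidence. With 20 centers the best match was a cluster of 3670 probes that held 0% of the 366.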

Cluster 2 contains genes that were highly expressed in tissues undergoing active cell proliferation. In this cluster, GO terms associated with cell division and cytokinesis (microtubule-based movement, *p* = 8.6e-05) were detected. Moreover, it contained *ANT* clade genes of the *PLETHORA* family [34], *GRF* family genes [12], and *OsGIF1/MKB3* [11], which have been described as promoters of cell proliferation in leaf primordia. Thus, Cluster 2 was expected to contain important genes related to cell proliferation in leaf primordia.

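Descriptions with the word kinesin were used in place of the GO terms. They belonged to 6 of 308 genes (1.95%) in the counterpart of Cluster 2 and to 45 of 25615 clustered genes (0.176%), an odds ratio of 12.9 (one-sided Fisher's exact test, adjusted p = 5.5e-05). With 20 centers the best match shared 0% of the probes of this counterpart, so its odds ratio of 1.99 (Fisher's exact test, adjusted p = 0.10) concerns another set of genes.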

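OsGRF1 (Os02g0776900) was well above background on all arrays, and the mean of SA, P3, P4S and P4Bb exceeded that of the other 8 parts by 5.80 (log2, standard error 0.16, limma adjusted p = 2.35e-22 over n = 12 and 24 arrays). OsGRF6 (Os03g0729500), well above background on 17 of the 24 arrays of the other parts, was at least 276-fold higher in the immature parts. Further growth-regulating factor loci of the cluster are listed in Supplemental Table 1 without the paper's gene names. Os02g0678800 was at least 339-fold, Os03g0674700 at least 194-fold and Os12g0484900 at least 425-fold higher in the immature parts. Os03g0733600, listed there with the symbol OsGIF3, was at least 685-fold higher. The paper placed these genes in a cluster formed on the same arrays, so the p is not independent evidence. The ANT clade genes could not be paired with a locus and are not analysed here.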

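The counterpart of Cluster 9 held 322 probes of 211 genes (r = 0.859 with the pattern of high values in P4Bm and P5S). Its mean normalized expression was 6.42 ± 2.34 (SD over probes) in P4Bm and 3.23 ± 1.79 in P5S, followed by 1.60 ± 1.64 in P4Ba. In the remaining parts the mean was between -1.26 and 0.97. The best match had 186 probes with 36 centers and 1052 when each probe was scaled to unit variance, and these held 56.2 and 30.1% of the 322 probes.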

Cluster 9 genes were highly expressed in the middle parts of the P4 leaf blade and P5 leaf sheath. GO analysis revealed that this cluster contains class III peroxidases (response to oxidative stress, *p* = 4.2e-07). 

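Peroxidase descriptions were found for 9 of 211 genes (4.27%) in the counterpart of Cluster 9 and for 120 of 25615 clustered genes (0.469%). The odds ratio was 10.2 (one-sided Fisher's exact test, adjusted p = 4.9e-06).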

Some class III peroxidases regulate reactive oxygen species homeostasis in the apoplast, thereby affecting cell-wall stiffness [37, 38]. GO terms for cell-wall remodeling enzymes including XTHs (carbohydrate metabolism, *p* = 1.3e-3) [39] were also enriched in Cluster 9. Thus, Cluster 9 appears to be enriched in genes involved in the control of cell-wall extensibility and cell elongation.

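Of the 26 clustered genes with xyloglucan in their description, 0 fell in this counterpart of Cluster 9 (one-sided Fisher's exact test, p = 1.0). The GO term for carbohydrate metabolism is wider than this word and was not analysed here.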

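The counterpart of Cluster 12 held 403 probes of 341 genes. Its correlation with the pattern of high values in P4Ba, P5B and P6B was 0.749, close to the 0.734 of the next cluster. Mean normalized expression over its probes was 3.62 ± 1.55 (SD over probes) in P6B, 3.40 ± 1.45 in P5B and 1.85 ± 1.49 in P4Ba, with 2.03 ± 1.43 in P6BS and 1.28 ± 1.09 in P5BS. In the 4 immature parts it was between -2.31 and -1.94. With another seed for the random starts the best match was a cluster of 1815 probes, which held 0.248% of the 403.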

Cluster 12 genes were mostly expressed at high levels in the mature leaf blade. 

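Photosystem or chlorophyll a was named in the description of 1 of 341 genes in the counterpart of Cluster 12 and of 45 of 25615 clustered genes (odds ratio 1.69, one-sided Fisher's exact test, adjusted p = 0.53). Of these 45 genes, 28 (62.2%) fell in a different cluster of 578 probes and 257 genes. That cluster was looked up after the counterpart had been examined. Its correlation with the pattern of P4Ba, P5B and P6B was 0.592, the third highest, and its mean was 3.20 ± 1.41 (SD over probes) in P4Ba, 2.55 ± 0.91 in P5B, 2.05 ± 1.29 in P4Bm, 1.42 ± 0.91 in P5BS, 1.17 ± 0.96 in P5S and 0.58 ± 0.82 in P6B. It stood at -3.72 ± 1.53 in SA and -2.50 ± 1.11 in P3.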

GO terms for genes involved in photosynthesis (photosynthesis, *p* = 7.9e-21; carbon utilization by fixation of carbon dioxide, *p* = 8.5e-10; and electron transport, *p* = 3.3e-07) were enriched. This cluster included *C2C2-CO-like* family genes [40] and *phytochrome-interacting bHLH factors* (*PIF*s) [41]. Thus, Cluster 12 was expected to contain a high concentration of genes associated with photosynthesis and light-mediated signal transduction.

Cluster 7 genes were highly expressed in immature samples and samples from mature tissues from the sheath and blade-sheath boundary region. This cluster was enriched in genes involved in carbohydrate metabolism (main pathways of carbohydrate metabolism, *p* = 3.7e-05). 

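For Cluster 7 the counterpart held 591 probes of 447 genes (r = 0.948 with the pattern of the immature, sheath and boundary parts). Mean normalized expression over its probes was 1.79 ± 1.22 (SD over probes) in SA, 1.34 ± 1.03 in P4S, 0.64 ± 1.17 in P3 and 0.60 ± 1.25 in P4Bb. In P5S, P5BS, P6S and P6BS it was between 0.21 and 0.54, and in P4Bm, P4Ba, P5B and P6B between -2.45 and -1.89.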

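Descriptions with sucrose, starch or glycos, used in place of the GO term, were found for 7 of 447 genes (1.57%) in the counterpart of Cluster 7 and for 293 of 25615 clustered genes (1.14%). The odds ratio was 1.38 (one-sided Fisher's exact test, adjusted p = 0.35). The GO term itself was not analysed here, and these words need not mark its genes.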

The leaf sheath is believed to act as sink tissue for carbohydrates prior to heading [42]. In addition, this cluster includes *OsBOP* genes that are important for sheath development [5]. Thus, Cluster 7 was enriched in genes involved in the carbohydrate sink function and sheath development.

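In OsBOP1, the OsBOP gene with a locus in the files, the mean of P5S, P5BS, P6S and P6BS exceeded that of P5B and P6B by 2.56 (log2, standard error 0.13, limma adjusted p = 2.5e-15). Normalized expression was 1.64 ± 0.12 (SD, n = 3) in P5S and 1.38 ± 0.21 in P6S, against -1.71 ± 0.21 in P5B and -1.45 ± 0.12 in P6B. The boundary regions lay between sheath and blade, at 0.45 ± 0.14 in P5BS and 0.47 ± 0.18 in P6BS. The gene was named from a cluster formed on these arrays, and its p is not independent evidence.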

Cluster 15 consisted of genes that were preferentially expressed in the mature sheath and blade-sheath boundary region. This cluster was enriched in genes related to GO terms for protein kinases (protein amino acid phosphorylation, *p* = 6.2e-05). 

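For Cluster 15 the counterpart held 328 probes of 257 genes (r = 0.934 with the pattern of the P5 and P6 sheath and boundary parts). Mean normalized expression over its probes was 6.02 ± 1.78 (SD over probes) in P6S, 5.06 ± 1.95 in P6BS, 4.28 ± 1.84 in P5BS and 3.84 ± 2.38 in P5S. The next part was P6B at 1.66 ± 2.00, and the others lay between -1.90 and -0.07. P5BS and P5S differed in 6585 probes, 3703 higher and 2882 lower at the boundary, and P6BS and P6S in 4616, with 2844 higher and 1772 lower. With quantile normalization the numbers were 3235 higher and 3473 lower at P5 and 2367 higher and 2200 lower at P6.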

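Descriptions with the word kinase were found for 19 of 257 genes (7.39%) in the counterpart of Cluster 15 and for 1109 of 25615 clustered genes (4.33%). The odds ratio was 1.78 (one-sided Fisher's exact test, adjusted p = 0.029). With seed 2 for the random starts it was 1.65 (Fisher's exact test, adjusted p = 0.070).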

The blade-sheath boundary contains the lamina joint, which bends between stages P5 and P6. Various phytohormones and environmental stressors affect the bending process [43, 44], and many protein kinases exhibit temporal changes in expression during lamina-joint bending [25]. Thus, we assumed that Cluster 15 contains genes involved in lamina-joint bending.

Taken together, these analyses revealed genome-wide gene expression patterns during rice leaf development, and relationships between expression pattern and function were found in certain gene clusters.

### Identification of genes with localized expression during leaf development

To identify novel genes that play important roles in early development and subsequent morphogenesis and tissue formation in the rice leaf, we selected genes from Clusters 1 to 8 using K-means clustering analysis. These clusters contain genes that tended to be highly expressed during the early stages and weakly expressed during the later stages, and thus were expected to include candidate genes. 

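All 49 loci chosen for in situ hybridization had an expressed probe. In all 49, the mean of SA, P3, P4S and P4Bb was higher than the mean of the other 8 parts, past the threshold of the comparisons between parts. The median difference was 4.30, with a range of 1.07 to 8.87 (log2). Because the loci had been taken from clusters formed on these arrays, this is not independent evidence. Of the Cluster 3 genes, OsbHLH080 (Os08g0536800) was higher by 6.80 (log2, standard error 0.205, limma adjusted p = 1.0e-21). OsbHLH166 (Os03g0338400) was at least 46.1-fold and Os05g0363500 at least 42.3-fold higher in the immature parts. Os05g0363500 was also high in P4Bm, at 4.98 ± 0.49 (SD, n = 3), against 4.69 ± 0.21 in P3, 4.20 ± 0.40 in P4S and 6.68 ± 0.68 in P4Bb.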

Forty-nine genes, most of them involved in transcriptional regulation, were selected from the gene clusters, and their spatial expression patterns around the shoot apex were examined through in situ hybridization. Examples of these gene expression patterns are described below.

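On the arrays, the locus Os02g0172800 had a normalized expression of 8.04 ± 0.12 (SD, n = 3) in P3, 7.10 ± 0.40 in SA and 6.95 ± 0.53 in P4S. In P4Bb it was 1.95 ± 1.72, with 2 of 3 arrays well above background. The boundary regions followed with 3.51 ± 0.16 in P6BS and 3.10 ± 0.40 in P5BS. Apart from 1 array of P6S, no array of the remaining parts was well above background. The mean of SA, P3, P4S and P4Bb was at least 39.6-fold higher than that of the other 8 parts (limma adjusted p = 1.4e-20 for the fitted difference, not independent evidence, since the locus was chosen from clusters formed on these arrays).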

Cluster 2 included the *PLATZ* family transcription factor *Os02g0172800*, which is a co-ortholog of *ORESARA15* [45]. This gene was expressed in the basal part of immature leaves, and its expression was strongest in the abaxial side of the leaf primordium (Fig. 4a, b).

**Fig. 4:**
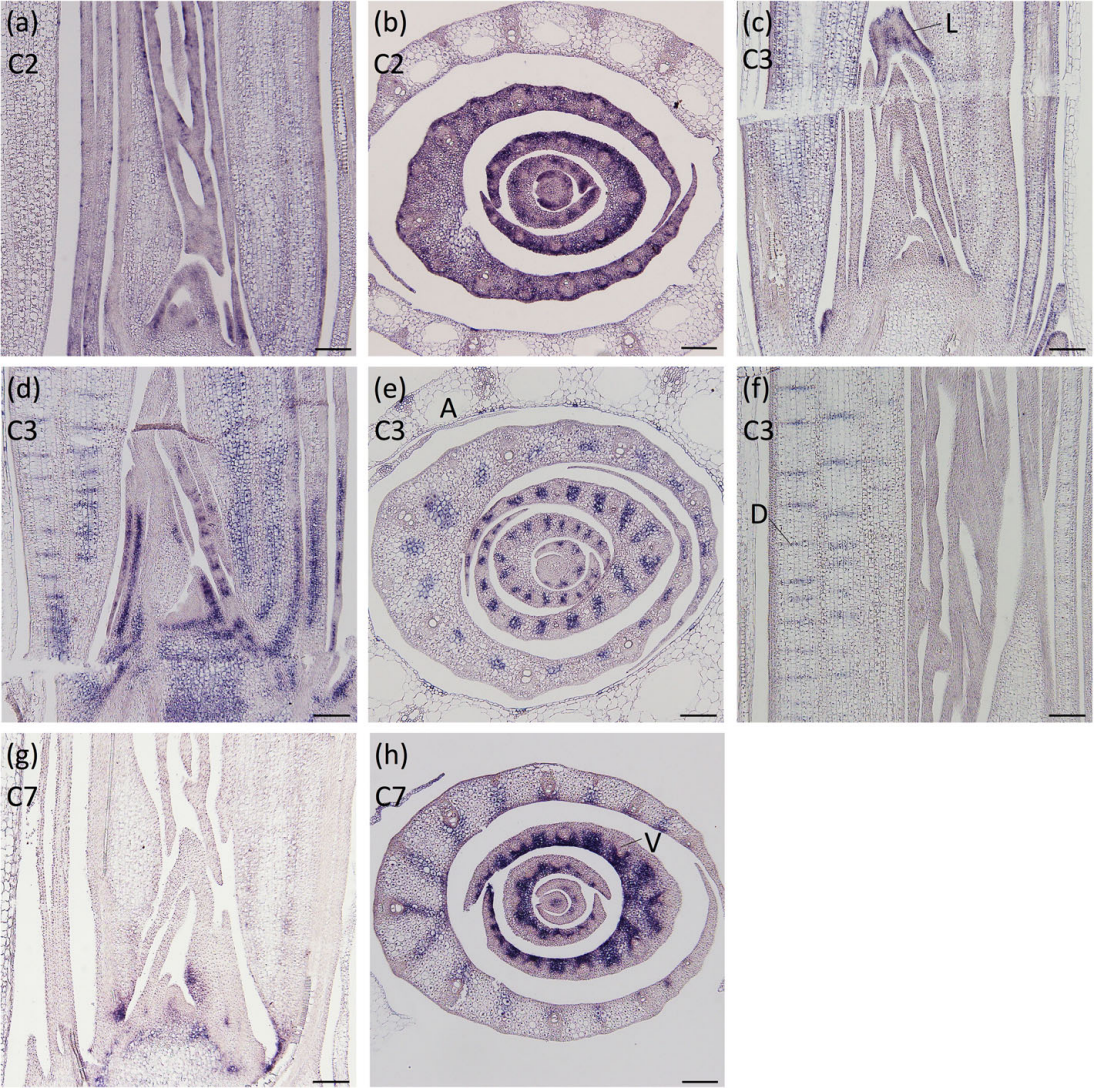
Spatial expression patterns of several genes identified through K-means clustering analysis. The expression patterns of (**a**, **b**) *Os02g0172800*, **c** *OsbHLH080*, **d**, e *OsbHLH166*, **f** *Os05g0363500*, and **g**, **h** *OsGH3–4* around the shoot apex. **a**, **c**, **d**, **f**, and **g** are longitudinal sections of the shoot apices, while (**b**), **e**, and **h** are transverse sections of the shoot apices. The cluster number to which each gene belongs is indicated in the upper left. L, ligule; A, aerenchyma; D, diaphragm; V, vascular. Scale bars: 100 μm

Tissue-specific expression patterns of three genes in Cluster 3 were detected. Expression of *OsbHLH080*, a member of the *bHLH* gene family, was observed in the abaxial base of leaf primordia and developing ligules (Fig. 4c). Another *bHLH* gene*, OsbHLH166,* was expressed mainly in the presumptive lysigenous aerenchyma areas of leaf primordia (Fig. 4d, e). *Os05g0363500*, which encodes a WD40 repeat-containing protein, was expressed in the developing diaphragms of leaf sheaths (Fig. 4f).

*OsGH3–4*, a member of the *GH3* family involved in auxin conjugation, was placed in Cluster 7 and exhibited elevated expression levels mainly in the leaf sheath and blade-sheath boundary region. 

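OsGH3-4 (Os05g0500900) was higher in the mean of P5S, P5BS, P6S and P6BS than in that of P5B and P6B by 4.14 (log2, standard error 0.34, limma adjusted p = 3.3e-11). Its highest value was 3.84 ± 0.11 (SD, n = 3) in SA. Outside SA it was highest in P5BS, at 1.09 ± 0.95, and P4S, at 1.02 ± 0.45, and lowest in P4Ba, at -4.54 ± 0.84, where 1 of 3 arrays was well above background. Since the gene was named from a cluster formed on these arrays, its p is not independent evidence.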

Expression of *OsGH3–4* was detected in both the central domain of the SAM and tissues adaxially adjacent to vascular bundles in the leaf sheath and midrib, where bundle sheath extension cells differentiate (Fig. 4g, h).

Additionally, Cluster 7 contained four *OsARF* paralogs belonging to the *ARF6/8* subfamily [46]. These genes, *OsARF6/12/17/25,* were expressed at the basal part of the leaf primordium around stage P3, with especially high expression levels at the margin (Fig. 5a–d, arrowheads). Moreover, these four *OsARF*s were also expressed in the developing ligule and marginal parts of the blade-sheath boundary region that were expected to differentiate into auricles (Fig. 5a–d). In addition to these common expression patterns among the four *OsARF*s, the characteristic expression of each gene was also observed. 

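For each of the 4 OsARF genes, the probe with the highest mean over the arrays is given, and it was well above background on all 36. The mean of P5S, P5BS, P6S and P6BS exceeded that of P5B and P6B by 2.11 in OsARF17 (Os06g0677800), 1.72 in OsARF12 (Os04g0671900), 1.66 in OsARF6 (Os02g0164900) and 1.23 in OsARF25 (Os12g0613700) on the log2 scale, with limma adjusted p of 1.5e-12 or smaller. The mean of SA, P3, P4S and P4Bb exceeded that of the other 8 parts by 2.75 in OsARF12, 2.26 in OsARF25, 1.67 in OsARF17 and 1.07 in OsARF6, with limma adjusted p of 2.7e-19 or smaller. The paper took these genes from a cluster of the same arrays, so neither p is independent evidence.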

*OsARF6* was expressed in the epidermis of the basal region of P4 leaf blades (Fig. 5a), whereas *OsARF12* was expressed throughout the sheath and basal region of the blades (Fig. 5b). *OsARF17* expression was detected in the adaxial epidermis at the blade-sheath boundary at stage P3 and in the lamina joint of P4 leaves (Fig. 5c), whereas *OsARF25* was strongly expressed in the lamina joint of P4 leaves and at the base of sheaths in stages P4 and P5 (Fig. 5d).

**Fig. 5:**
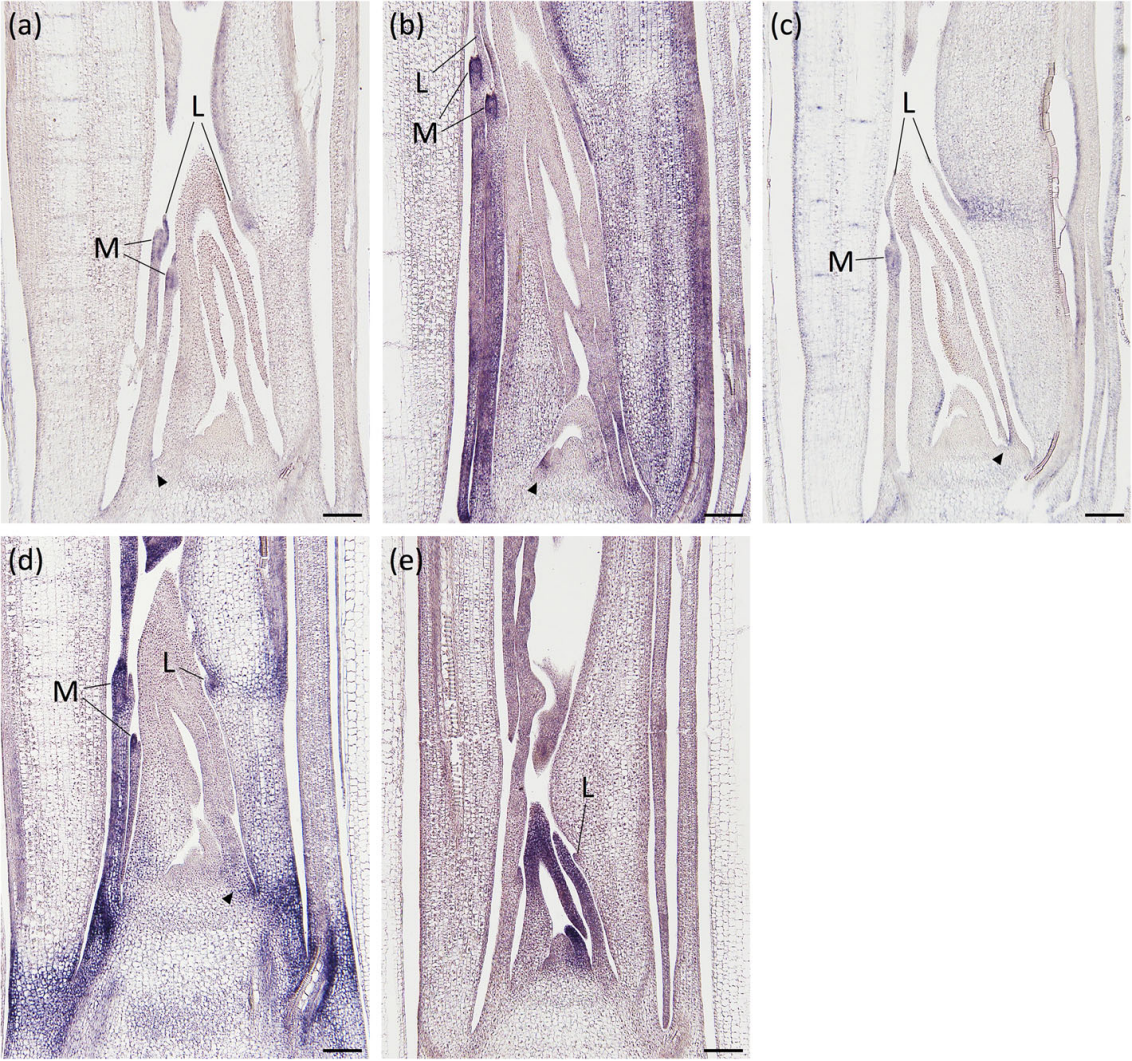
Spatial expression patterns of four *OsARF*s and the accumulation pattern of mature *miR167*. The expression patterns of **a** *OsARF6,* **b** *OsARF12,* **c** *OsARF17*, **d** *OsARF25*, and **e** mature *miR167* around the shoot apex in longitudinal sections. Arrowheads in (**a**)–(**d**) indicate expression in the basal part of the leaf margin. L, ligule; M, marginal part of the blade-sheath boundary. Scale bars: 100 μm

In addition, *ARF6/8* orthologs including the four *OsARF*s listed above are known targets of *miR167*, which is an evolutionarily conserved microRNA in seed plants [46]. To clarify the relationships between the expression patterns of the four *OsARF*s and *miR167*, the accumulation patterns of mature *miR167* in the shoot apex were examined through in situ hybridization using a probe containing BNA^NC^, which is a bridged nucleic acid derivative of a locked nucleic acid (Fig. 5e). Signals specific to mature *miR167* were detected at higher levels in the distal part and lower levels in the basal part, indicating that the accumulation of *miR167* and the expression of the four identified *OsARF*s were largely exclusive.

In addition to the genes described above, we explored a number of genes with localized expression during leaf development based on the list obtained through K-means clustering (Supplemental Figure 8; Supplemental Table 2). Therefore, our strategy of using K-means clustering facilitated the selection of genes that were differentially expressed among stages or tissues. In addition, the genes identified here should be further analyzed to uncover their functions in rice leaf development.

## Discussion

Leaf primordia, which originate from the flank of the SAM, undergo various developmental processes from differentiation to maturation. Leaf primordia of grasses develop distinct regions along the longitudinal axis, and each region differentiates into a morphologically unique structure. Tissue differentiation in grass leaves during development proceeds in a basipetal direction, which has been extensively studied using the maize developing leaf blade as a model [16, 47–54]. These studies revealed that basipetal tissue differentiation is accompanied by dynamic changes in mRNA, proteins, and various metabolites. However, the resolution of these studies is limited spatially and temporally, as only parts of a single developing leaf blade at a specific stage were used, whereas other stages and tissues were not examined. Thus, our study is unique in terms of providing genome-wide expression profiles both across developmental stages and distinct tissues along the longitudinal axis.

In this study, the PCA results suggest that the leaf transcriptome dynamically changes among stages of tissue differentiation, as shown in the space defined by mPC1 and mPC2 (Fig. 2b). On the other hand, the difference between the leaf blade and sheath, which was represented by mPC3, accounted for less transcriptomic variation among samples than did mPC1 or mPC2 (Fig. 2c), suggesting that organ identity has a smaller effect on the leaf transcriptome than tissue differentiation. In particular, marked transcriptomic changes were observed in the P4 leaf along its longitudinal axis (Fig. 2b). 

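The share of mPC3 was smaller than that of mPC2 over the 36 arrays but larger over the 33 arrays without P4Bm, at 9.73% against 5.23%. In fits to the values of single replicate numbers, their SD was 0.78 and 0.65 percentage points. The share of mPC1 over the 33 arrays was 65.9%.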

The transcriptomes of the proximal parts, P4S and P4Bb, resembled that of the leaf primordium in early stages, such as P3. On the other hand, the distal part (P4Ba) exhibited transcriptomic similarities to leaf parts at later stages, such as P5 and P6. Thus, our results suggest that P4 is the stage at which tissue differentiation proceeds in the basipetal direction along the whole leaf and dynamic transcriptome changes occur.

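The root mean square difference over the expressed probes was 0.853 between the mean profiles of P4S and P3 and 1.21 between those of P4Bb and P3 (log2). It was 2.83 between P4Ba and P3. P3 was the nearest part to P4S, and P4S was nearest to P4Bb, at 1.1. The mean distance of P4S and P4Bb to P3 was 0.364 of that of P4Ba to P3 (SD over replicate numbers 0.021), or 0.0832 when distance was taken as 1 minus Pearson's r.

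**Figure D2:**
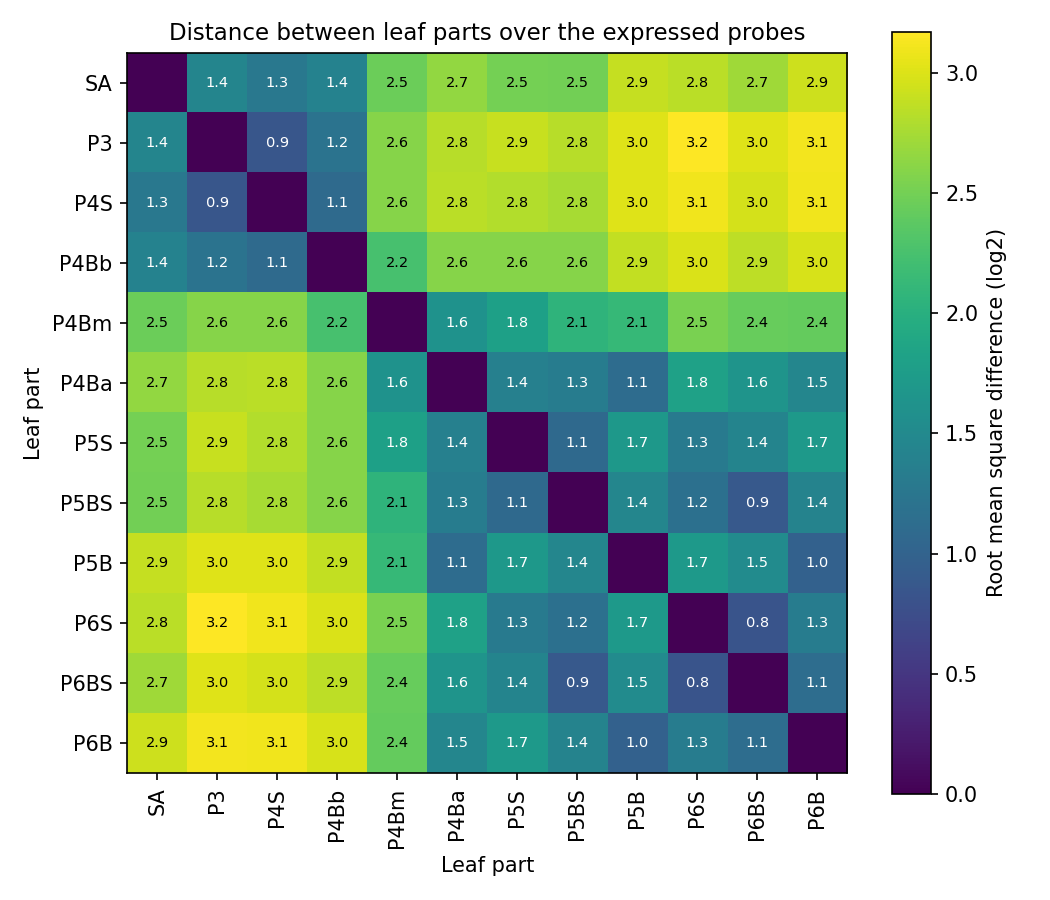
Root mean square difference (log2) between the mean profiles of each pair of the 12 leaf parts over the expressed probes, with 3 arrays per part. Each of SA, P3, P4S and P4Bb has its nearest part within this group, and P4Ba lies closest to P5B.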

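The part nearest to P4Ba was P5B, at a root mean square difference of 1.12 (log2). The mean distance of P4Ba to the 6 parts of the P5 and P6 leaves was 0.515 of its distance to P3 (SD over replicate numbers 0.052), and 0.456 for P5B and P6B alone. With 1 minus Pearson's r the ratio for the 6 parts was 0.659. P5B and P4Ba, which lay on slides that could not be joined, differed in 7816 probes, 3046 higher and 4770 lower in P5B, and with quantile normalization in 7925, 3888 higher and 4037 lower.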

Along the longitudinal axis of developing grass leaves, it has been suggested that cell proliferation and elongation occur actively in the basal and middle regions [55] and that photosynthetic activity and related gene expression is high in the apical region [16, 53]. Our cluster and GO analyses revealed that the genes in Clusters 2, 9, and 12 may be involved in cell proliferation, cell elongation, and photosynthesis, respectively (Fig. 3; Table 2). The expression patterns of these clusters in various parts of the P4 leaf are consistent with the previous findings; namely, different developmental events occur in a single leaf primordium along its longitudinal axis [16, 53, 55]. Thus, P4 is the stage wherein drastic developmental reprograming occurs in rice. Moreover, acquisition of photosynthetic competence is initiated between the P3 and P4 stages [24], which is in accordance with our finding that genes in Cluster 12 were weakly expressed at stage P3 and strongly expressed at stage P4 (Fig. 3; Table 2). In addition to these clusters, we identified Cluster 7 genes as being highly expressed in the sheath and blade-sheath boundary regions (Fig. 3; Table 2). 

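In the counterpart of Cluster 12, the mean over probes at P3 was -1.94 ± 1.31 (SD over probes), and in the P4 leaf it was -2.31 ± 1.35 in P4S, -2.10 ± 1.25 in P4Bb, -1.33 ± 1.32 in P4Bm and 1.85 ± 1.49 in P4Ba. In the cluster with most photosystem genes, the mean was -2.50 ± 1.11 at P3, -2.14 ± 1.14 in P4S, -1.18 ± 1.39 in P4Bb, 2.05 ± 1.29 in P4Bm and 3.20 ± 1.41 in P4Ba.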

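The normalized expression of OsBOP1 was -0.77 ± 0.39 (SD, n = 3) at P3 and 3.27 ± 0.14 in SA. The difference of P3 from SA was -4.04 (log2, standard error 0.21, limma adjusted p = 1.5e-14). Between P3 and the mean of the 4 parts of the P4 leaf the difference was -0.15 (standard error 0.17, limma adjusted p = 0.42), because P4S lay above P3 and the 3 blade parts below it. This difference changed sign without replicate 2, at 0.14, and with normexp background correction, at 0.02. Its adjusted p was under 0.05 only with quantile normalization, at a difference of -0.37 (limma adjusted p = 0.046), which is below the minimum difference of 1. All arrays of OsBOP1 were well above background.

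**Figure D3:**
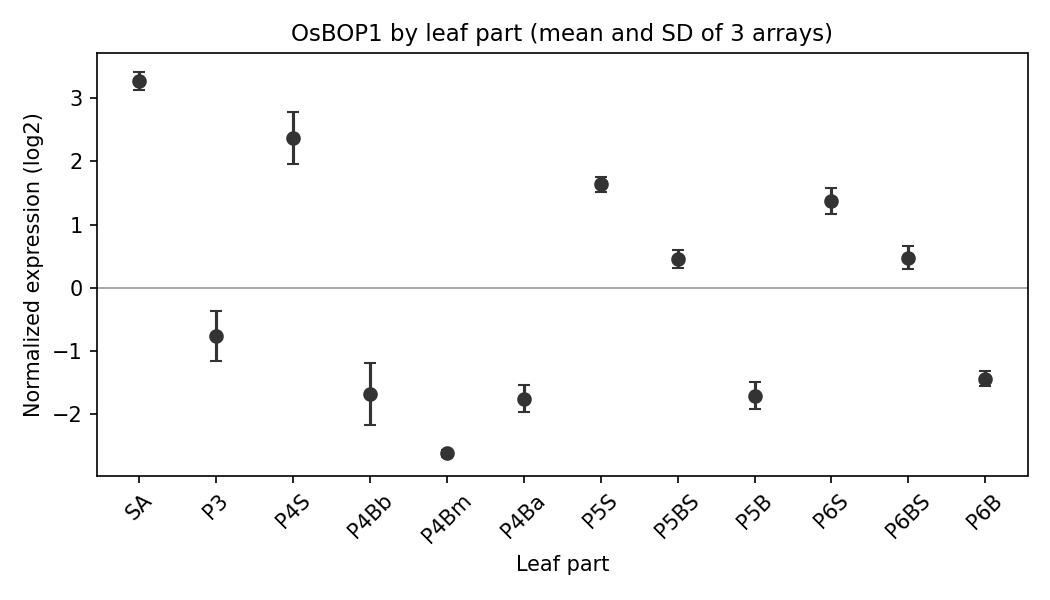
Normalized expression (log2) of OsBOP1 in the 12 leaf parts, as points for the mean and bars for the SD of 3 arrays. P3 lies at -0.77, between P4S at 2.37 and P4Bb at -1.68.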

*OsBOP* genes, which are regulators of leaf sheath identity, were included in this cluster and highly expressed at stage P3, suggesting that a number of upstream or downstream genes exhibit polarized expression patterns along the longitudinal axis from an early stage of leaf development.

The rice leaf has distinct morphological features that are not present in *Arabidopsis*. The development of these features is likely controlled in part by genetic mechanisms unique to grasses. Previous studies have identified several genetic factors in the morphogenesis of characteristic organs in grass leaves. *LIGULELESS1* (*LG1*) is required for the development of structures at the boundary between the blade and sheath [2–4]. *DROOPING LEAF* is important for the development of the midrib [56, 57]. However, most of the genetic factors and their networks that underpin grass leaf morphogenesis remain unknown.

In general, to explore novel genes that play roles in the developmental process of interest, an efficient screening method is required. Expression profiling is one practical method of gene discovery. Transcriptome analysis and in situ hybridization are representative methods of expression analysis with different advantages. Transcriptome analysis can provide global expression profiles at the genome-wide scale, whereas in situ hybridization can reveal the spatial expression pattern of a gene at the tissue and cellular levels. By combining these methods, many studies have attempted to identify novel genes that function in a developmental process of interest [15, 22, 58–65].

In this study, we identified a number of genes with localized expression patterns that may be associated with morphological features unique to rice and grasses. For example, *Os02g0172800* was expressed in immature leaf primordia at higher levels in the abaxial side of the basal part of the leaf primordia (Fig. 4a, b). This expression pattern is similar to that of *MKB3*, which is a positive regulator of cell proliferation in leaf primordia [11]. Furthermore, *Os02g0172800* is a co-ortholog of *ORESARA15*, which reportedly promotes cell proliferation through a genetic pathway mediated by *AN3*, an ortholog of *MKB3* [45]. It has been suggested that the formation of the leaf sheath requires a decreasing gradient of cell proliferation from the abaxial side of the leaf primordium to the adaxial side, which may be associated with the expression pattern of *MKB3* [11]. Thus, *Os02g0172800* might be also involved in cell proliferation in leaf primordia, and its expression pattern might reflect the unique cell proliferation pattern during the development of the leaf sheath.

Expression of *OsbHLH80* was detected in the developing ligule (Fig. 4c). Ligule development was found to be disrupted by dysfunction of brassinosteroid (BR) signaling [66]. *OsBC1*, a paralog of *OsbHLH80*, is considered to regulate lamina-joint bending in response to BRs [67]. Thus, characterizing the roles of *OsbHLH80* in ligule development in association with BR signaling is a worthwhile topic for future research.

*OsGH3–4* was expressed in tissues adaxially adjacent to vascular bundles in the leaf sheath and midrib, where bundle sheath extension cell differentiation occurs (Fig. 4g, h). In addition, tissue-specific expression of *OsbHLH166* and *Os05g0363500* were observed in the presumptive region of lysigenous aerenchyma and developing diaphragms, respectively (Fig. 4d–f). During the development of the leaf sheath and midrib, a group of parenchyma cells collapse to form lysigenous aerenchyma, whereas parenchyma cells adaxially adjacent to the vascular bundles remain intact and differentiate into bundle sheath extension cells. Additionally, some parenchyma cells transform into stellate parenchyma cells in diaphragms that vertically separate the lysigenous aerenchyma [68]. Although these structures are well-developed in the leaves of rice and some wetland plants, the genetic networks regulating the development of these structures remain unknown. It has been demonstrated that the formation of constitutive aerenchyma in rice roots is regulated by auxin signaling [69]. Thus, *OsGH3–4* may play an important role in the patterning of bundle sheath extension cells through the modulation of the spatial patterns of auxin accumulation in leaf primordia. Functional analysis of *OsbHLH166* and *Os05g0363500* would provide insights into the developmental programs underlying the formation of aerenchyma and elaboration of the unique cell shape of stellate parenchyma cells forming diaphragms.

*OsARF6/12/17/25* exhibited polarized expression along the longitudinal axis and was expressed in developing ligules as well as the marginal parts of the blade-sheath boundary, where auricle differentiation occurs (Fig. 5a–d). Moreover, *OsARF17* exhibited a unique expression pattern in the adaxial epidermis of the blade-sheath boundary in leaf primordia (Fig. 5c). Similarly, *OsLG1* exhibited localized expression in marginal parts of the blade-sheath boundary (Supplemental Figure 9). Recent research suggested that a member of the *ARF6/8* subfamily acts downstream of the *OsLG1* ortholog in wheat [4]. Thus, these genes may be important for the development of organs in the blade-sheath boundary region. Furthermore, *OsARF25* exhibited strong expression in the leaf-sheath pulvinus, which is a gravisensitive tissue in the leaf base that is involved in shoot bending in grasses [70] (Fig. 5d). This expression pattern suggests that *OsARF25* may play an important role in the bending capability of shoots at the leaf-sheath pulvinus in response to gravity. In addition to the leaf-sheath pulvinus, *OsARF25* was strongly expressed in the lamina joint (Fig. 5d). Several genes controlling shoot bending were previously reported to be expressed in both the lamina joint and leaf-sheath pulvinus [71–73]. These gene expression patterns suggest that the lamina joint and leaf-sheath pulvinus use similar genetic programs to achieve bending.

Post-transcriptional regulation by *miR167* has been reported to be required for attaining the correct spatial expression patterns of *ARF6/8* during reproductive development in *Arabidopsis* [74]. Our analyses revealed mutually exclusive expression of *miR167* and *OsARF6/12/17/25* along the longitudinal axis of leaf primordia. This result indicates that *miR167* post-transcriptionally downregulates *OsARF6/12/17/25* expression in the distal part of the leaf primordium (Fig. 5). A similar accumulation pattern for mature *miR167* was reported in *Arabidopsis* cotyledons [75]. Thus, post-transcriptional regulation of *ARF6/8* orthologs by *miR167* in the distal part of the leaf primordium may be evolutionally conserved between rice and *Arabidopsis*.

Our microarray analysis had some limitations in resolution despite the sampling of extensive leaf stages and regions. For example, the sample SA contained the SAM, P1 and P2 leaf primordia, and immature stem tissues below the shoot apex, which makes it impossible to distinguish differences in expression profiles among these tissues (Fig. 1d). To improve our transcriptomic resolution, the separation of small tissues through laser microdissection, as performed in maize transcriptome studies on different domains of the SAM [15, 22], may facilitate more detailed gene expression profiling at the early stages of rice leaf development. In addition, it is possible that gene expression would change as plants grow mature. As a preliminary test for the possibility, we analyzed temporal expression profiles of six genes in shoot samples from the second to the forth leaf stage by real-time RT-PCR analysis (Supplemental Figure 3). Four genes are equally expressed among the three developmental stages (Supplemental Figure 3a to d), whereas *OsPsbR3* showed a decreasing trend (Supplemental Figure 3e). *OsLOX2;2* showed extremely low expression in all the developmental stages, presumably because the shoot tissue used in this experiment did not contain the distal part of leaf blade where this gene is highly expressed (Supplemental Figure 3f). The result indicated that expression of some genes could change even within the short growth period. To clarify expression profiles of genes throughout the developmental stages of plant life cycle, a large-scale transcriptome analysis is required in future studies. Moreover, the 44 K microarray platform used in this study does not cover all transcripts in the rice genome. RNA sequencing analysis is required to obtain the expression profiles of all transcripts and identify a greater number of novel genes related to leaf development. However, our expression data are indispensable for elucidating the global transcriptome and true nature of individual gene expression levels in rice due to their compatibility with various datasets in the expression profile database RiceXPro (http:// ricexpro.dna.affrc.go.jp) [26, 27].

## Conclusions

We identified a large number of genes that exhibit localized and unique expression patterns during rice leaf development (Figs. 4 and 5; Supplemental Figure 8; Supplemental Table 2). Due to the recent development of CRISPR/Cas9 technology, any genes in the rice genome can be easily knocked out [76]. Thus, reverse genetics strategies to reveal gene function can be applied to the genes identified in this study. Our findings will provide the foundation for future research on the development of grass leaves and contribute to the elucidation of genetic programs unique to grasses.

## Methods

### Plant materials and growth conditions

Rice (*Oryza sativa L.* ssp. japonica cv. Nipponbare) seeds were obtained from the National Agriculture and Food Research Organization. They were sown in germination boxes, and the seedlings were grown in a growth chamber (14-h light period at 30 °C and 10-h dark period at 25 °C). At 14–15 days after germination, seedlings in which the tip of the fifth leaf had just emerged from the fourth leaf were collected. The seedlings were dissected under a dissecting microscope to separate tissues at different developmental stages and locations along the longitudinal axis of the leaves. The dissected tissues were used for RNA extraction of microarray analysis.

### RNA extraction and microarray analysis

Total RNA was extracted from the collected samples using a RNeasy Mini Kit (Qiagen, Hilden, Germany), and labeling was performed using Quick Amp Labeling Kit, One-Color (Agilent Technologies) in the presence of cyanine-3 (Cy3)-CTP according to the manufacturer’s protocol. The resulting Cy3-labeled cRNA was purified using a RNeasy Mini Kit (Qiagen, Hilden, Germany). A total of 1000 ng Cy3-labeled cRNA was fragmented and hybridized onto a slide of the rice 4 × 44 K microarray RAP-DB (G2519F#15241; Agilent Technologies). After washing, the slides were scanned on an Agilent G2505B DNA microarray scanner, and background correction of the raw Cy3 signals was performed using Feature Extraction 10.5.1.1 software (Agilent Technologies).

### Statistical analysis

The processed raw signal intensities of all probes were transformed to log_2_ scale, and normalization procedures were performed, including 75th-percentile normalization for inter-array comparison and baseline correlation of each probe to the median value of all the samples, using GeneSpring GX12 software (Agilent Technologies). In this study, we used 31,996 probes corresponding to 24,022 loci, which had raw signal intensities > 50 in at least one of the 36 microarray datasets. A density plot of probes for each sample was drawn using ggridges package in R [77]. Pearson correlation analysis was performed on all samples using the ggcorrplot package in R [78]. PCA based on the variance-covariance matrix was first performed on all samples using the prcomp function in R. Subsequently, PCA was applied again to all samples except for P4Bm, using the PC1, PC2, and PC3 scores as variables to compute modified principal components (mPC1, mPC2, and mPC3). The distribution of the samples in the space defined by mPC1 and mPC2 was approximated with a quadratic formula using the nls function in R. One-way ANOVA with Benjamini and Hochberg FDR correction was applied to detect the probes that were differentially expressed among samples (FDR-adjusted *p*-value = 0.001) using GeneSpring GX12. The extracted probes were classified into 28 clusters through K-means cluster analysis based on Euclidean distance using the cclust package in R [79]. GO enrichment analysis was performed on the genes in each cluster using a tool based on a rice gene coexpression database, RiceFREND [80]. GO terms corresponding to fewer than five genes were discarded. As GO terms are organized in a hierarchical structure, only the child terms were retained. Transcription factor and transcriptional regulator genes were extracted from each cluster using the list in the Plant Transcription Factor Database [81]. In addition, the enrichment of each gene family in each cluster was statistically tested by comparing the number of family members in each cluster with that obtained from the rice 44 K microarray platform, using one-sided Fisher’s exact tests with Benjamini and Hochberg FDR correction with the fisher.test and p.adjust functions in R. The expression profiles shown in Supplemental Figure 3, 5 and Fig. 3, and the heatmaps in Supplemental Figsure 6 and 7 were drawn using the ggplot2 package in R [82].

### Gene annotation used for analyses

The gene annotation used in this study was obtained from RAP-DB [29, 30]. The list of genes associated with the biosynthesis, catabolism, and signaling of six phytohormones was derived from Hirano et al. (2008) [83]. For the extraction of transcription factor and transcriptional regulator genes from the rice genome, the list from the Plant Transcription Factor Database [81] was used.

### In situ hybridization

Rice (*O. sativa* ssp. japonica cv. Nipponbare) seeds were obtained from the National Agriculture and Food Research Organization. They were sown in soil, and the seedlings were grown in a growth chamber (14-h light period at 30 °C and 10-h dark period at 25 °C). At 14–15 days after germination, the shoot apex of each four-leaf stage seedling was dissected and fixed in 4% paraformaldehyde in 0.1 M sodium phosphate buffer for 24 h at 4 °C, and then dehydrated in a graded ethanol series. The ethanol was replaced with Histo-Clear (National Diagnostics, Atlanta, GA), and the samples were embedded in Paraplast Plus (Leica, Wetzlar, Germany). Paraffin sections (thickness, 8 μm) were placed on microscope slides and coated with 3-aminopropyl triethoxysilane (Matsunami Glass, Osaka, Japan). To generate probes for 30 genes (see Supplemental Table 3), the corresponding full-length cDNA clones were obtained from NIAS Genebank [84] and used as templates. For 20 genes, cDNA fragments were amplified using PCR and cloned into the pCR Blunt II TOPO vector (Invitrogen, Carlsbad, CA) using primers specific to each gene (Supplemental Table 3). The cDNA was amplified via PCR or digested with restriction enzymes and then transcribed using digoxigenin-labeled antisense riboprobes using a MAXIscript In Vitro Transcription kit (Life Technologies, Carlsbad, CA) with digoxigenin-11-UTP (Roche, Basel, Switzerland), or using T7, SP6 (Takara, Shiga, Japan), or T3 (Roche) RNA polymerase with DIG-RNA labeling mix (Roche). For detecting mature *miR167*, a 3′-end digoxigenin-labeled probe with the sequence 5′-AgAtCaTgCtGgCaGcTtCa-3′ was used, where uppercase and lowercase letters represent BNA^NC^[NMe] and DNA, respectively. In situ hybridization and immunological detection of the hybridization signals were performed as described by Kouchi and Hata (1993) [85].

### Real-time RT-PCR analysis

For verification of expression profiles, the same RNA samples from the four parts of P4 stage: P4S, P4Bb, P4Bm and P4Ba (Table 1) as those used for microarray were examined. For examination of temporal expression profiles, RNA samples from 1 cm of the most basal part of rice shoots at the second, third and fourth leaf stage were used. RNA was treated with TURBO DNA-free™ Kit (Invitrogen, Carlsbad, CA), and cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Quantitative RT- PCR was performed with the StepOne™ Real-Time PCR System (Life Technologies, Carlsbad, CA) using the TaqMan Fast Universal PCR Master Mix and FAM-labeled TaqMan probes for each gene. *OsRAD6* (*Os03g0791800*) was used as an internal standard [31]. Three technical replicates were performed for each sample. The primers and TaqMan probes for each gene are listed in Supplemental Table S4.

## Supplementary Information

**Additional file 1: Supplemental Figure S1.** Distribution of the normalized intensity values of probes for each sample. **Supplemental Figure S2.** Heatmap showing Pearson correlation coefficient (PCC) values representing the relationships between samples. **Supplemental Figure S3.** Verification of expression profiles of six genes by real-time RT-PCR analysis. **Supplemental Figure S4.** Principal component analysis score plot of samples based on the original principal components. **Supplemental Figure S5.** Expression patterns of 28 clusters obtained through K-means analysis. **Supplemental Figure S6.** Heatmap of Gene Ontology (GO) terms overrepresented in each cluster. **Supplemental Figure S7.** Numbers of transcription factors and transcriptional regulators in each cluster.

**Additional file 2: Supplemental Figure S8.** In situ hybridization of genes showing localized expression during leaf development. **Supplemental Table 2.** Annotation of genes in Fig. 4, 5. **Supplemental Figure S9.** Spatial expression pattern of *LIGULELESS1*.

**Additional file 3:.** Three-dimensional model of Supplemental Figure 4. A three-dimensional model of PCA score plot of samples based on the original principal components. The proportions of the total variance explained by PC1, PC2, and PC3 are shown in parentheses. Samples collected at the same stage are shown in the same color. Samples with different tissue identities are indicated by different symbols: shoot apex, square; P3 leaf, circle; blade, triangle; blade-sheath boundary, diamond; sheath, inverted triangle. Red arrows represent the directions of the modified principal components (mPC1, mPC2, and mPC3) shown in Fig. 2.

**Additional file 4:.** Three-dimensional model of Fig. 2. A three-dimensional model of PCA score plot of samples based on the modified principal components. The proportions of the total variance explained by PC1, PC2, and PC3 are shown in parentheses. Samples collected at the same stage are shown in the same color. Samples with different tissue identities are indicated by different symbols: shoot apex, square; P3 leaf, circle; blade, triangle; blade-sheath boundary, diamond; sheath, inverted triangle. Red arrows represent the directions of the original principal components (PC1, PC2, and PC3) shown in Supplemental Figure 4.

**Additional file 5: Supplemental Table S1**. The list of genes categorized into 28 clusters by K-means analysis.

**Additional file 6: Supplemental Table S3**. The list of full-length cDNA clones and cloning primers used for preparation of probes for in situ hybridization.

**Additional file 7: Supplemental Table S4**. The list of primers and TaqMan probes used for real-time RT-PCR analysis.

## Data Availability

The microarray datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository through accession number GSE159047 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159047]. The list of transcription factor and transcriptional regulator genes are available in the Plant Transcription Factor Database [http://plntfdb.bio.uni-potsdam.de/v3.0/].

## Abbreviations

*SPL*: *SQUAMOSA PROMOTER BINDING-LIKE*
SAM: Shoot apical meristem
*GRF*: *GROWTH-REGULATING FACTORS*
*GIF*: *GRF-INTERACTING FACTORS*
Pn: Plastchron number
PCA: Principal component analysis
ANOVA: Analysis of variance
FDR: False discovery rate
GO: Gene ontology
*PIF*: *Phytochrome-interacting bHLH factors*
BNA^NC^: Bridged nucleic acid
*LG1*: *LIGULELESS1*
BR: Brassinosteroid
RT-PCR: Reverse transcription PCR
GEO: Gene Expression Omnibus

# Supplementary material for: Genome-wide analysis of spatiotemporal expression patterns during rice leaf development
**Source:** BMC Genomics. 2021 Mar 9;22:169. doi: 10.1186/s12864-021-07494-5
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Figure S1. Distribution of the normalized intensity values of probes for each sample. Supplemental Figure S2. Heatmap showing Pearson correlation coefficient (PCC) values representing the relationships between samples. Supplemental Figure S3. Verification of expression profiles of six genes by real-time RT-PCR analysis. Supplemental Figure S4. Principal component analysis score plot of samples based on the original principal components. Supplemental Figure S5. Expression patterns of 28 clusters obtained through K-means analysis. Supplemental Figure S6. Heatmap of Gene Ontology (GO) terms overrepresented in each cluster. Supplemental Figure S7. Numbers of transcription factors and transcriptional regulators in each cluster.

Supplemental Fig. 1. Distribution of the normalized intensity values of probes for each sample.

The curve for each sample represents a density plot of 31996 probes expressed at least in one sample. Ends of each curve correspond to the maximum and minimum values within each sample.

Supplemental Fig. 2. Heatmap showing Pearson correlation coefficient (PCC) values representing the relationships between samples.

The numbers in cells indicate PCC values between samples.

High PCC values are shown in red and low PCC values are shown in blue.

Supplemental Fig. 3. Verification of expression profiles of six genes by real-time RT-PCR analysis.

Expression profile of (a) *Os09g0466100 (OsCYCD4;1)*, (b) *Os01g0948900 (OsBOP1)*, (c) *Os03g0368900 (prx45)*, (d) *Os03g0170900 (OsSUT1)*, (e) *Os08g0200300 (OsPsbR3)*, (f) *Os12g0559200 (OsLOX2;2)*.

For each gene, the left panel shows the expression pattern by microarray analysis. The center and the right panels show the relative expression by real-time RT-PCR analysis, which were normalized by that of *OsRAD6*. Bars indicate s.d. from three technical replicates.

S2, second leaf stage shoot; S3, third leaf stage shoot; S4, fourth leaf stage shoot; ND, not detected.

Supplemental Fig. 4. Principal component analysis score plot of samples based on the original principal components.

(a) The space defined by PC1, PC2, and PC3. Red arrows in panel (a) represent the directions of the modified principal components (mPC1, mPC2, and mPC3) shown in Fig. 2. A three-dimensional model allowing interactive rotation is available in additional file 3.

(b) The space defined by PC1 and PC2.

(c) The space defined by PC1 and PC3.

The proportions of the total variance explained by PC1, PC2, and PC3 are shown in parentheses. Samples collected at the same stage are shown in the same color. Samples with different tissue identities are indicated by different symbols: shoot apex, square; P3 leaf, circle; blade, triangle; blade-sheath boundary, diamond; sheath, inverted triangle.

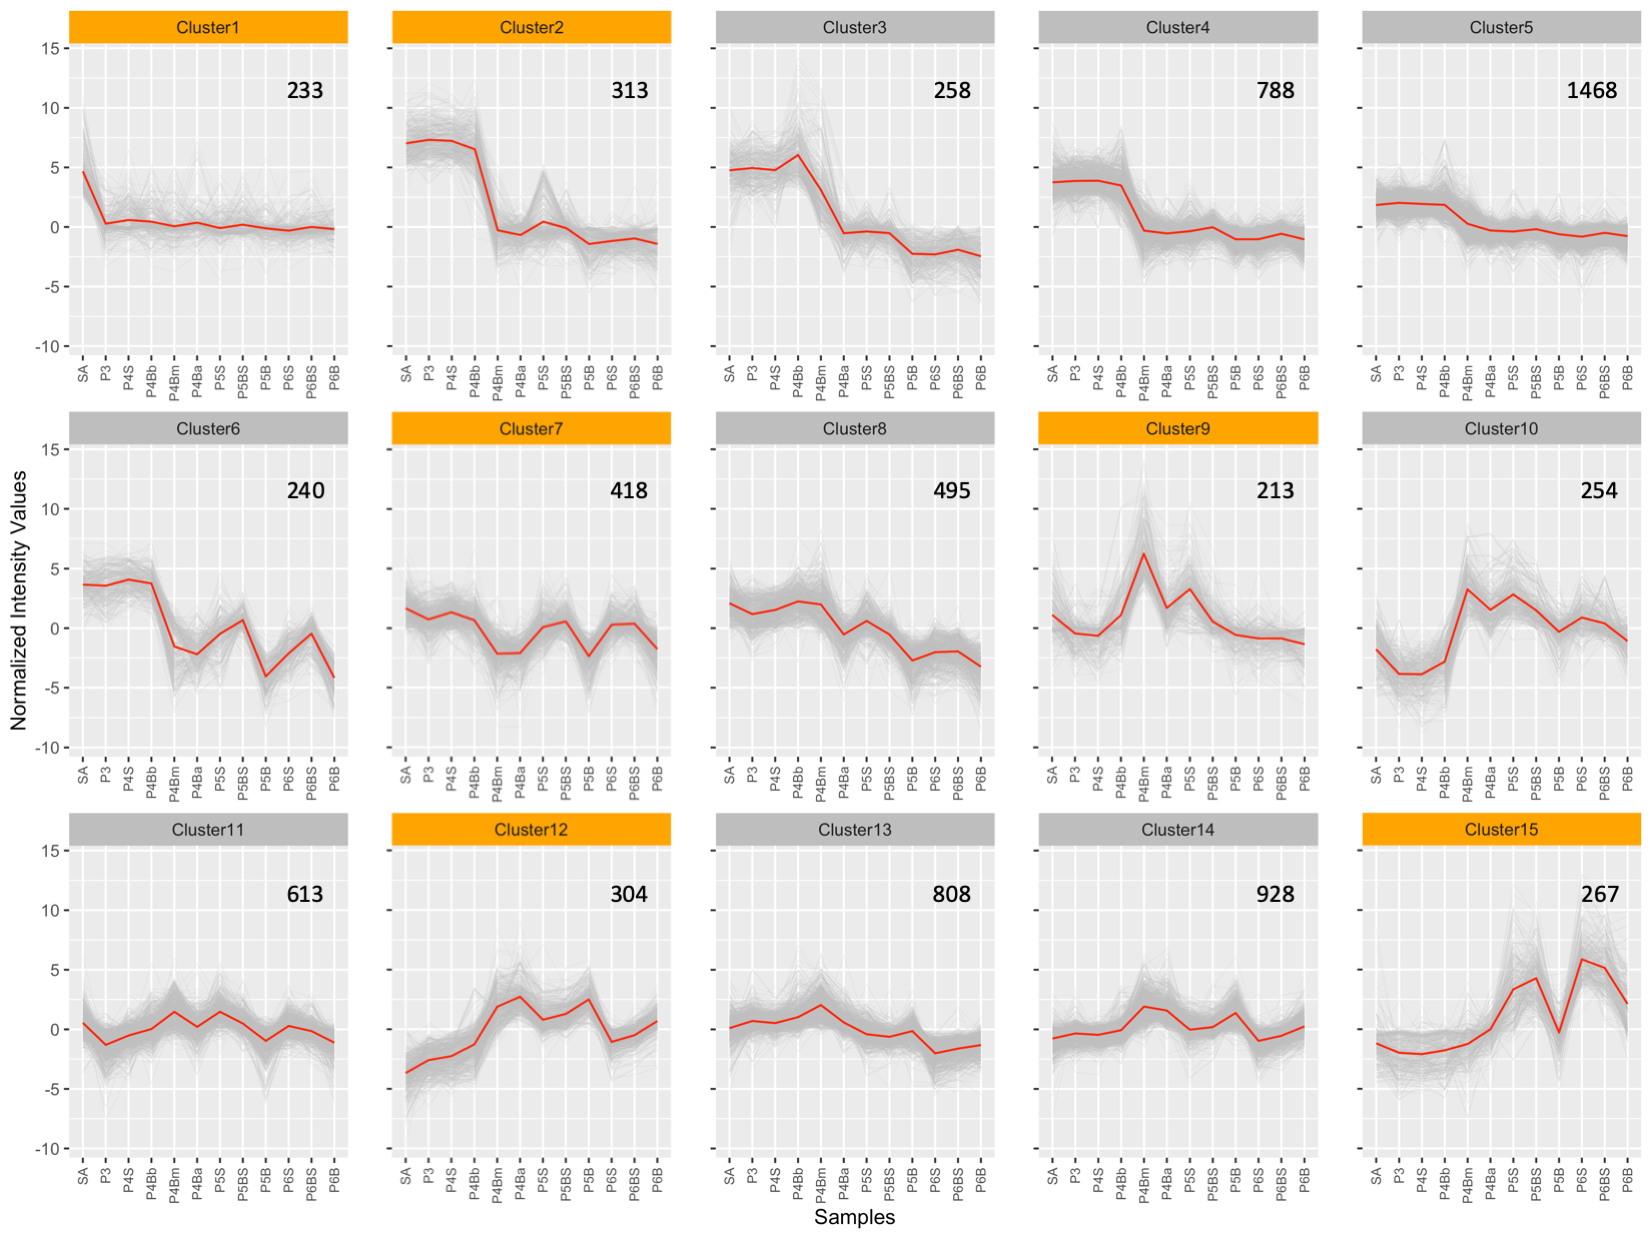

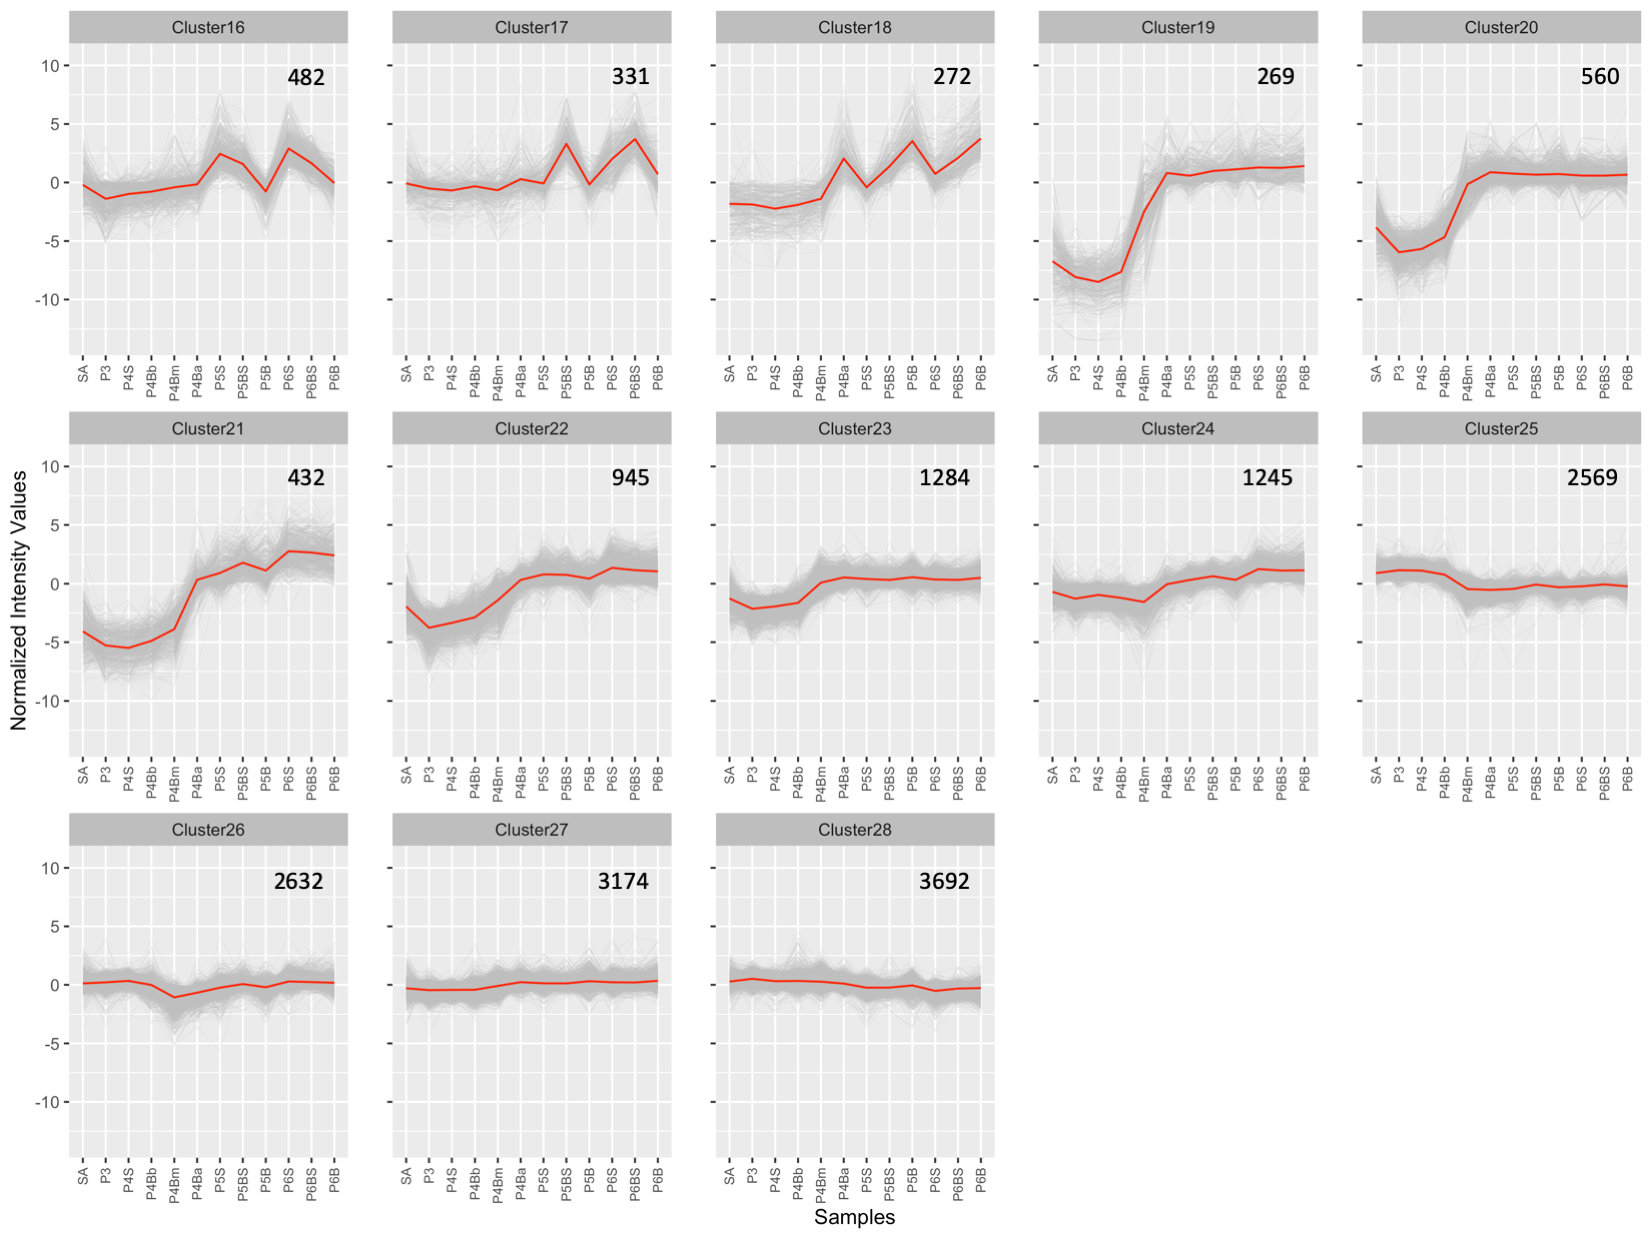

Supplemental Fig. 5. Expression patterns of 28 clusters obtained through K-means analysis.

Grey lines indicate the expression profiles of the probes in each cluster.

Red lines indicate the mean of all probes in each cluster.

Three biological replicates are summarized by median.

The number of genes in each cluster is indicated in the upper right.

The six clusters shown in Fig. 3 are highlighted in orange.

The list of genes in each cluster is available in Supplemental Table 1.

Supplemental Fig. 6. Heatmap of Gene Ontology (GO) terms overrepresented in each cluster.

The columns represent 28 clusters obtained through K-means analysis, and rows represent GO terms. The cell color represents the p-value associated with the corresponding GO term, and the numbers in cells indicate the number of genes associated with the GO term in the corresponding cluster. GO terms described in the main text are outlined with black boxes.

Supplemental Fig. 7. Numbers of transcription factors and transcriptional regulators in each cluster.

The columns represent 28 clusters obtained through K-means analysis, and rows represent gene families with the numbers of members found in the rice 44K microarray platform. The numbers in cells indicate the number of gene family members in each cluster. Cell color indicates the p-value for the enrichment of gene families in the cluster. Gene families described in the main text are outlined with black boxes.

# Supplementary material for: Genome-wide analysis of spatiotemporal expression patterns during rice leaf development
**Source:** BMC Genomics. 2021 Mar 9;22:169. doi: 10.1186/s12864-021-07494-5
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Figure S8. In situ hybridization of genes showing localized expression during leaf development. Supplemental Table 2. Annotation of genes in Fig. 4, 5. Supplemental Figure S9. Spatial expression pattern of LIGULELESS1.

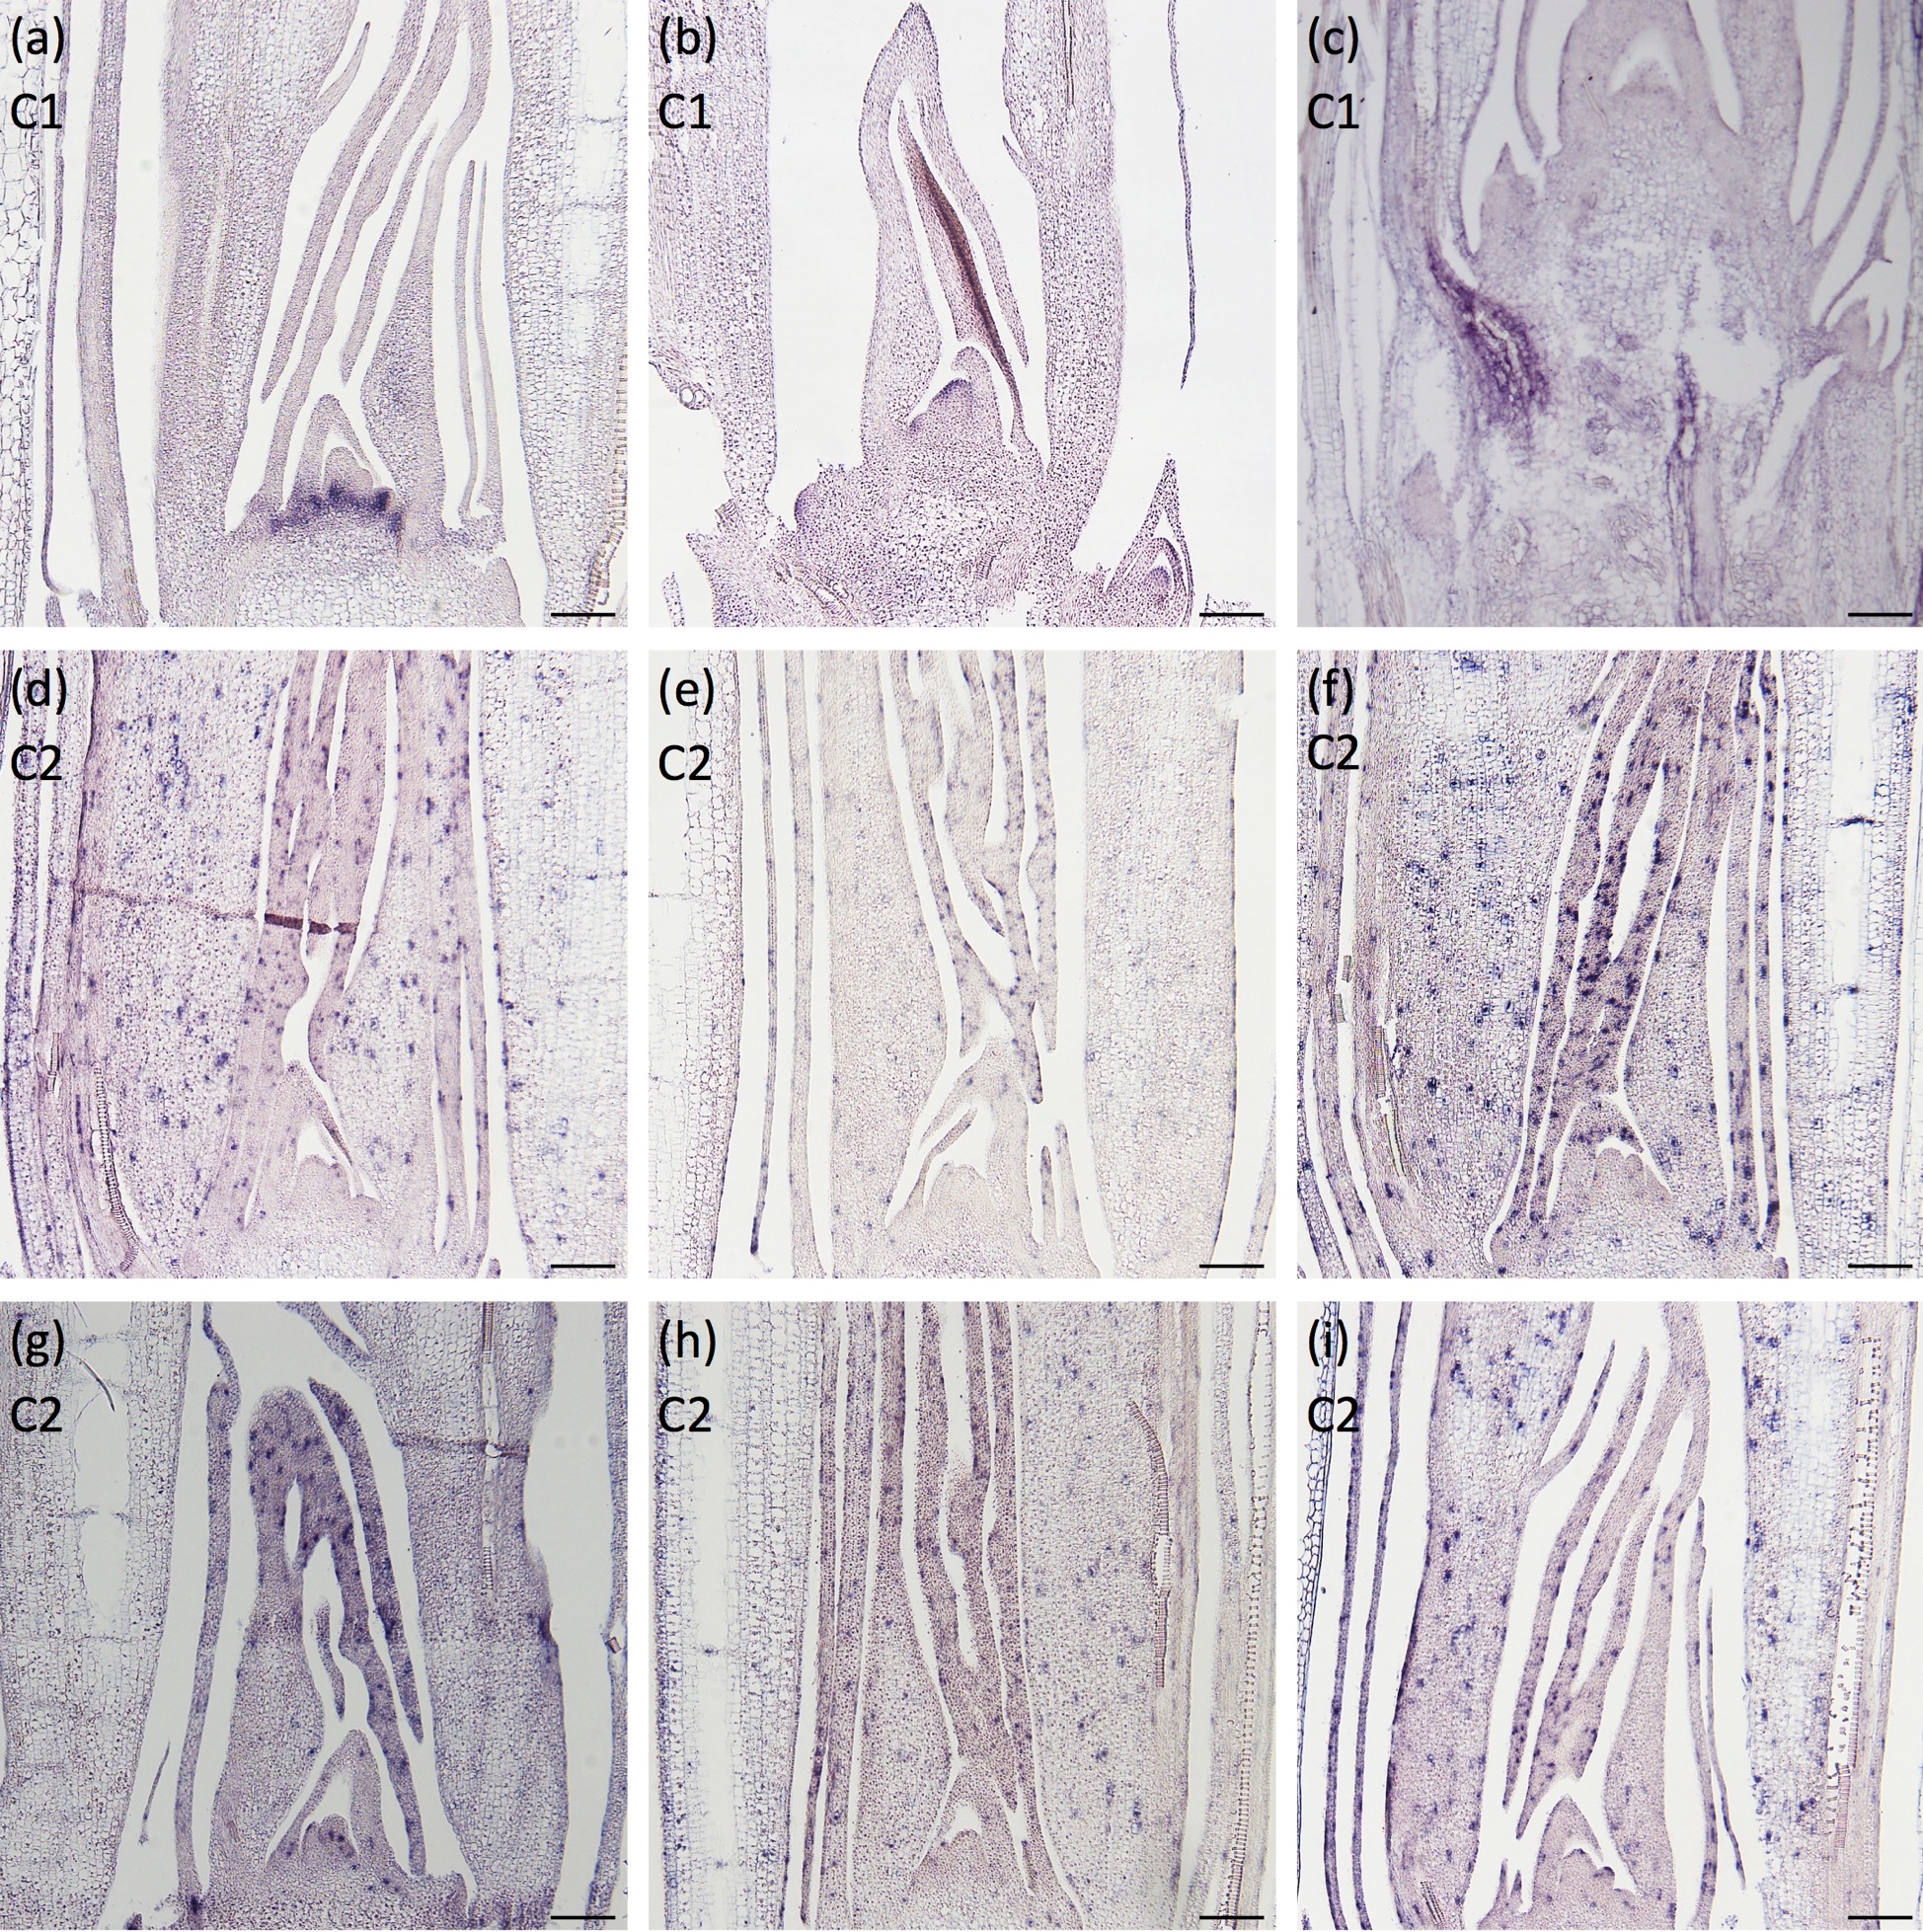

Supplemental Fig. 8. *In situ* hybridization of genes showing localized expression during leaf development.

The expression patterns of (a) *Os05g0223200*, (b) *Os05g0153200*, (c) *Os10g0579400*, (d) *Os01g0176500*, (e) *Os01g0765500*, (f) *Os02g0258200*, (g) *Os03g0184500*, (h) *Os04g0228100*, and (i) *Os09g0556800* around the shoot apex in longitudinal sections.

The cluster number to which each gene belongs is indicated in the upper left.

See Supplemental Table 2 for annotation of the genes.

Scale bars: 100 μm.

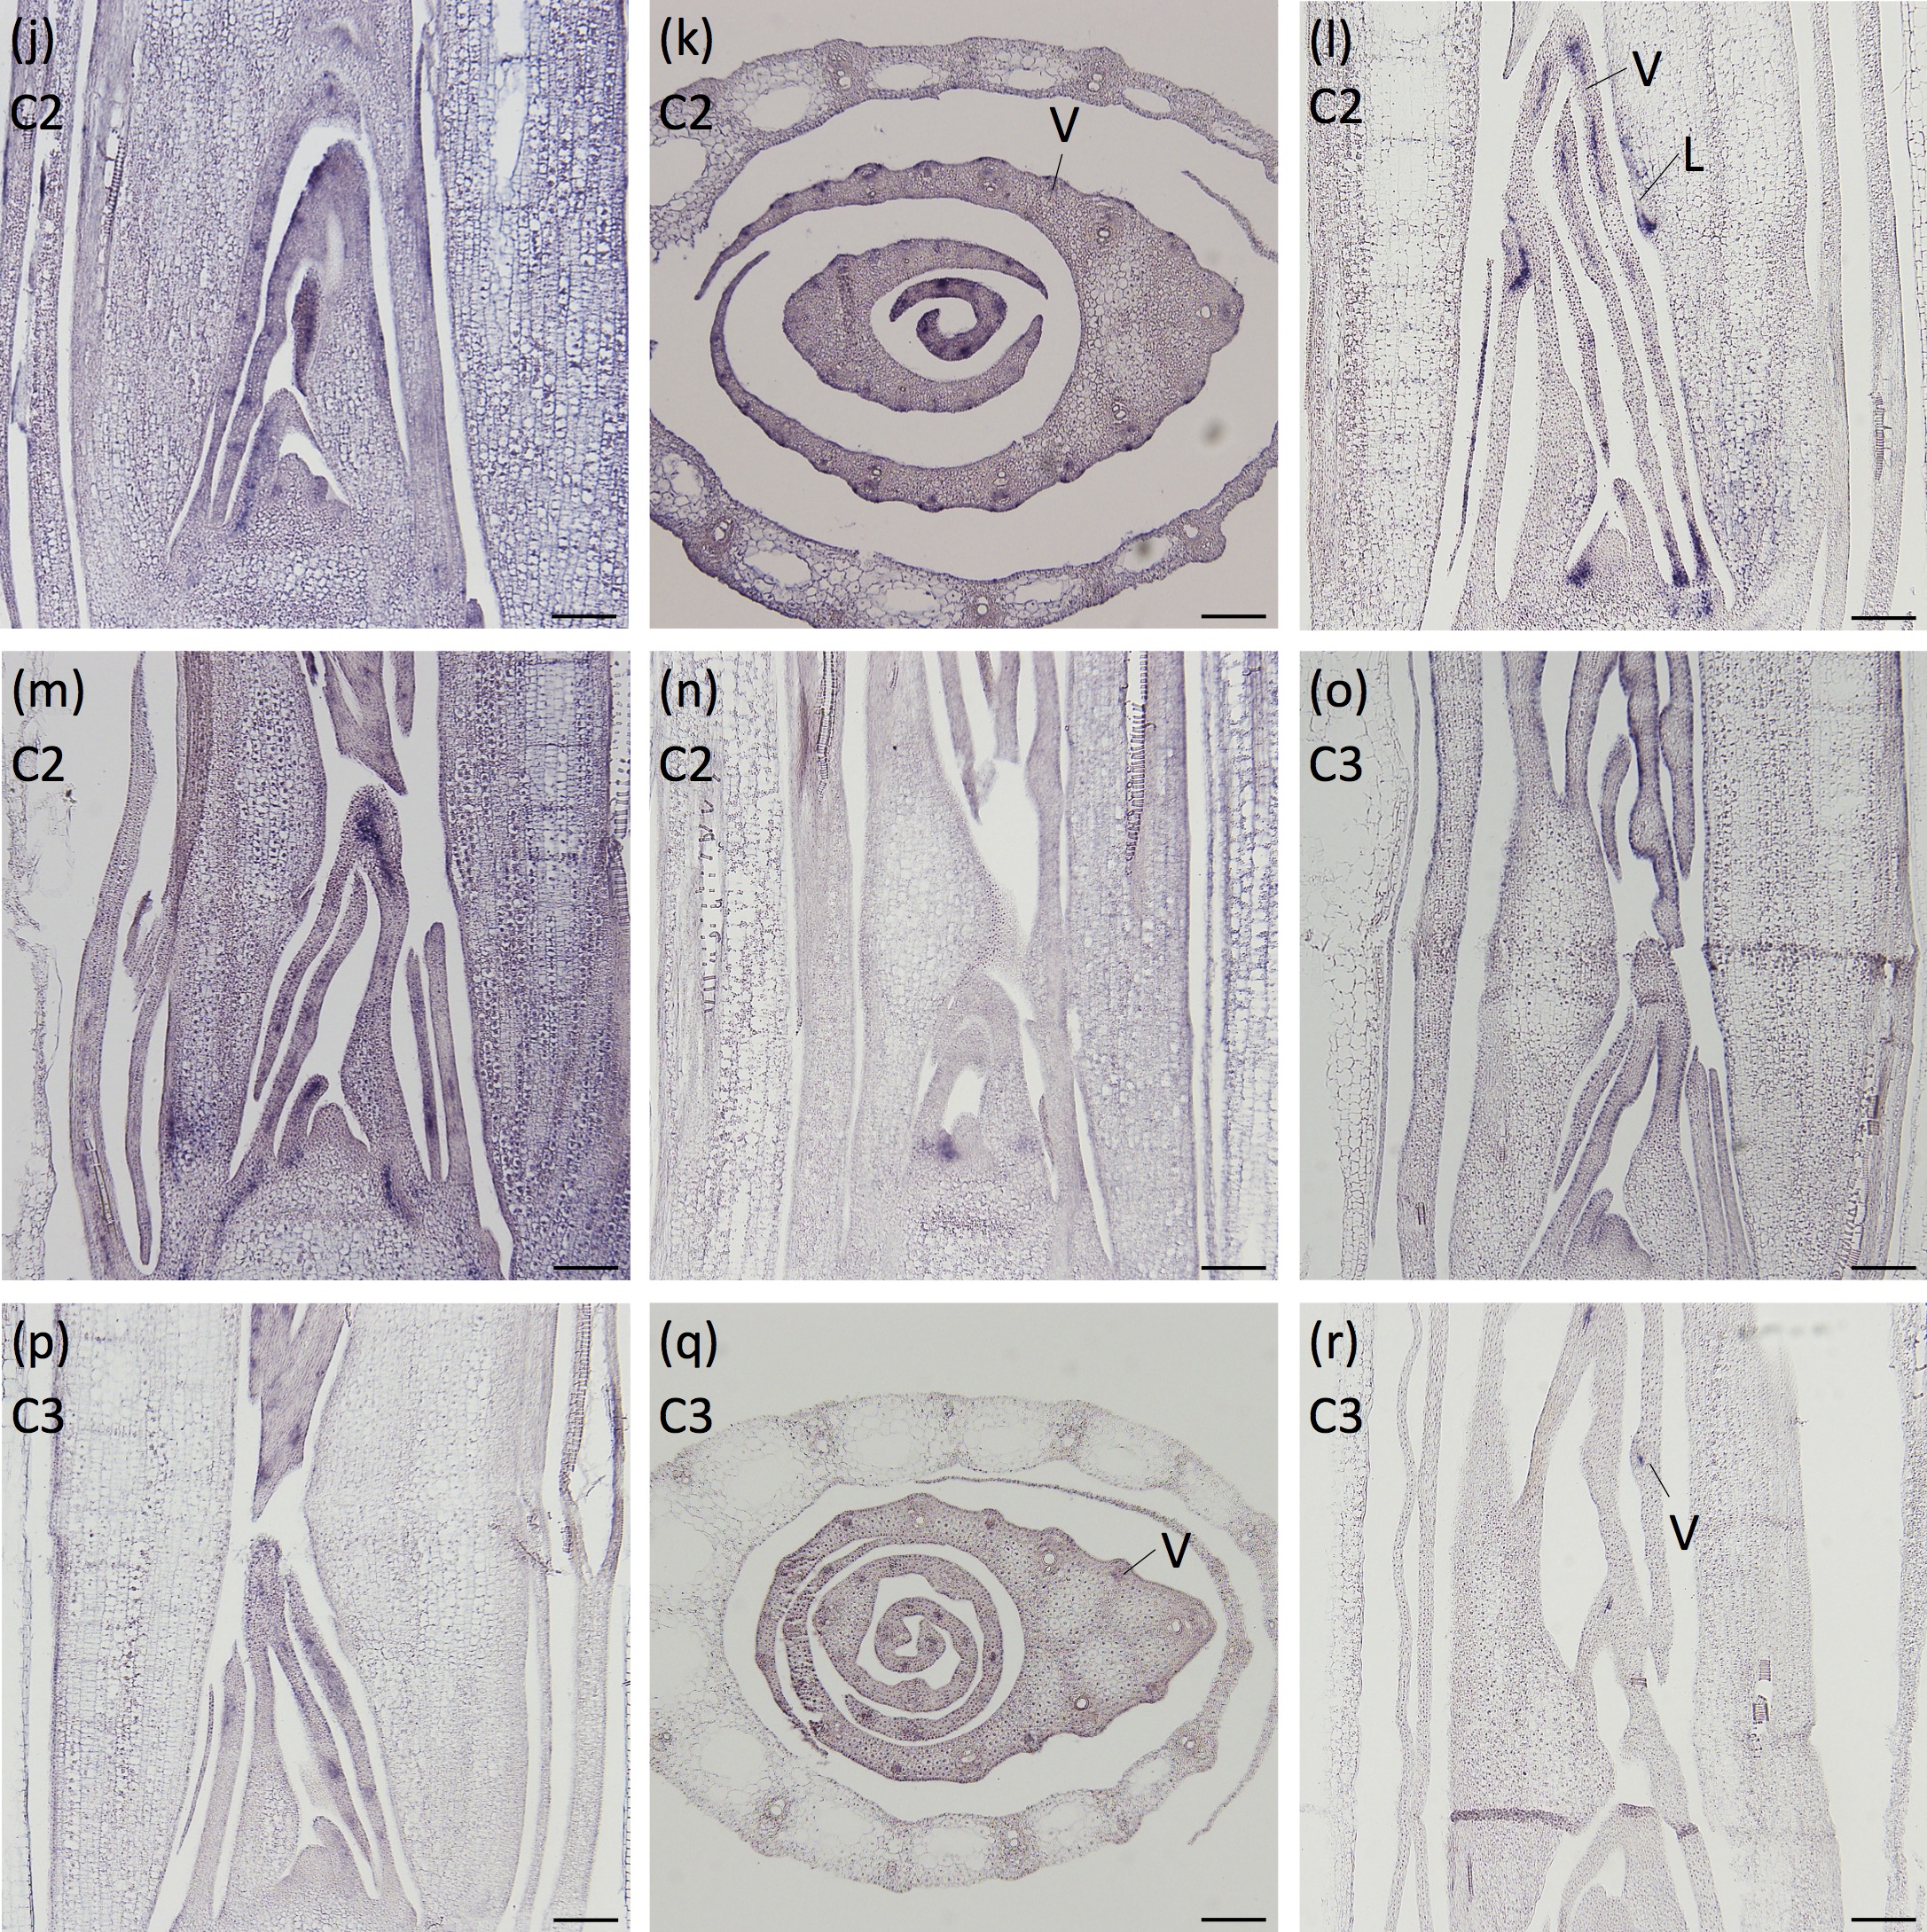

Supplemental Fig. 8. (Continued)

The expression patterns of (j, k) *Os11g0149100*, (l) *Os04g0664400*, (m) *Os03g0244600*, (n) *Os03g0680700*, (o) *Os03g0164300*, (p, q) *Os06g0474500*, and (r) *Os02g0528100* around the shoot apex.

(j), (l) to (p), and (r) are longitudinal sections of the shoot apices, while (k) and (q) are transverse sections of the shoot apices.

The cluster number to which each gene belongs is indicated in the upper left.

See Supplemental Table 2 for annotation of the genes.

Scale bars: 100 μm.

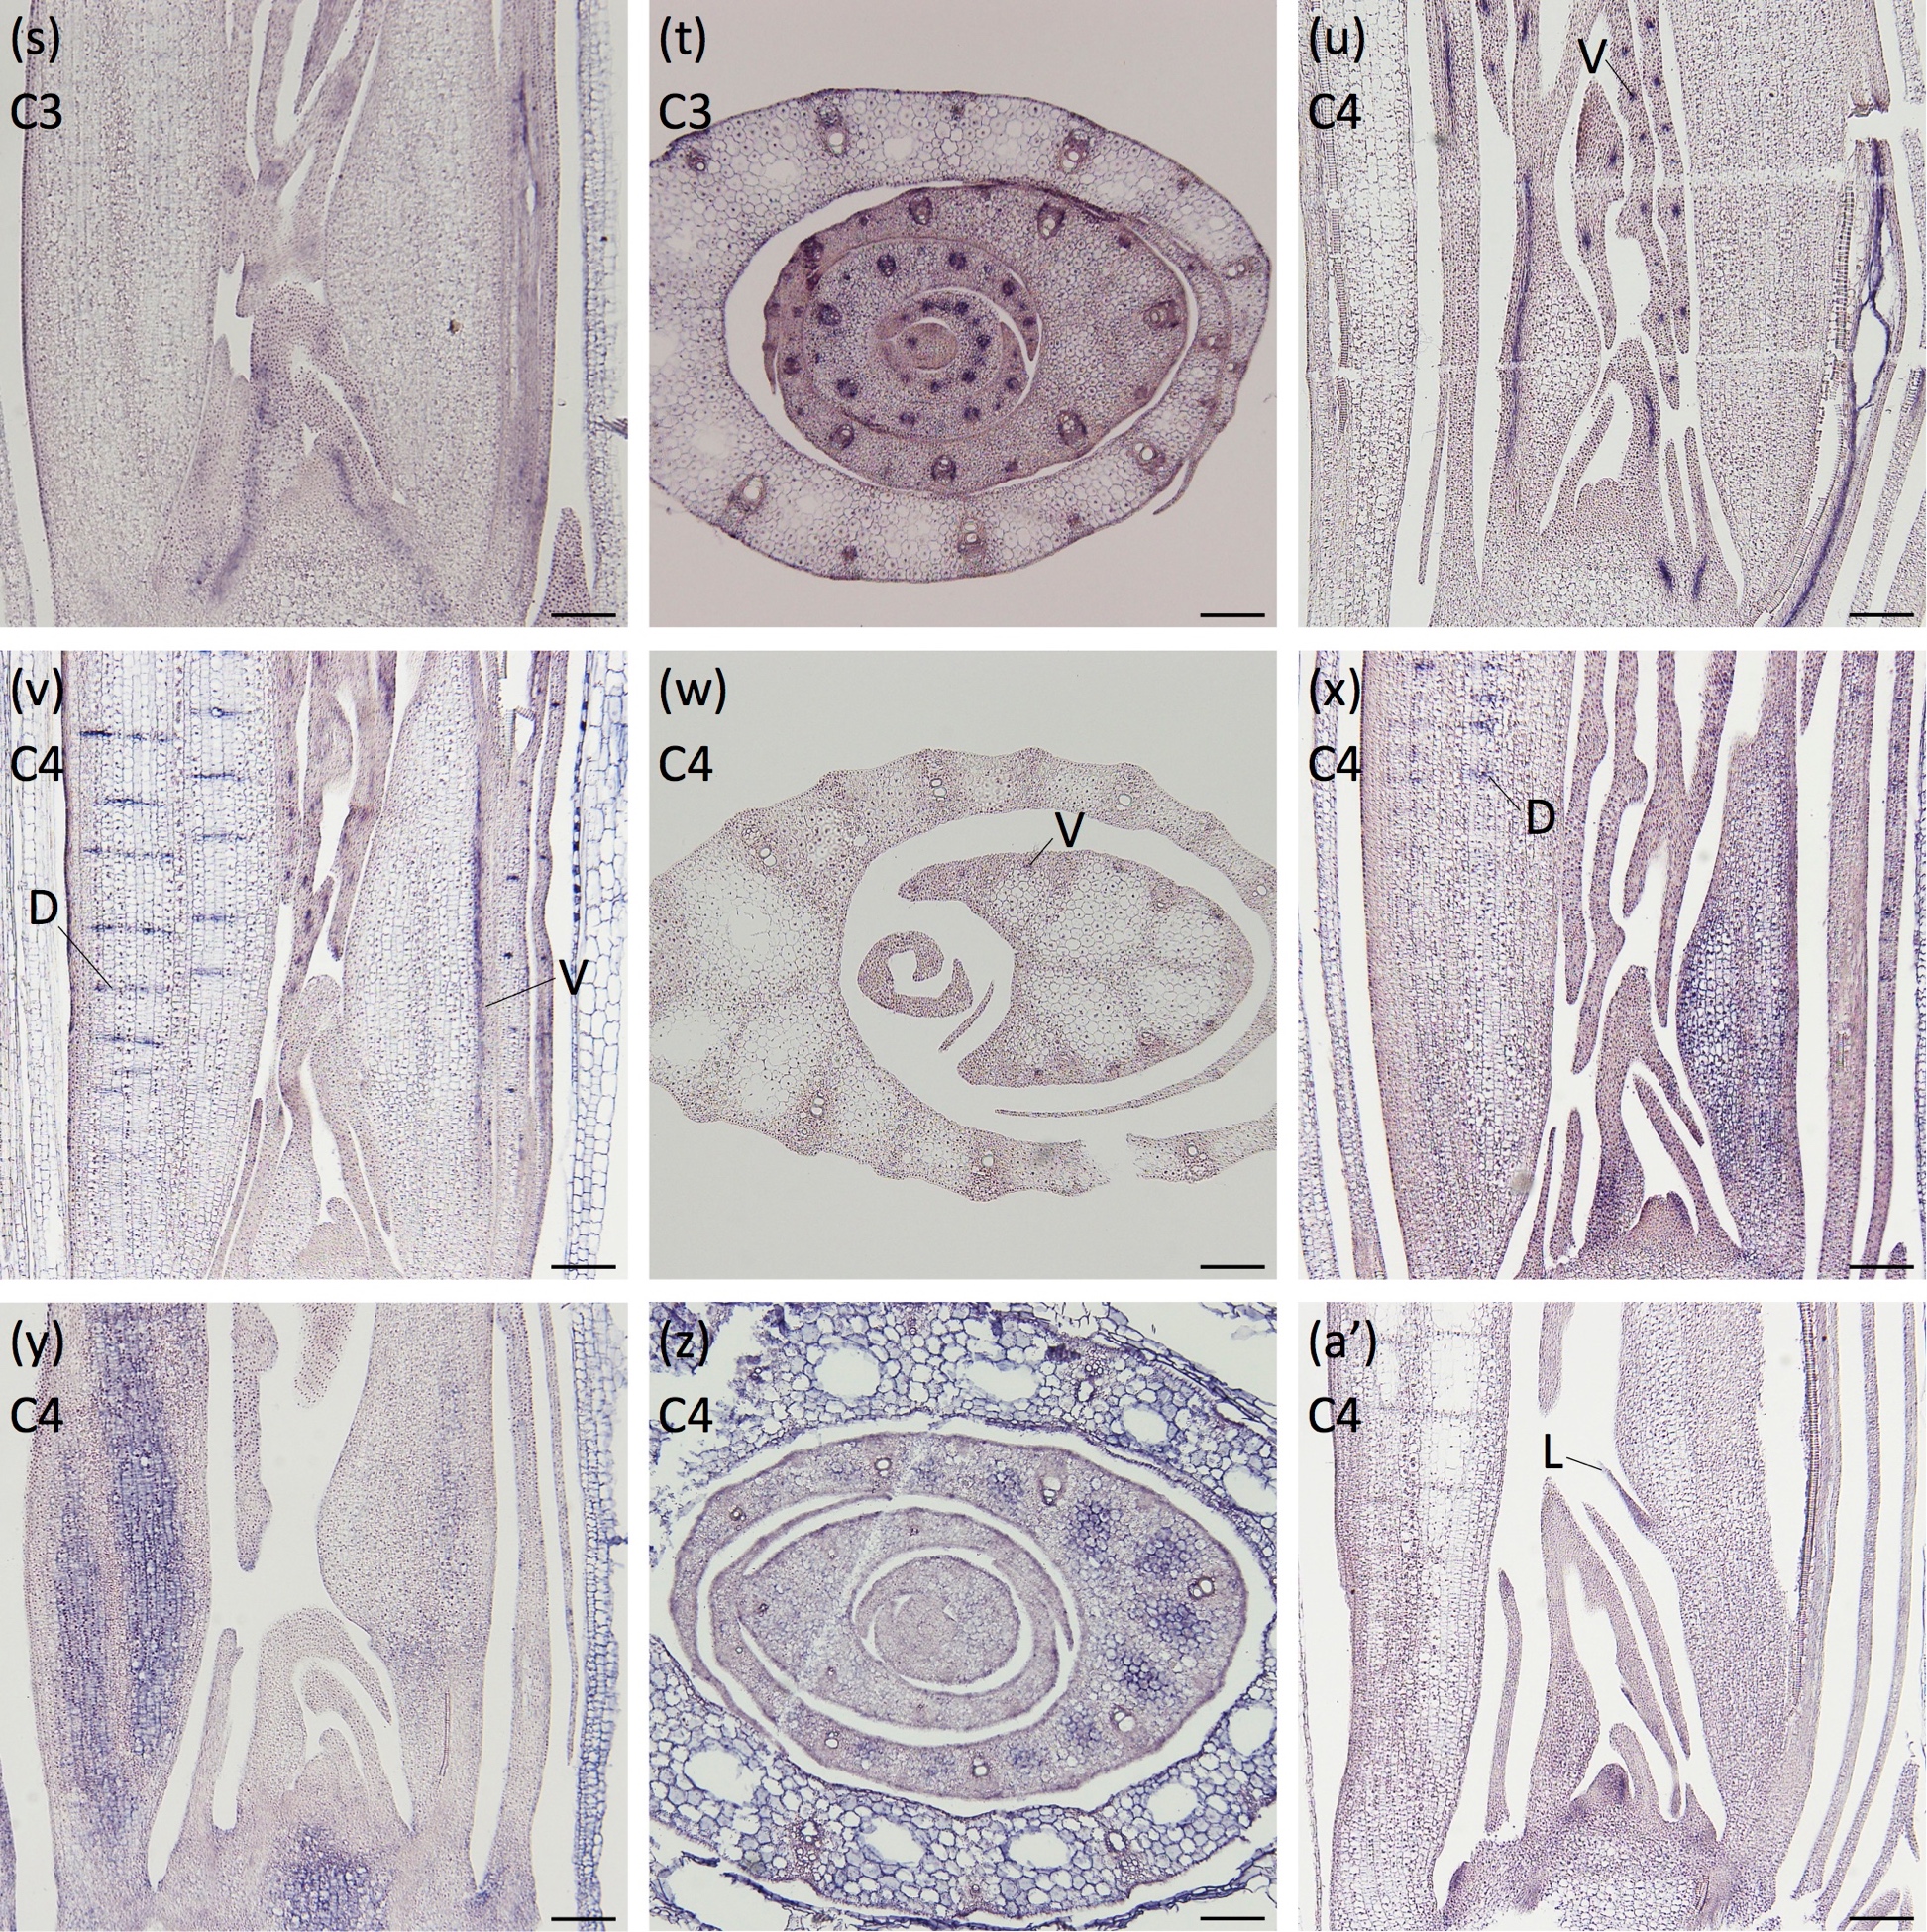

Supplemental Fig. 8. (Continued)

(s, t) *Os04g0690100*, (u) *Os05g0112200*, (v, w) *Os03g0762100*, (x) *Os08g0483900*, (y, z) *Os02g0669900*, and (a’) *Os03g0728900* around the shoot apex.

(s), (u), (v), (x), (y), and (a’) are longitudinal sections of the shoot apices, while (t), (w), and (z) are transverse sections of the shoot apices.

The cluster number to which each gene belongs is indicated in the upper left.

See Supplemental Table 2 for annotation of the genes.

Scale bars: 100 μm.

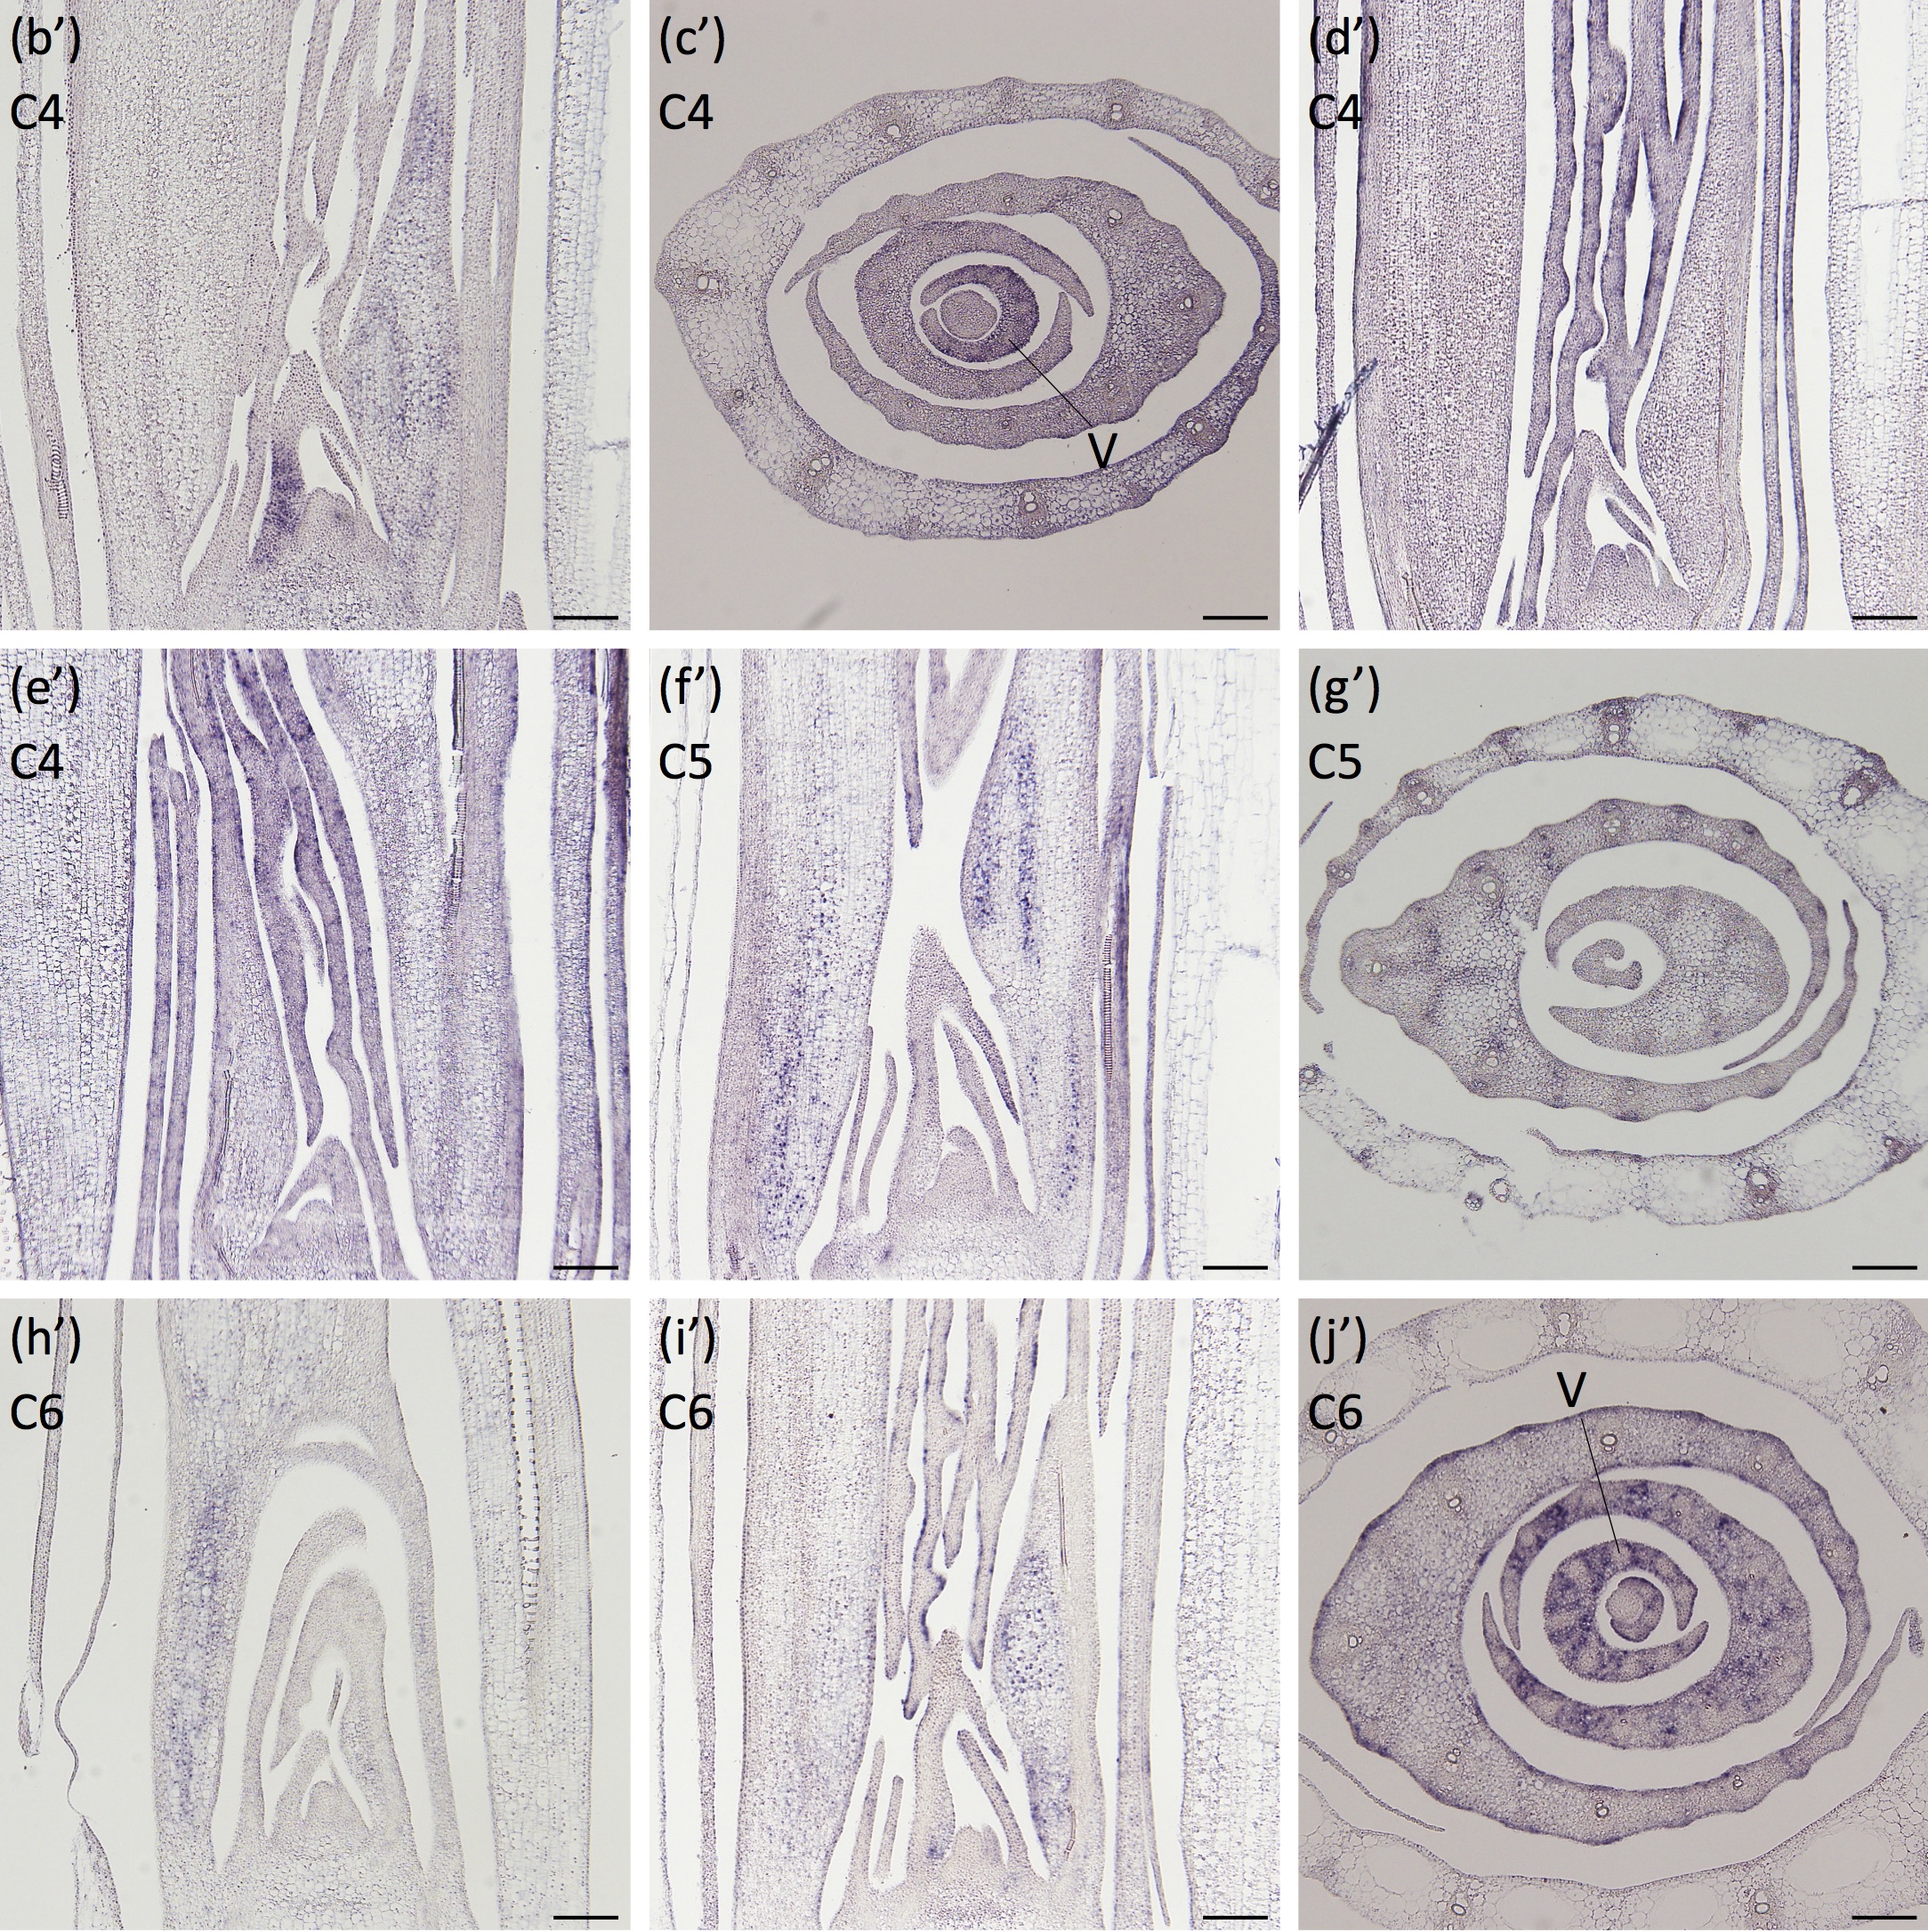

Supplemental Fig. 8. (Continued)

(b’, c’) *Os05g0103000*, (d’) *Os09g0542500*, (e’) *Os03g0127600*, (f’, g’) *Os09g0474100*, (h’) *Os09g0282300*, and (i’, j’) *Os09g0510500* around the shoot apex.

(b’), (d’), (e’), (f’), (h’), and (i’) are longitudinal sections of the shoot apices, while (c’), (g’), and (j’) are transverse sections of the shoot apices.

The cluster number to which each gene belongs is indicated in the upper left.

See Supplemental Table 2 for annotation of the genes.

Scale bars: 100 μm.

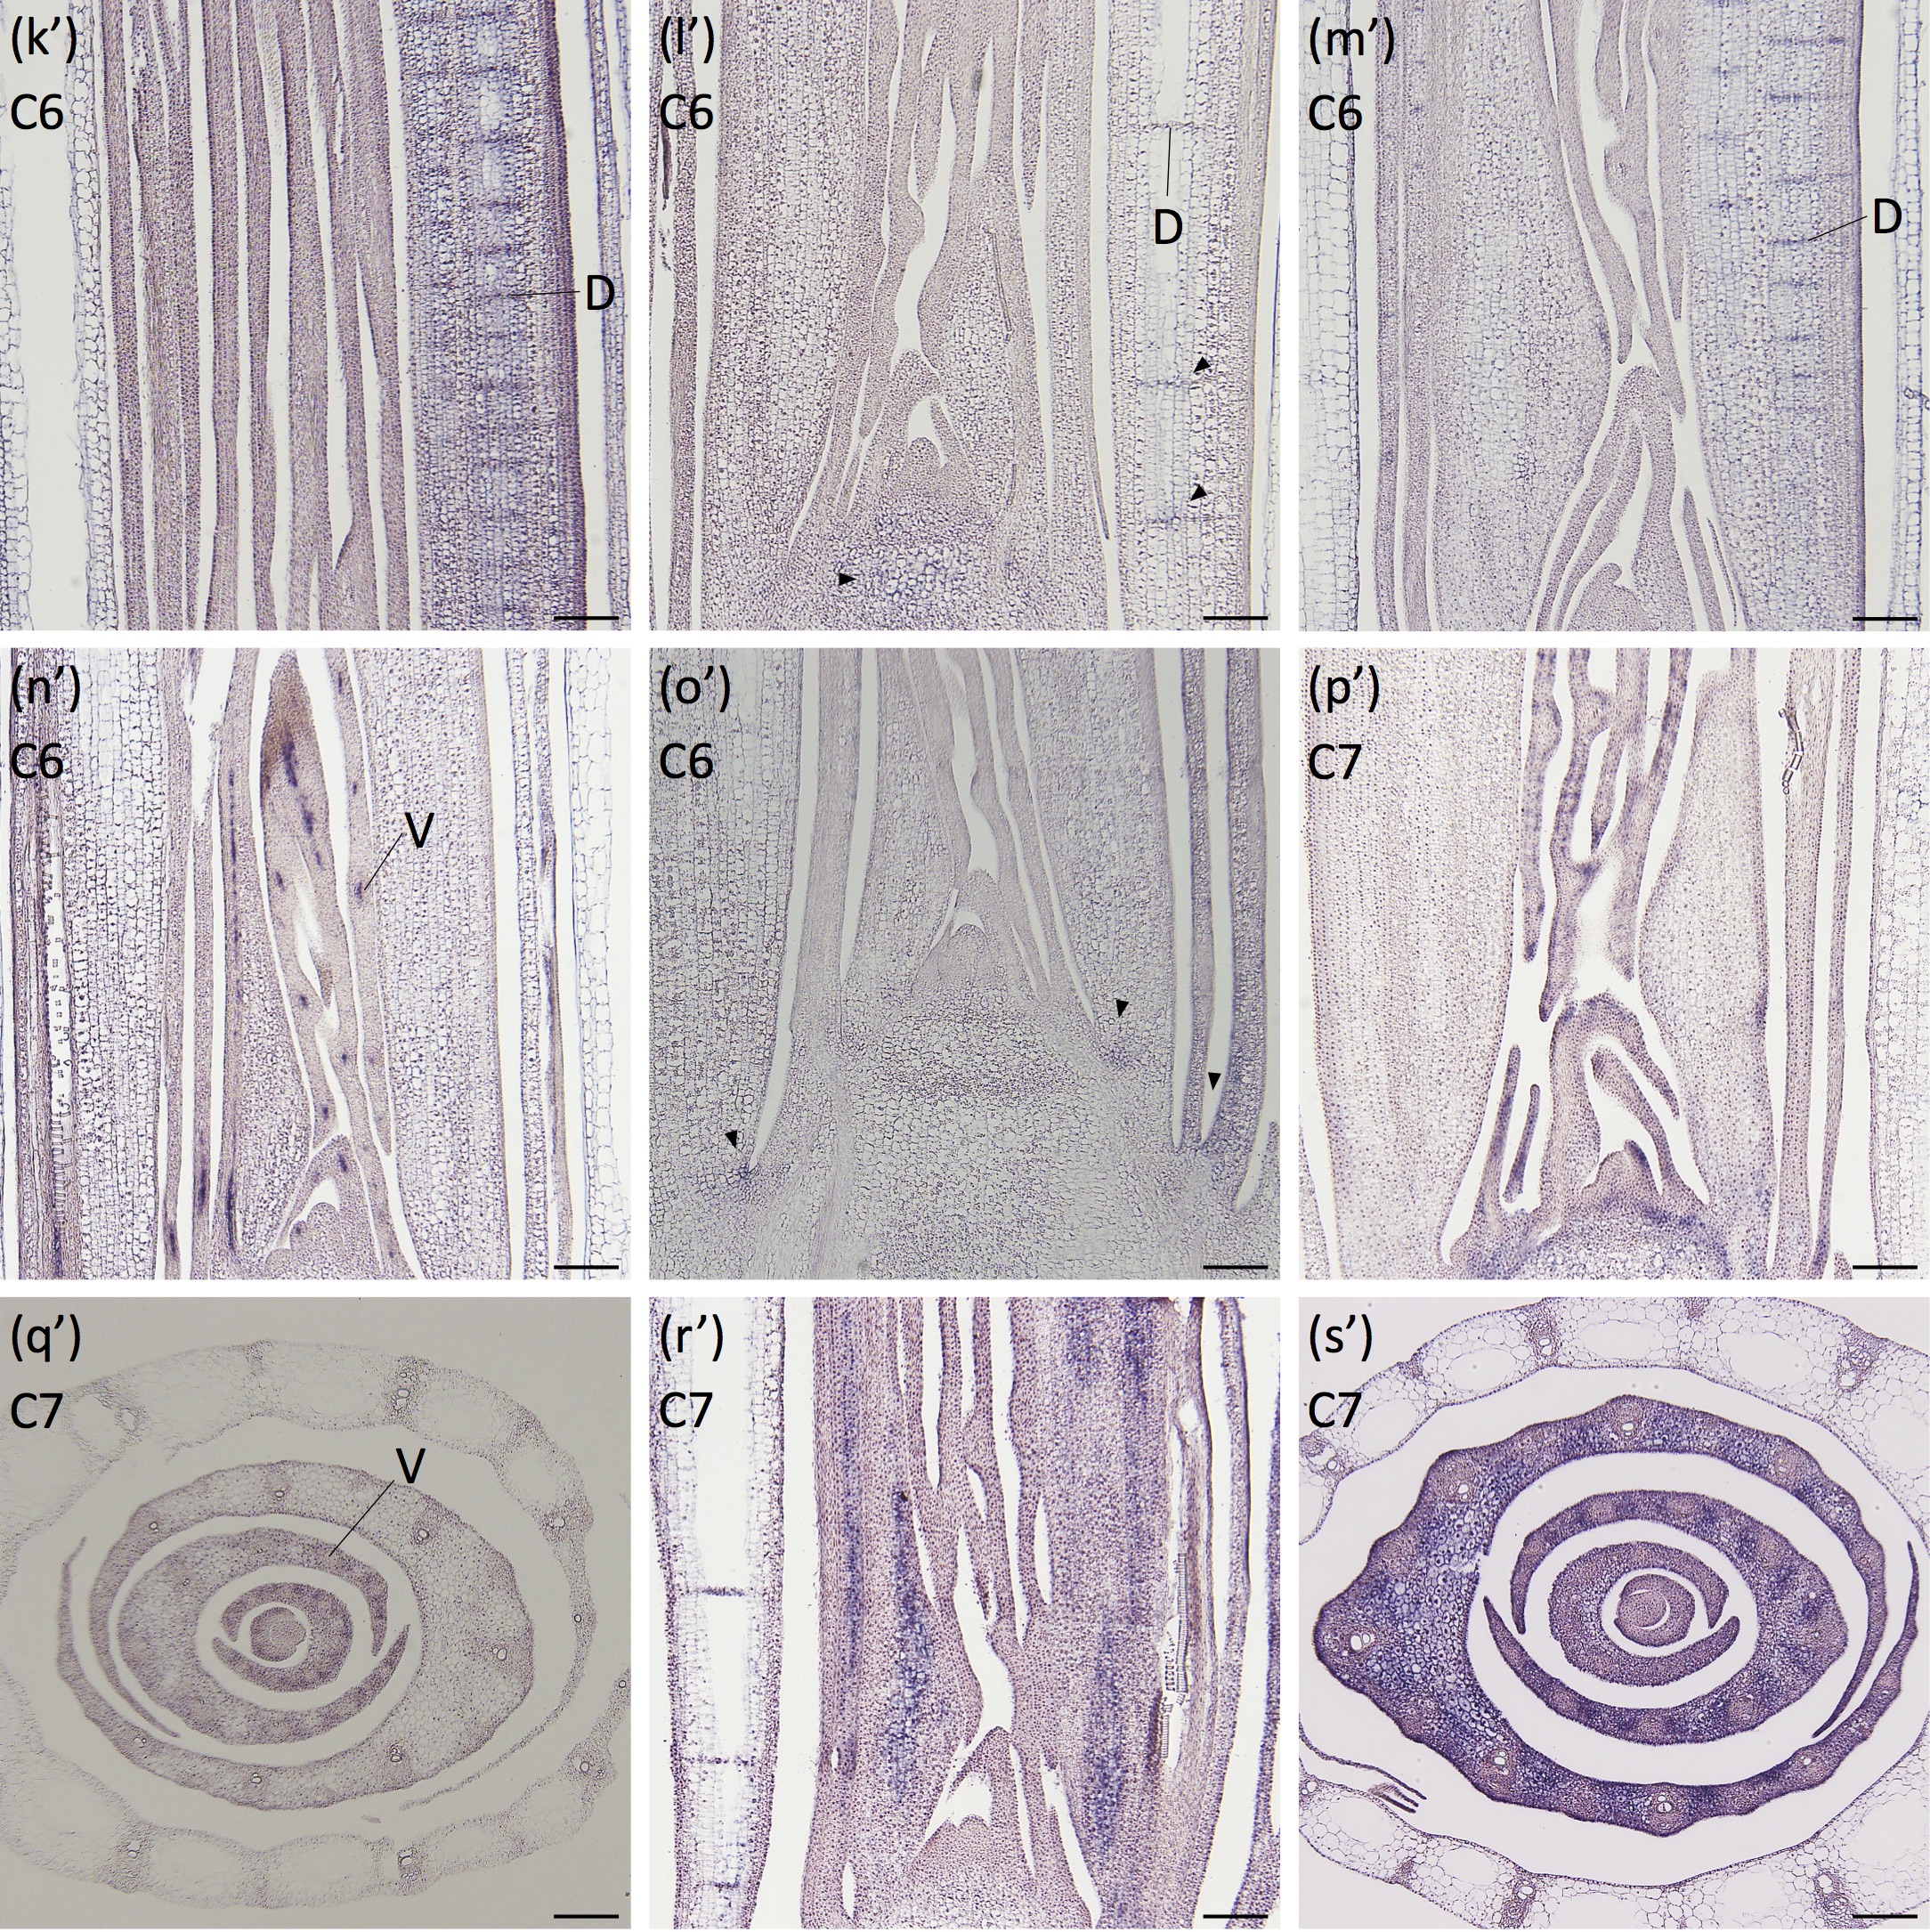

Supplemental Fig. 8. (Continued)

(k’) *Os10g0404900*, (l’) *Os03g0188400*, (m’) *Os08g0260400*, (n’) *Os03g0591300*, (o’) *Os02g0791300*, (p’, q’) *Os06g0724800*, and (r’, s’) *Os03g0135700* around the shoot apex.

(k’) to (p’), and (r’) are longitudinal sections of the shoot apices, while (q’) and (s’) are transverse sections of the shoot apices.

The cluster number to which each gene belongs is indicated in the upper left.

See Supplemental Table 2 for annotation of the genes.

Scale bars: 100 μm.

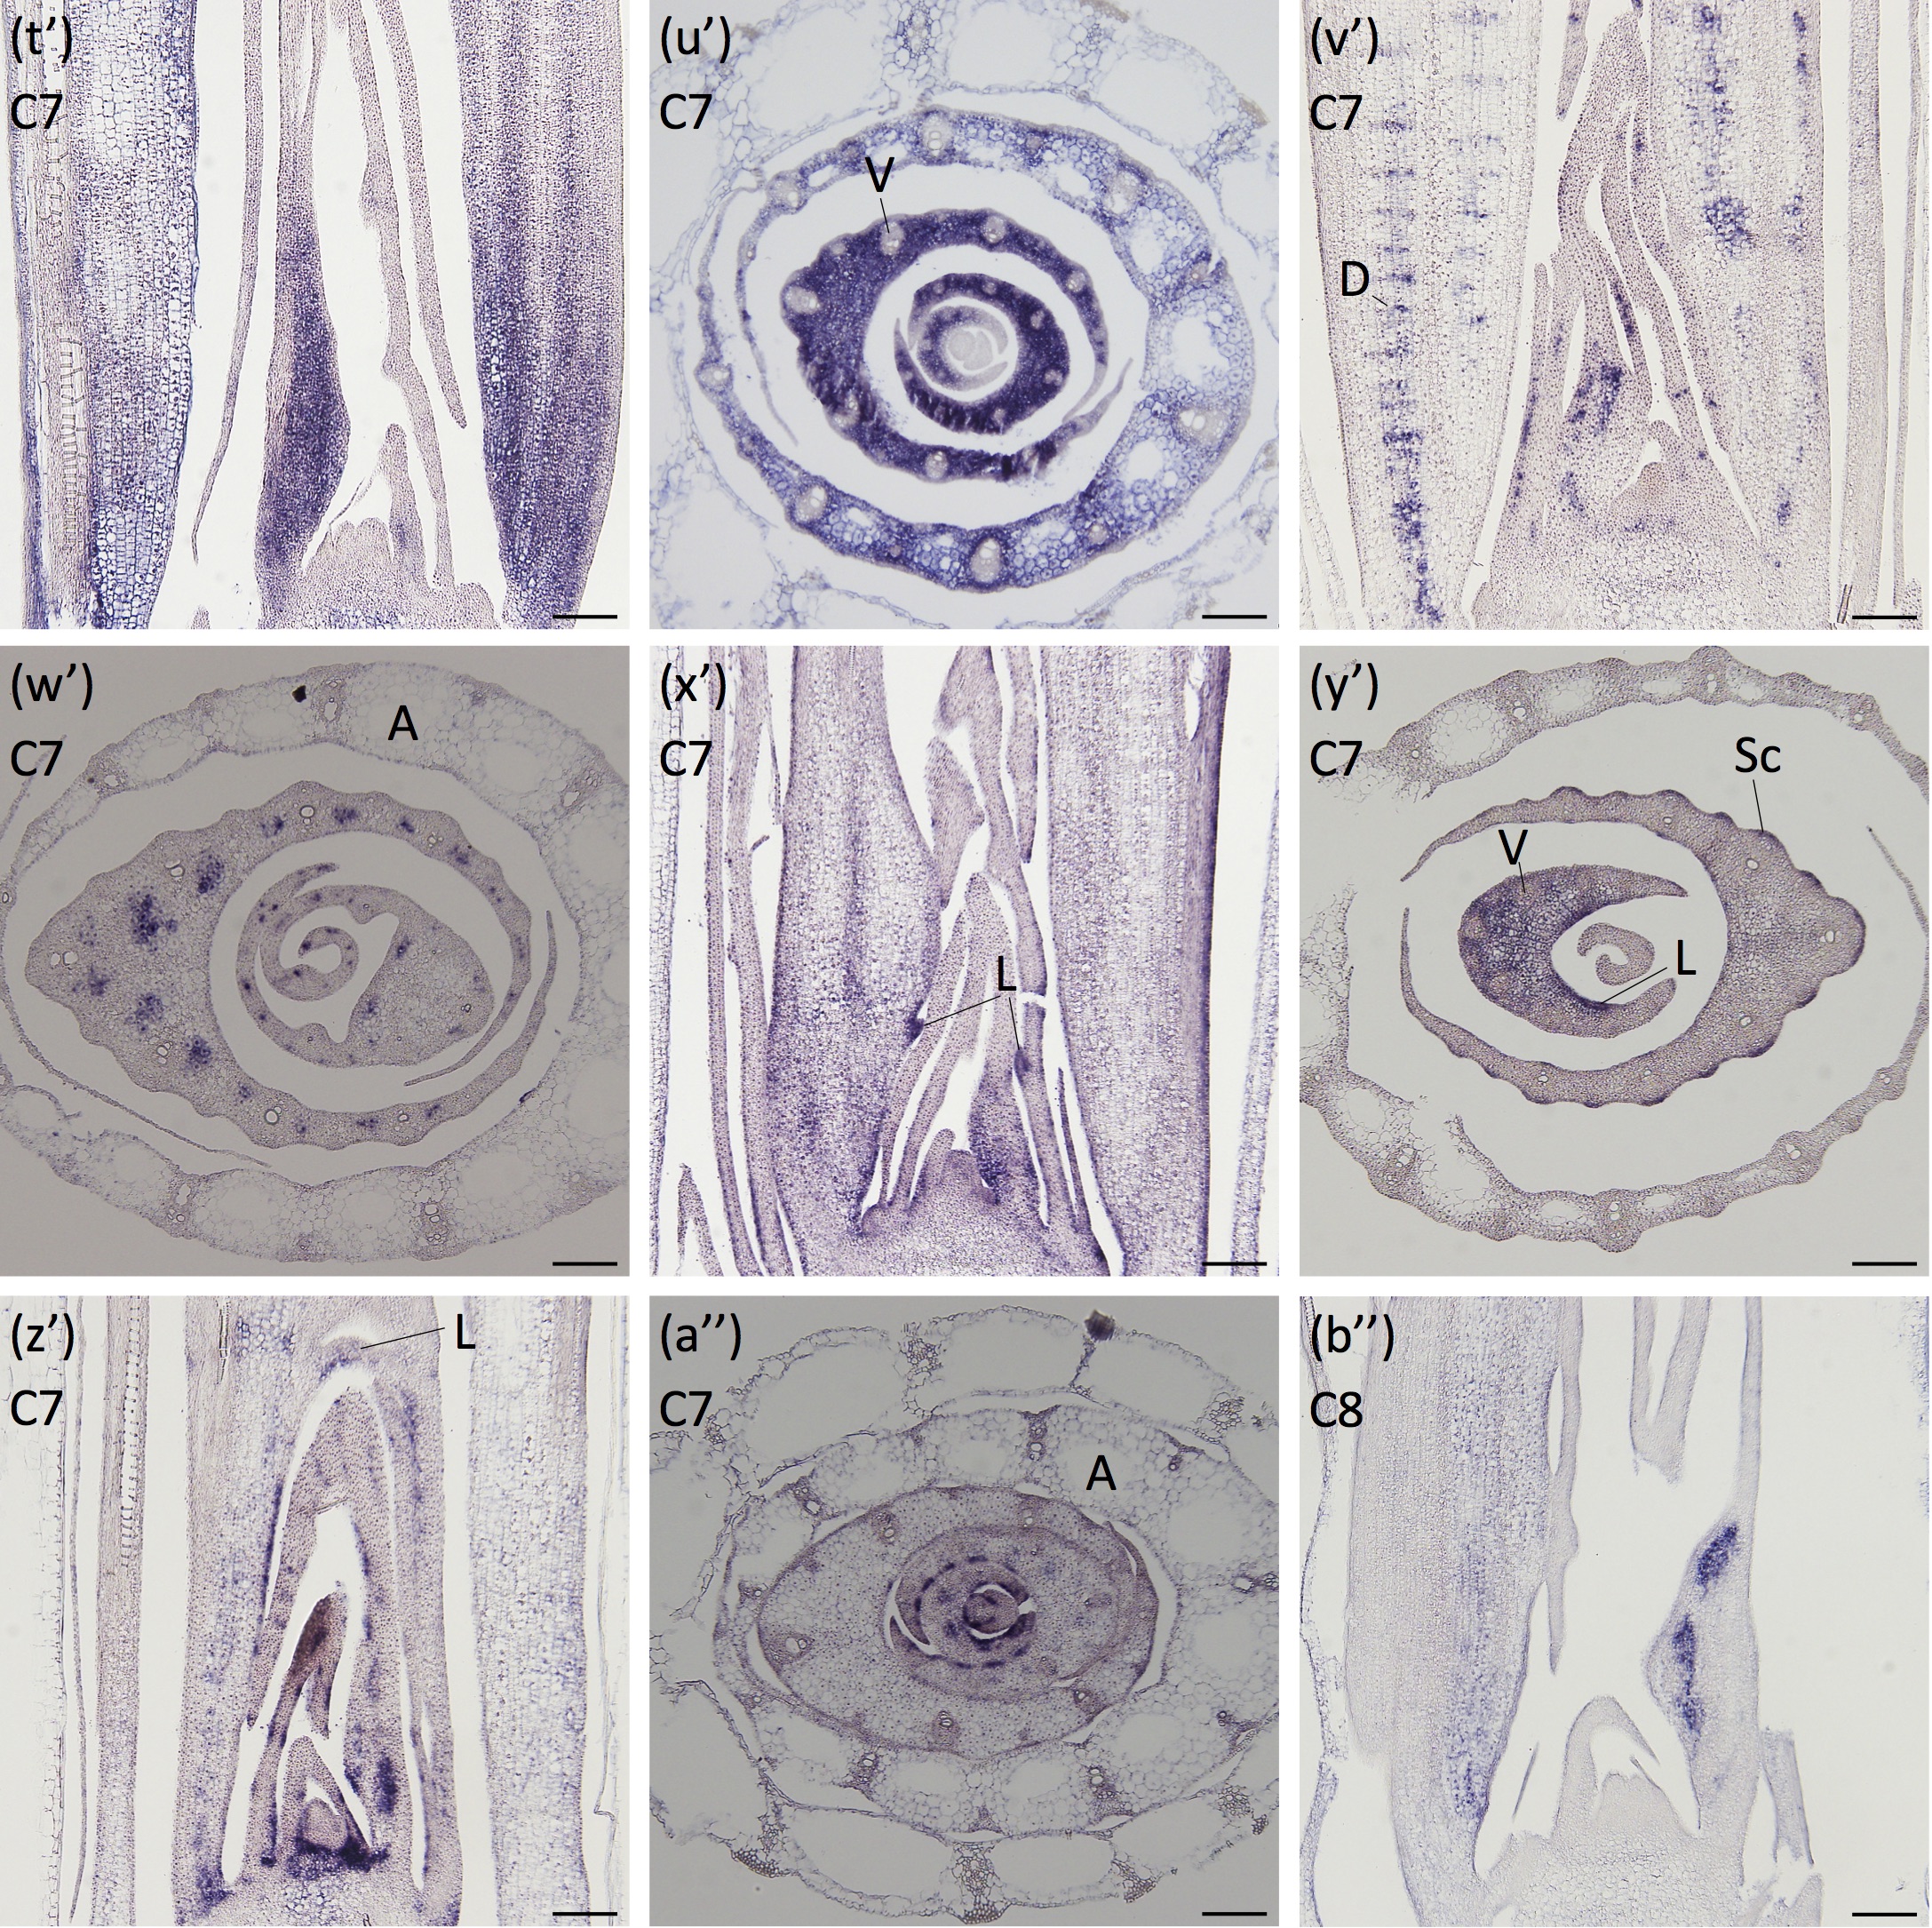

Supplemental Fig. 8. (Continued)

(t’, u’) *Os09g0484200*, (v’, w’) *Os07g0676600*, (x’, y’) *Os01g0848400*, (z’, a’’) *Os08g0444500*, and (b’’) *Os10g0544200* around the shoot apex.

(t’), (v’), (x’), (z’), and (b’’) are longitudinal sections of the shoot apices, while (u’), (w’), (y’), and (a’’) are transverse sections of the shoot apices.

The cluster number to which each gene belongs is indicated in the upper left.

See Supplemental Table 2 for annotation of the genes.

Scale bars: 100 μm.

Supplemental Table 2. Annotation of genes in Fig. 4, 5, Supplemental Fig. 8.

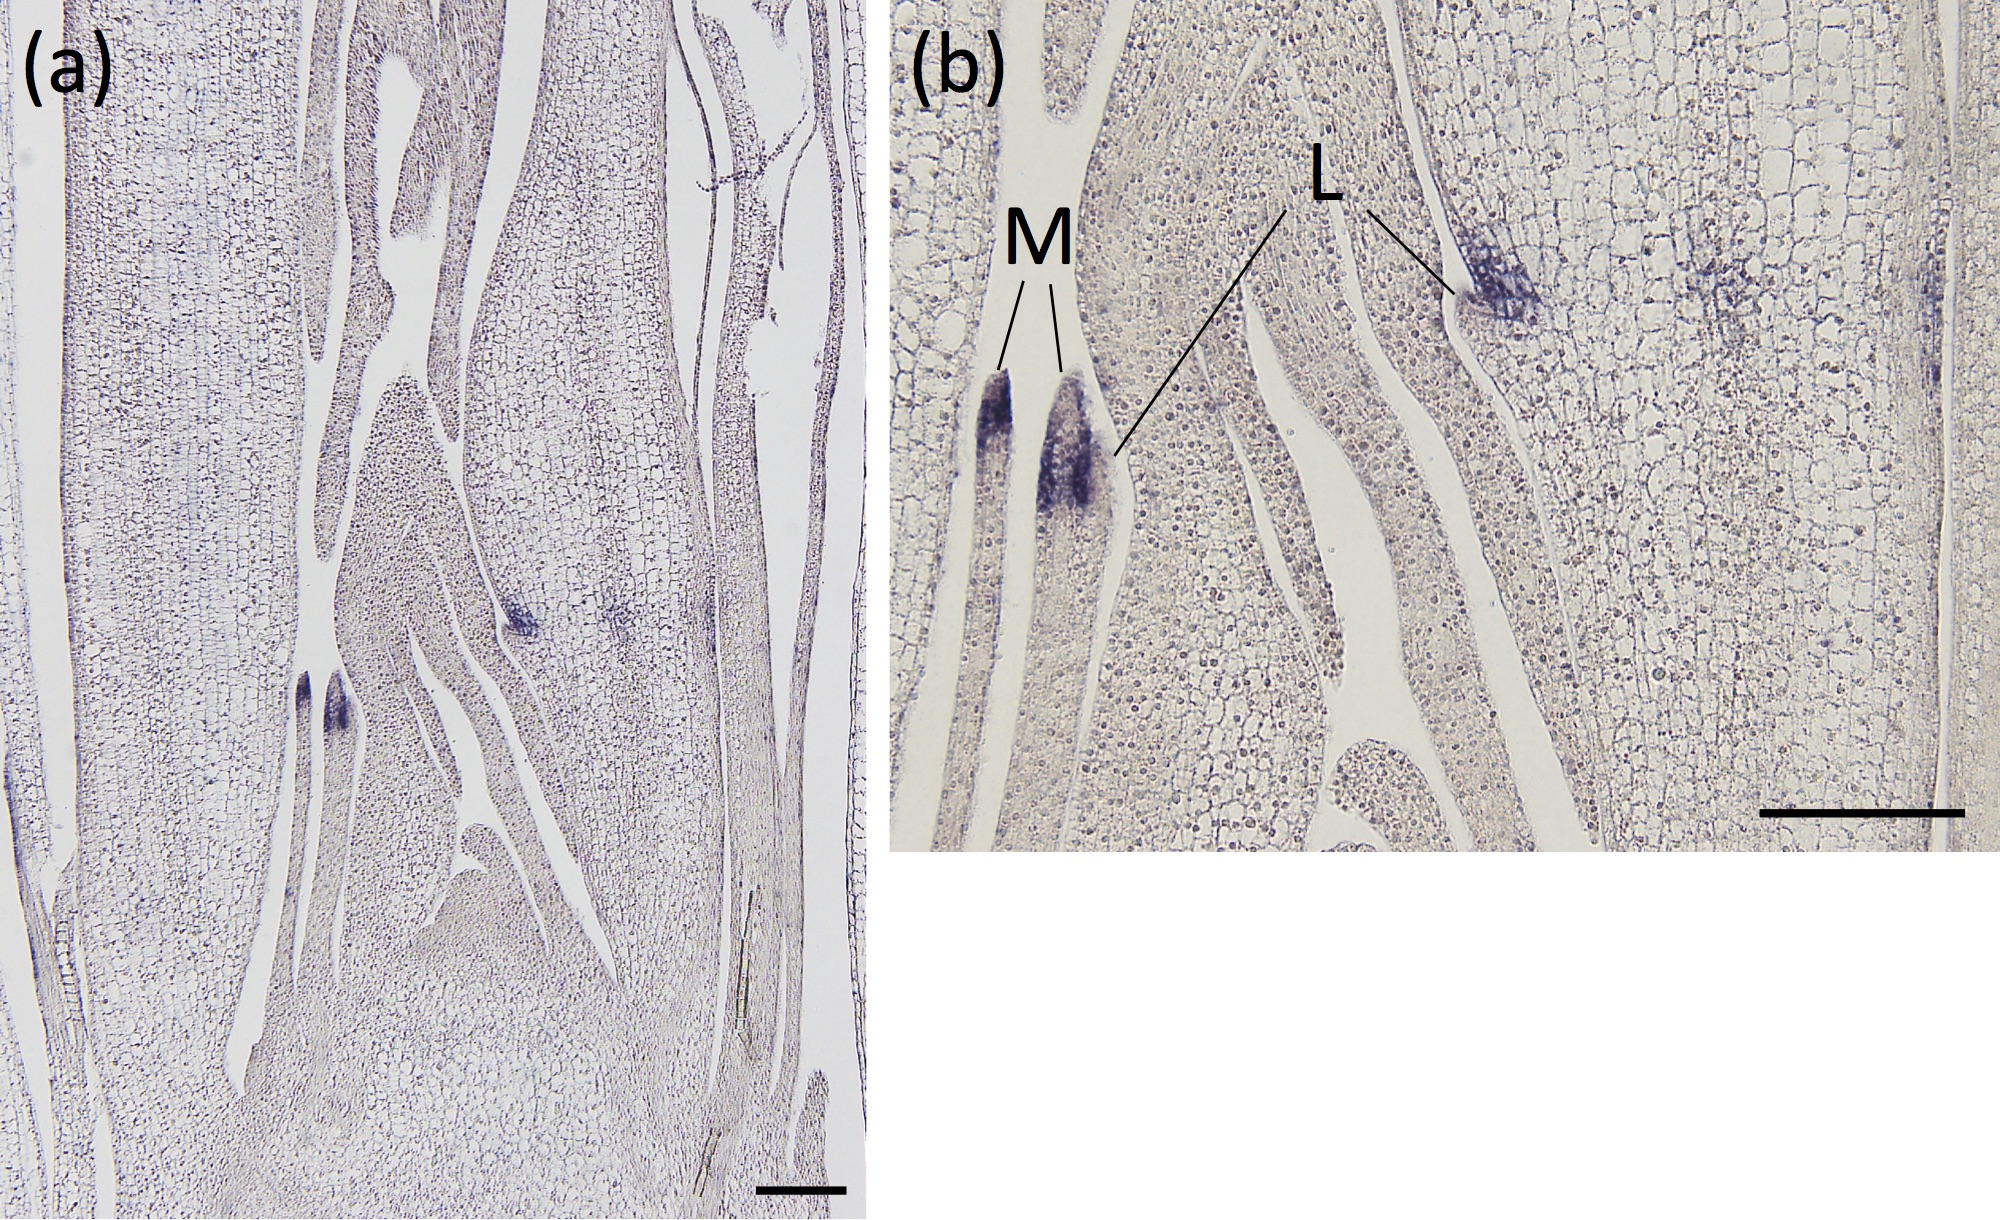

Supplemental Fig. 9. Spatial expression pattern of *LIGULELESS1*.

(a) Expression around the shoot apex in a longitudinal section. (b) Magnified view of (a) at the blade-sheath boundary.

L, ligule; M, marginal part of the blade-sheath boundary. Scale bars: 100 μm.

# Supplementary material for: Genome-wide analysis of spatiotemporal expression patterns during rice leaf development
**Source:** BMC Genomics. 2021 Mar 9;22:169. doi: 10.1186/s12864-021-07494-5
**Supplement:** Supplementary file 3 — Additional file 3:. Three-dimensional model of Supplemental Figure 4. A three-dimensional model of PCA score plot of samples based on the original principal components. The proportions of the total variance explained by PC1, PC2, and PC3 are shown in parentheses. Samples collected at the same stage are shown in the same color. Samples with different tissue identities are indicated by different symbols: shoot apex, square; P3 leaf, circle; blade, triangle; blade-sheath boundary, diamond; sheath, inverted triangle. Red arrows represent the directions of the modified principal components (mPC1, mPC2, and mPC3) shown in Fig. 2.

 
RGL model

You must enable Javascript to view this page properly.

  
Drag mouse to rotate model. Use mouse wheel or middle button
to zoom it.

---

  
Object written from rgl 0.100.54 by writeWebGL.

How the deposited data were processed for this re-analysis (not part of the article)

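Gene expression was measured on one-color rice 44K arrays in 12 parts: the shoot apex (SA), the whole P3 leaf, 4 parts of the P4 leaf (P4S, P4Bb, P4Bm, P4Ba) and the sheath, boundary and blade of the P5 and P6 leaves. Each part had 3 arrays, 36 in all, on 10 slides. The authors labeled cRNA with Cy3, and the scanner software corrected the spots for background within each array. As deposited by the authors, the scanner tables hold intensity values corrected for background and not scaled between arrays (the processed signal), besides the mean signal and local background of each spot and its quality marks. In the deposited table of values, the authors had taken log2 of the processed signal, subtracted the 75th percentile of each array and then the median of each probe over the 36 arrays. This was checked by repeating the steps from the scanner values. With the percentile taken over all 45151 spots, controls included, the largest departure was 0.000464 (log2), and with the percentile of the gene spots it was 0.0177.

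The values used here were computed from the scanner tables. Control spots (1417) and spots with built-in control names (590) were left out, as were 389 values that the software marked as outliers, and the remaining 43144 gene spots represent 29864 loci. The processed signal was put on the log2 scale, the 75th percentile of the gene spots of each array was subtracted, and spots with the same probe name were averaged, which gave 42418 probes. A probe counted as expressed when its processed signal exceeded 50 on at least 1 array, and 39079 probes did. Of these, 137 had a missing value on at least 1 array and were left out of the K-means and of the counts over other splits of the arrays. Between 74.5 and 86.4% of the gene spots of an array were well above background (median 79.9%), and 0 gene spots were saturated. The median over probes of the SD between the 3 arrays of a part lay between 0.16 and 0.24 (log2). Where a gene was not well above background on every array of the lower part, its difference is given as a lower bound. For this, a value not well above background was raised to the lowest value well above background on its array, or kept where it was higher. Such a bound is an estimate that takes no account of the spread between arrays, so the true difference can be smaller.

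Differences between parts were fitted in limma 3.58.1 (R 4.3.3) with 1 mean per part over all 36 arrays, so that the 12 parts share the estimate of the spread. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 1 in size. The F test over the 12 parts used an adjusted p under 0.001. The growth of the blade-sheath difference was tested as an interaction, the difference at P5 or P6 minus that at P4, with P4Bb as the blade of P4. PCA was run with prcomp on the covariance matrix, and the modified components came from a second PCA of the PC1 to PC3 scores without P4Bm. The mPC2 and mPC3 axes are numbered by their share of the variance over all 36 arrays, an order chosen after the shares had been seen. Exact permutations of mature against immature parts on mPC1 and of blade against sheath and boundary parts on mPC3 were set in advance, but their p is not reported, since the paper read these groups from the same axes. K-means used R's kmeans with 28 centers, seed 1 and 20 starts in place of cclust. Since gene ontology enrichment was not analysed here, words in gene descriptions were counted with one-sided Fisher's exact tests, adjusted over the 7 searches. The tools were data.table 1.17.8 and statmod 1.5.0 in R, and pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 in Python 3.11.15.

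The samples, the tests, the alternatives and the rule for naming genes were set before the data were examined. The rule was to name every gene in the paper's text or tables that could be paired with a locus. It adds the 3 genes with the largest rise and the 3 with the largest fall between blade and sheath at P4, P5 and P6 and in both interactions. For blade against sheath, these were taken among called probes whose 3 arrays in one part all lay on one side of the 3 in the other. The members of Clusters 1 to 3 in Supplemental Table 1 had been seen by then. Names without a locus in the text, the supplements, the array annotation or the reference table were left out. These were OsBBX8, OsBBX10, OsBBX12, OsBBX17, OsPIL12, OsPIL13, OsBOP2, OsBOP3, OsGRF7, OsGRF9, OsGRF10, the ANT clade genes and most of the PLETHORA genes. Not every gene of the text was covered: OsLG1 and DROOPING LEAF were not compared.

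Neither the paper nor the labels state that a replicate number joins arrays of different parts, and the arrays were compared as unpaired. After each part's mean was removed, arrays with the same number correlated little between parts: in 66 pairs of parts the mean r lay between -0.142 and 0.268 with a median of 0.0415, and 6 pairs exceeded 0.1. Replicate number as a block was tried as an alternative. Slides joined the parts into 4 sets, within which slide was also tried as a fixed block, and slide as a random block was tried for all comparisons (estimated correlation -0.142).

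The further alternatives were normexp background correction with an offset of 50, quantile normalization, scaling to each array's median, the deposited values, no filter on dim probes, a filter on signal well above background, genes in place of probes, 2 other thresholds, the paper's one-way ANOVA, only the 6 arrays of the 2 parts, and leaving out each replicate number. For PCA, distances and K-means, the probes, scaling, measure, seeds and number of clusters were varied. In the normexp setting, 2 spots of P4Bm replicate 1 with a background above their signal moved the median of P4Bm against P4Bb to 0.764 (log2), against 0.0604 without them, and these spots were left out of that setting after this had been seen. Added after the data had been seen were the other numbering of the axes, the cluster with the most photosystem genes, and 2 counts of expressed probes (on all 3 arrays of a part, and of spots in place of probes).

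The limma comparisons were tested on simulated data, arrays of simulated values in which 200 of 38942 probes had been changed. Of these, 181 (90.5%) were called between P5B and P5S with 3 others, 148 (74.0%) by the F test with 0 others, and 158 (79.0%) in the interaction with 8 others. In the comparison without changed probes, 0 were called. Real-time RT-PCR, in situ hybridization and the membership of Clusters 3 to 28 were not analysed here.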

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

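The tests in this part that were chosen only after the result had been seen are the regroupings of blade and sheath arrays within each stage, the tests of a wider spread between arrays at P5 and P6, and the test of scaling between arrays, probe by probe, for miR167. Single arrays far from the others were not tested for in the groups of 3 arrays.

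A difference between stages brought the blade-sheath comparison of P5 here: in 16605 of 39079 probes, the difference between blade and sheath at P5 departed from that at P4, and it was the larger one at P5 for 67.2% of them (67.0 to 69.6% with quantile normalization, median scaling and normexp). Over all expressed probes the share was 60.8%. The largest positive departures were in Os01g0124000 (11.87), Os03g0843800 (10.18) and Os09g0541000 (10.06), and the largest negative ones in Os05g0190500 (-14.63), Os06g0132500 (-14.26) and Os11g0241700 (-13.89), fitted log2 values that rest partly on arrays near background. Scaling between arrays is argued against, since quantile normalization gave 1.049 times as many probes. Dim probes stay open. The share of probes that departed was 1.026 times as high among probes well above background on all 3 arrays of a part. That filter left 38081 probes against 39079 and admits probes that are dim in the blade and sheath parts compared. The ratio therefore decides nothing. A wider spread between arrays at P5 is argued against as the whole explanation: without the part that the spread gives, the root mean square difference between blade and sheath at P5 was 1.621 times that at P4 (1.414 to 1.852 without 1 replicate number). The planned ratio of the SD at P4 to that at P5, 0.931, decides nothing, since a wider spread at P4 would not make the difference at P5 the larger one. Regrouping within each stage left the real split as the largest (1 of 100 splits), and the next, 14341 against 16549 probes without missing values, came from the exchange of all blade and sheath arrays at P5, which measures the sum of both differences. The regrouping within each stage therefore argues against a chance division of the arrays. Regroupings that also mixed the stages gave as many probes in 10 of 100 splits, with a median of 0 and up to 21722, but they set tissue of different stages against each other and are no test of chance. Slide stays open, since no slide joins P4Bb with P4S and slide and tissue cannot be told apart at P4. The planned ratio, 1.262 for P5B against P5S with slide as a fixed block over P4Bb against P4S without it, compares counts from fits of different form and decides nothing. The stage of the leaf also stays open, as an untested biological explanation. The result holds for P4Bb as the blade of P4. P4Bm and P4Ba lay at a root mean square difference of 2.6 and 2.84 (log2) from P4S, against 1.69 between P5B and P5S.

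At P6 a difference between stages was found in 13453 probes, and the blade-sheath difference was larger at P6 than at P4 for 59.3% of them (58.6 to 60.9% with quantile normalization, median scaling and normexp). Over all expressed probes the share was 53.8%. The largest positive departures were in Os01g0124000 (11.45), Os05g0223200 (10.11) and Os04g0516200 (9.40), and the largest negative ones in Os09g0399800 (-13.56), Os09g0472900 (-12.82) and Os06g0639800 (-12.39), again fitted log2 values that rest partly on arrays near background. Dim probes stay open, since the ratio for them (1.024 times the share of probes that departed) decides nothing, for the reason given for P5. Scaling between arrays is argued against (1.017 times as many probes with quantile normalization). So is a wider spread between arrays at P6 as the whole explanation, since the root mean square difference without the part that the spread gives was 1.257 times that at P4 (1.083 to 1.421 without 1 replicate number). The planned ratio of SDs, 0.915, decides nothing, as at P5. Regrouping within each stage gave as many probes in 1 of 100 splits, the real one. The exchange of all blade and sheath arrays at P6, which measures the sum of both differences, came close with 13378 against 13408. A chance division of the arrays is thus argued against. When the stages were mixed as well, 10 of 100 splits gave as many, with a median of 0 and up to 23004, but these set tissue of different stages against each other and are no test of chance. Slide stays open for the reason given for P5, and the planned ratio of 0.708 decides nothing here either. The stage of the leaf stays open as an untested biological explanation. As at P5, the result holds for P4Bb as the blade of P4, since P4Bm and P4Ba lay further from P4S than P6B from P6S.

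The arrays carry 30 probes named after miR167 genes, which the paper does not discuss, and 9 of them were well above background on at least 1 array. Of these 30 probes, 12 were expressed, and 0 were well above background on all 36 arrays. Between SA, P3, P4S and P4Bb and the other 8 parts, the 2 expressed flanking probes of osa-miR167h differed by -2.85 and -2.83 (log2, limma adjusted p = 2.0e-12 and 9.8e-16), with 21 and 27 arrays well above background. Higher in the immature parts were 2 probes of osa-miR167c, by 2.29 and 1.55 with 6 and 3 arrays above background. So was 1 of osa-miR167e, by 1.05 with 9 arrays. The differences of all 5 probes are fitted log2 values that rest partly on arrays near background, so their size is uncertain. Signal near background stays open for most of these probes, since the share of probes well above background on no array was 0.7. Scaling between arrays, probe by probe, is argued against: with quantile normalization all 5 called probes were called in the same direction, and none of their differences changed by more than 0.39 (log2). The median over the 12 expressed probes, 0.07 and with quantile normalization 0.13, has members on both sides of 0 and decides nothing. A difference between immature and other tissue stays open as an untested biological explanation. With normexp, 0 of the 12 were called higher and 2 lower. The probe names mark mature or flanking stretches, and what the probes hybridize to was not tested.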

How the results depend on the processing

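Chosen only after the results had been seen were the numbering of the axes by the 33 arrays, the cluster with the most photosystem genes, the other 2 counts of expressed probes, and the omission of 2 spots with normexp. Of 806 values under an alternative, 729 kept their direction and their side of the threshold, or moved by less than the spread between replicates or by less than 1.5 times for counts. The others were 65 that moved, 5 that reversed, 6 that became weaker and 1 that became stronger. Of 312 values for 39 comparisons of named genes, 308 were unchanged. Unless a sentence gives the reason, the cause of a change was not tested.

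Most counts that moved did so with the threshold. With an adjusted p under 0.05 and no minimum difference, which admits small differences by construction, the counts were 17822 for P4Bb against P4S, 23798 for P5B against P5S, 19932 for P6B against P6S, 20578 for P4Bb and 11531 for P4S against P3, 27305 for P4Bm against P4Bb, 22867 for P4Ba against P4Bm, 18286 for P5B against P4Ba, 16465 for P6B against P5B, 15322 and 11580 for boundary against sheath at P5 and P6, 20207 for SA against P3, 34757 for mature against immature and 21072 for the interaction at P6. With an adjusted p under 0.001, fewer pass by construction: 5018 for P4Bb against P4S, 2217 for P4S against P3, 4571 for P6B against P5B, 4016 and 2307 for boundary against sheath at P5 and P6, and 8905 for the interaction at P6. Normexp gave 2558 for P4S against P3 and 4940 for P5B against P4Ba. With slide as a fixed block, P6B and P6S differed in 5415 probes and P6BS and P6S in 2923.

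The replicate block gave 7704, 13154 and 10237 probes for blade against sheath at P4, P5 and P6, 20758 for mature against immature, and 16671 and 13576 for the interactions. Leaving out 1 replicate number gave 5963 to 8197, 11935 to 12959 and 9223 to 9805 for blade against sheath at P4, P5 and P6. The balance of higher and lower probes depended on the scaling. The majority changed direction in 9 of 15 comparisons with quantile normalization, in 6 with scaling to the array median and in 3 with normexp, and it kept its direction in all 3 settings in 4: P4S against P3, P5B against P4Ba, P6B against P5B and P6BS against P6S. With quantile normalization, the share higher in the first part moved from 42.1 to 52.0% for P5B against P5S, from 56.2 to 48.2% for P5BS against P5S, from 56.1 to 49.2% for P4Ba against P4Bm, from 53.0 to 47.9% for mature against immature and from 47.4 to 56.4% for the interaction at P5. For SA against P3, 70.2% of the called probes were higher in SA (6700 of 9538), with quantile normalization 52.5% (5460 higher, 4947 lower) and with scaling to the array median 47.9% (5419 higher, 5885 lower), where the median of all probes stood at -0.06, -0.19 and -0.39 (log2). For P5B against P4Ba, the share higher in P5B was 39.0%, and 49.1% with quantile normalization, where the median of all probes moved from -0.04 to 0.07. With quantile normalization and median scaling, the median also moved for mature against immature, from -0.04 to -0.17 and -0.14, and for the interaction at P5, from 0.09 to 0.26 and 0.32.

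In each of the 12 comparisons of 2 parts, the real split gave the most probes of the 10 splits of the 6 arrays (1 of 10). With 3 arrays against 3, the share of 1 of 10 cannot by itself exclude chance. The real splits gave 4220 to 17930 probes, and the largest other split of each comparison gave 5 to 385. In all 12 comparisons, these counts argue against a chance division of the arrays. For the F test over the 12 parts, the real split was the only 1 of 100 splits with as many probes, which excludes chance. For mature against immature parts it was also 1 of 100 splits, but the paper had read these groups from the same arrays, so these splits cannot exclude chance.

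The lowest correlation within a part was 0.721 with Spearman's coefficient and 0.971 without the median baseline. The share of mPC1 and mPC2 together was 57.3% with each probe scaled to unit variance, 75.7% with one mean per part, 69.4% in a PCA of the 33 arrays without P4Bm, and 69.1% with the axes numbered by the 33 arrays. In these last 2 settings, the difference between blade and sheath on the third axis fell in size, to -28.7 and -71.5. It was 159 to 228.1 in the other settings. Which end of an axis is positive is arbitrary, so the minus signs of this difference carry no direction. In the same 2 settings, the distance of P4Bm from the next part on the second axis reversed to -0.212 and -0.254 of the range. The renumbering shows the cause for its own 2 values, apart from the minus sign of -71.5: it exchanges the 2 axes. That distance was 0.385 with unit variance, 0.365 with normexp, 0.404 with quantile normalization and 0.434 to 0.458 without 1 replicate number. The distance of P4S and P4Bb to P3 was 0.0832 of that of P4Ba with 1 minus Pearson's r and 0.364 to 0.390 without 1 replicate number, and the ratio for P4Ba to the P5 and P6 parts was 0.659 with 1 minus Pearson's r.

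In K-means, the counterpart of Cluster 1 held 707 probes with 20 clusters and 591 with unit variance, that of Cluster 2 held 3670 and 2963 in the same settings, and that of Cluster 15 held 507 with 20 clusters, 210 with 36 and 863 with unit variance. With 36 clusters and with unit variance the counterpart of Cluster 7 held 354 and 938 probes and that of Cluster 9 held 186 and 1052. For Cluster 12 the count was 1815 with seed 5 and 1055 with unit variance. Several of these are other clusters, not larger or smaller ones: with 20 clusters the matches held 11.3% (Cluster 1, the cluster that also matched Cluster 7) and 0% (Cluster 2) of the probes of the 28-cluster counterparts, with seed 5 0.248% (Cluster 12), and with unit variance 1.24% (Cluster 12), 17.4% (Cluster 15) and 30.1% (Cluster 9). The word searches in the 20-cluster matches of Clusters 1 and 2 did not pass (odds ratio 1.94, Fisher's exact test, adjusted p = 0.065; 1.99, adjusted p = 0.10), which says nothing about the counterparts with 28 clusters. The kinase search in Cluster 15 failed with seed 2 (1.65, adjusted p = 0.070). The photosystem search in Cluster 12 passed in no setting and fell to an odds ratio of 0 with 36 clusters (adjusted p = 1.0; 0.17 to 0.65 in the other settings).

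Among named genes, the difference of OsBOP1 between the P4 parts and P3 reversed with normexp (0.016) and without replicate 2 (0.14; -0.31 to 0.14 without 1 replicate number), and its adjusted p was under 0.05 with quantile normalization alone (-0.37, adjusted p = 0.046, against 0.20 to 0.92 in the other settings). The F of OsRAD6 over the P4 parts fell to 1.95 without replicate 3 (adjusted p = 0.18). For the 12 miR167 probes, the median difference was -0.26 with normexp and -0.055 to 0.26 without 1 replicate number. Signal over background limits these values: 79.9% of the gene spots of a typical array were well above background, and differences of genes below it in 1 part are only bounds.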

Differences from the paper's values

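The counts of probes and genes came out higher than the paper's, by less than the 1.5 times set as the margin for a difference: 39079 expressed probes of 27318 genes here against the paper's 31996 and 24022, and 36949 probes of 25673 genes differing among the parts against the paper's 31043 and 23350. No setting reached these 4 values. The nearest were 36974 expressed probes of 25591 genes (signal above 50 on all 3 arrays of a part, chosen after seeing the values) and, without replicate 3, 33862 differing probes of 23708 genes. For PC1 the share was 59.6% here and 60.9% in the paper, and for mPC1 and mPC2 together 71.7% here and 72.8% in the paper, which leaving out replicate 2 reached (72.8%).

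The paper states that OsBOP genes were highly expressed at P3. OsBOP1 stood at -0.77 at P3, lower than in SA (3.27), P4S (2.37), P5S (1.64), P6S (1.38), P6BS (0.47) and P5BS (0.45) and higher than in the 5 blade parts (-2.62 to -1.45). The difference from SA was -4.04, and -4.35 to -3.87 over the alternatives. The higher level in sheath than in mature blade (2.56) goes with the paper's placing of the gene.

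For Cluster 12 the paper reports photosynthesis terms and strong expression at P4. The counterpart chosen by its pattern held 1 of 45 photosystem genes (adjusted p = 0.53), and no seed or number of clusters gave an adjusted p under 0.17. Its mean was -2.31, -2.10 and -1.33 in P4S, P4Bb and P4Bm and 1.85 in P4Ba, against -1.94 at P3. The cluster with the most photosystem genes, chosen after seeing the values, held 28 of the 45 and stood at 2.05 in P4Bm and 3.20 in P4Ba, against -2.50 at P3. It lies with the paper's description of the P4 leaf. The counterpart need not hold the paper's own members, and description words are narrower than the ontology terms.

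The paper names xyloglucan enzymes among the terms of Cluster 9 and carbohydrate metabolism for Cluster 7. In the counterpart of Cluster 9, 0 of 26 xyloglucan genes were found in the main setting and with every seed and number of clusters tried, while peroxidase genes, also named by the paper, were enriched (odds ratio 10.2). In the counterpart of Cluster 7 the odds ratio of the words sucrose, starch or glycos was 1.38 (Fisher's exact test, adjusted p = 0.35, and 0.13 to 0.36 over the alternatives). Neither ontology term was analysed, and these words need not mark the genes of the terms. The counterparts need not hold the paper's own members either, so these counts do not test the paper's terms.

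The paper places the elevated expression of OsGH3-4 mainly in the sheath and boundary. Here it was highest in SA (3.84), and next in P5BS (1.09) and P4S (1.02). The paper also detected this gene by in situ hybridization in the center of the SAM, which SA contains. It placed the gene in a cluster that it describes as high in immature samples too. The high value in SA therefore departs from the wording of that sentence alone and does not contradict the paper's other results on this gene. Sheath and boundary exceeded the mature blade by 4.14, as the paper has it.

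The paper ranks the share of mPC3 below that of mPC2. Over all 36 arrays this was so (9.53 and 12.2%), while over the 33 arrays from which the axes were calculated the order was the opposite (9.73 and 5.23%).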

Other observations

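The test of slide for the boundary probes was chosen only after the result had been seen.

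P4Bm stood above all other parts on mPC2. Slide stays open: all 3 P4Bm arrays lay on 1 slide with a single other array, P4Bb replicate 3, which was at -0.0357 of the way from the other P4Bb arrays to P4Bm, and 1 array excludes nothing. A mixture of the neighbouring parts is argued against as the whole explanation, since 0.190 of the probes that differed from either neighbour lay above both or below both. A transient state of P4Bm tissue stays open as an untested biological explanation, and the place of P4Bm on mPC2 depends on the numbering of the axes.

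At the boundary of the P5 leaf, 1875 probes were called above both blade and sheath and 142 below both, and at P6 1331 above and 63 below. Of the probes above both at P5, 821 were also above both at P6, where chance would give 63.9. A mixture of the neighbouring parts is argued against as the whole explanation, since this share was 0.438 and a mixture gives values between those of its 2 sources. Slide is argued against as the whole explanation: with slide as a fixed block, 0.608 of the 821 probes were called above both parts in both leaves (499), and 521 probes in all, where chance would give 32.7. That the boundary has transcripts of its own remains a hypothesis. The 6 loci with the largest mean of the 4 differences were Os02g0463500, Os07g0142700, Os07g0600200, Os05g0569500, Os04g0543600 and Os10g0529500. They were chosen after their values were seen.

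SA differed from P3 in 9538 probes, 6700 higher and 2838 lower in SA under the main scaling. P6B differed from P5B in 6996 probes, 3228 higher and 3768 lower in P6B. In both comparisons, slide and part cannot be told apart, because no slide joins them. Their chance and slide limits are those of the other comparisons of 2 parts, and no biological explanation was tested.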
